# Enhanced translation expands the endo-lysosome size and promotes antigen presentation during phagocyte activation

**DOI:** 10.1371/journal.pbio.3000535

**Published:** 2019-12-04

**Authors:** Victoria E. B. Hipolito, Jacqueline A. Diaz, Kristofferson V. Tandoc, Christian Oertlin, Johannes Ristau, Neha Chauhan, Amra Saric, Shannon Mclaughlan, Ola Larsson, Ivan Topisirovic, Roberto J. Botelho

## Abstract

The mechanisms that govern organelle adaptation and remodelling remain poorly defined. The endo-lysosomal system degrades cargo from various routes, including endocytosis, phagocytosis, and autophagy. For phagocytes, endosomes and lysosomes (endo-lysosomes) are kingpin organelles because they are essential to kill pathogens and process and present antigens. During phagocyte activation, endo-lysosomes undergo a morphological transformation, going from a collection of dozens of globular structures to a tubular network in a process that requires the phosphatidylinositol-3-kinase-AKT-mechanistic target of rapamycin (mTOR) signalling pathway. Here, we show that the endo-lysosomal system undergoes an expansion in volume and holding capacity during phagocyte activation within 2 h of lipopolysaccharides (LPS) stimulation. Endo-lysosomal expansion was paralleled by an increase in lysosomal protein levels, but this was unexpectedly largely independent of the transcription factor EB (TFEB) and transcription factor E3 (TFE3), which are known to scale up lysosome biogenesis. Instead, we demonstrate a hitherto unappreciated mechanism of acute organelle expansion via mTOR Complex 1 (mTORC1)-dependent increase in translation, which appears to be mediated by both S6Ks and 4E-BPs. Moreover, we show that stimulation of RAW 264.7 macrophage cell line with LPS alters translation of a subset but not all of mRNAs encoding endo-lysosomal proteins, thereby suggesting that endo-lysosome expansion is accompanied by functional remodelling. Importantly, mTORC1-dependent increase in translation activity was necessary for efficient and rapid antigen presentation by dendritic cells. Collectively, we identified a previously unknown and functionally relevant mechanism for endo-lysosome expansion that relies on mTORC1-dependent translation to stimulate endo-lysosome biogenesis in response to an infection signal.

## Abstract 2

Activation of phagocytes rapidly expands the endo-lysosomal system and promotes antigen presentation. Endo-lysosome expansion was driven by mTORC1-dependent enhanced translation, revealing regulated translation as a mechanism to remodel membrane organelles in response to external signals and stresses.

## Introduction

Eukaryotic cells compartmentalize a wide range of biochemical functions within membrane-bound organelles, such as the endoplasmic reticulum, peroxisomes, endosomes, and lysosomes. Of these, endosomes and lysosomes form the endo-lysosomal pathway, which receives, sorts, and traffics a multitude of endocytic and biosynthetic cargoes to either recycle or degrade. Typically, early and late endosomes are thought of as sorting stations, whereas lysosomes enable degradation and salvage of amino acids and other building units for cellular use. Yet, a more accurate view is that endosomes and lysosomes form a spectrum of heterogeneous tubulo-vesicular compartments rather than defined populations [1,2]. Indeed, late endosomes and lysosomes fuse to form hybrid endo-lysosomes, in which degradation is thought to ensue [2]. Here, we refer to these structures as endo-lysosomes. Overall, eukaryotic organelles can exist in disparate morphologies ranging from individual vesicular organelles to stacks of flattened membrane sacs to a continuous membrane reticulum and can vary greatly in number, size, and activity. Importantly, cells can adapt organellar properties in response to a variety of intrinsic and extrinsic stimuli that alter the functional needs of cells [3–7]. Yet, how cells mold organellar properties in response to their differentiation state and/or change in their environment remains an outstanding question in cell biology.

Immune cells like macrophages and dendritic cells are plastic cells inasmuch as they can adopt ‘resting’, inflammatory, and anti-inflammatory states that differ in their gene expression profile, metabolism, secretory pathway activity, and endo-lysosomal membrane system [8–12]. With respect to the endo-lysosomal system, mature dendritic cells abate the degradative capacity of their endo-lysosomal system to help preserve antigenic peptides for presentation to adaptive immune cells [13]. On the other hand, macrophages enhance their lysosomal degradative power after phagocytosis to enhance bacterial killing [14]. Another example of endo-lysosomal remodelling occurs during lipopolysaccharide (LPS)-activation of macrophages and dendritic cells, which transform the endo-lysosomal system from a collection of dozens of individual globular organelles into a striking tubular network [12,15,16]. These tubules are positive for various endo-lysosomal markers such as LAMP1, CD63, Arl8b, Rab7, RILP, and in dendritic cells, they also comprise major histocompatibility complex-II (MHC-II), which is responsible for antigen presentation [15–17]. This reorganization requires downstream Toll-like receptor-4 (TLR4) signals including the phosphatidylinositol 3-kinase (PI3K)-AKT-mechanistic target of rapamycin (mTOR) axis, which may interface with Rab7 and Arl8b GTPases to control lysosome association with microtubule-motor proteins [16,17]. These motors then help distort and tubulate endo-lysosomes on microtubule tracks [15,18,19]. Although tubulation is associated with retention of pinocytic cargo, exchange of phagosomal cargo, and possibly antigen presentation [20–24], it is not presently known how endo-lysosome tubulation helps phagocytes perform their function in response to LPS and other stimulants.

Lysosomes also serve as signalling platforms to sense the metabolic and nutrient state of the cell [25–28]. For instance, a protein network involving the vacuolar H^+^ ATPase pump (V-ATPase), ragulator, and Rag GTPases sense high levels of amino acids within lysosomes to activate mTORC1 on the lysosome surface [29–34]. Active mTORC1 then phosphorylates various downstream targets to stimulate anabolic pathways, including mRNA translation [35–37]. In part, mTORC1 promotes translation by phosphorylating and activating the S6 kinases (S6Ks), which then act on multiple targets to modulate translation initiation, elongation, and ribosome biogenesis [38–41]. This is coordinated by mTORC1-dependent phosphorylation of 4E-BPs, which leads to their dissociation from eukaryotic translation initiation factor 4E (eIF4E), thus allowing the eIF4F complex assembly and the recruitment of the ribosome to the mRNA [39,41,42]. Importantly, mTORC1-driven anabolic pathways are also coordinated with mTORC1-mediated repression of catabolic processes including autophagy. This is in large part achieved by phosphorylating Unc-51-like autophagy activating kinase 1 (ULK1), an initiator of autophagy, and inhibiting the transcription factor EB (TFEB), which can up-regulate expression of lysosomal genes [43–46]. Inactivation of mTORC1 (e.g., during starvation) initiates autophagy, which is paralleled by a boost in lysosomal gene expression and lysosomal activity to augment macromolecular turnover and to help replenish the nutrients [45,46]. mTORC1 also plays roles beyond coordinating anabolism and catabolism in the context of nutrient sensing. In macrophages and dendritic cells, mTORC1 activity is increased during Toll-like receptor ligand binding (e.g., LPS), *Salmonella* invasion, *Mycobacteria* infection, phagocytosis, and by inflammasome activators [14,17,47–51]. Though the functional consequences of increased mTORC1 activity in immune cells are not always clear, increased mTORC1 activity can lead to augmented protein synthesis and suppressed autophagy whereby both of these processes are thought to be required for stress resolution and cell survival [49,51,52].

Herein, we set out to further dissect the mechanisms underlying the reorganization of the endo-lysosomal system in activated phagocytes. We discovered that phagocytes expand their endo-lysosomal volume and retention capacity within 2 h of LPS-mediated activation relative to their resting counterparts. We demonstrated that this expansion depends on augmented protein synthesis but that this seems independent of transcriptional mechanisms such as activation of TFEB and TFE3. Instead, LPS-driven endo-lysosomal expansion depends on altered translation controlled by mTORC1 and its effectors, S6Ks and 4E-BPs. Interestingly, LPS-mediated enhanced translation was critical for rapid and efficient antigen presentation and T-cell activation by dendritic cells. Ultimately, we present evidence that LPS engages mTORC1-dependent translation to increase endo-lysosome size and holding capacity.

## Results

### Activation of macrophage and dendritic cells expands the endo-lysosomal volume

Activation of macrophages and dendritic cells elicits a remarkable transformation of the endo-lysosome morphology, converting these organelles from dozens of individual puncta into a tubular network [17,20–22]. Upon careful visual inspection, we speculated that this tubular endo-lysosomal network occupied a larger volume than endo-lysosomes in resting cells (Fig 1A). To corroborate this observation, we quantified the total endo-lysosome volume in LPS-activated and resting cells by employing image volumetric analysis [53,54]. We first prelabelled endo-lysosomes with a fluorescent fluid phase marker (see Materials and methods) and then exposed cells to LPS or vehicle-alone for 2 h to induce endo-lysosome tubulation. Prelabelling cells prior to stimulation ensured that endo-lysosomes were equally loaded with the dye in both resting and activated cells. We and others previously showed that endocytic tracers label tubules positive for various endo-lysosomal markers, including LAMP1, CD63, Rab7, and MHC-II, in macrophages and dendritic cells [15–17,21]. We then employed live-cell spinning disc confocal microscopy to acquire z-stacks and undertake volumetric analysis. Using this methodology, we observed a significant increase in volume occupied by the fluorescent probe in LPS-stimulated RAW macrophages, bone marrow–derived macrophages (BMDMs) and bone marrow–derived dendritic cells (BMDCs) relative to their resting counterparts (Fig 1B). This suggests that activated phagocytes have an expanded total endo-lysosomal volume relative to resting cells.

**Fig 1:**
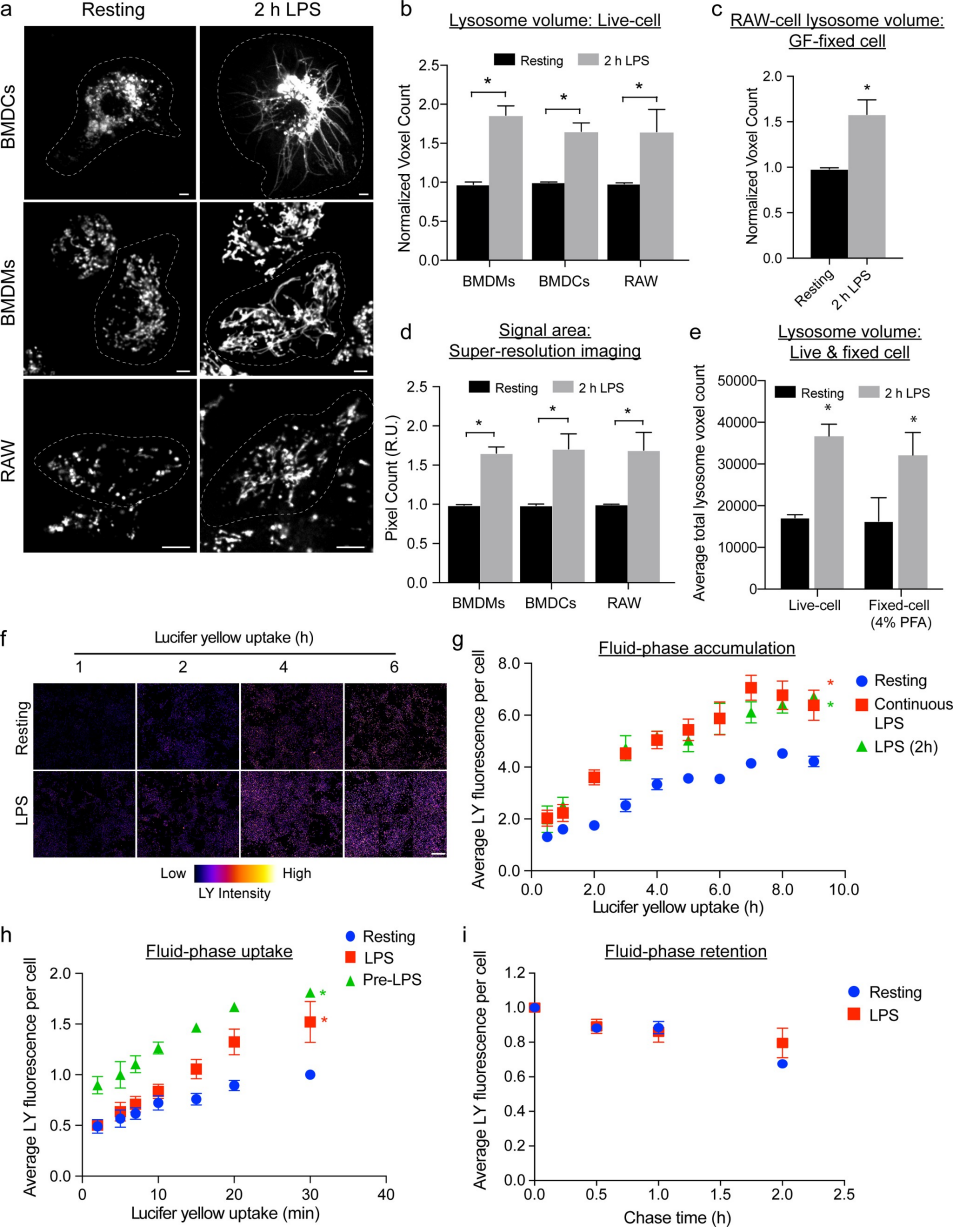
LPS-mediated activation of phagocytes augments lysosome volume and holding capacity. (a) Lysosomes in BMDMs, BMDCs, and in RAW macrophages before and after 2 h of LPS stimulation, the latter causing lysosome tubulation. Images were acquired by live-cell spinning disc confocal microscopy. Scale bar = 5 μm. (b) Relative lysosome volume between counterpart resting and LPS-treated phagocytes acquired by live-cell spinning disc confocal imaging. (c) Relative lysosome volume in resting and LPS-treated RAW macrophages fixed with a mixture of GF to preserve tubules. (d) Relative lysosome area from the midsection of resting and LPS-activated phagocytes using images acquired by SIM-enacted super-resolution microscopy. (e) Lysosome volume in resting and LPS-treated cells that are live or fixed with 4% PFA. (f) Image compilation of 6 representative fields in false colour showing changes in intensity of LY acquired by endocytosis over the indicated time in resting primary macrophages or macrophages stimulated with LPS. Scale = 250 μm. Colour scale: 0 to 4,095 (low to high). (g) Accumulation of LY continuously endocytosed over indicated time frame in resting, activated with LPS for 2 h, or co-activated with LPS continuously. (h) Rate of pinocytosis of LY in primary macrophages treated as indicated. (i) Retention of LY in resting or LPS-treated primary macrophages after 0.5 h internalization and chase in probe-free medium over indicated times. All experiments were repeated at least 3 independent times. For panels b through e, data are based on 30 to 40 cells per condition per experiment and are shown as the mean ± SEM. Statistical analysis was performed using one-way ANOVA and unpaired post hoc test, in which the asterisk indicates a significant increase in lysosome volume relative to resting phagocytes (*p < 0.05). For panels g through i, fluorescence measurements were acquired by fluorimeter plate imager. Data are shown as the mean ± SEM, in which statistical analysis was performed using an analysis of covariance, whereby controlling for time as a continuous variable. An asterisk indicates a significant increase in LY for that series relative to resting phagocytes (*p < 0.05). See S1 Data for original data in Fig 1. BMDC, bone marrow–derived dendritic cell; BMDM, Bone marrow–derived macrophage; GF, glutaraldehyde-formaldehyde; LPS, lipopolysaccharides; LY, Lucifer yellow; PFA, paraformaldehyde; SIM, structured illumination microscopy.

We previously demonstrated that in RAW macrophages lysosome tubules were more motile than punctate lysosomes [15]. Thus, to exclude the possibility that the increase in endo-lysosome volume was due to a trailblazing effect during z-stack image acquisition, we sought to estimate endo-lysosome volume in fixed cells. However, typical fixation protocols with 4% paraformaldehyde (PFA) causes tubular endo-lysosomes to collapse (S1A and S1B Fig). To circumvent this issue, we developed a fixation procedure that preserves endo-lysosome tubules in macrophages (S1A and S1B Fig). Reapplying volumetric analysis to fixed RAW cells, we still observed a significant increase in endo-lysosome volume in activated cells relative to resting phagocytes (Fig 1C). To then validate that the apparent increase in endo-lysosome volume triggered by LPS was not an artefact of imaging morphologically distinct objects we performed 2 tests. First, we employed structured illumination microscopy (SIM) in order to exclude the possibility that the limit of resolution of spinning disc confocal microscopy might cause an artefact when imaging morphologically distinct endo-lysosomes [55]. Because of limitations of the available SIM system, we sampled 3 x-y planes centred at the midpoint of cells and quantified the area occupied by the fluid-phase marker (S1C Fig). This approach also revealed a significant increase in label area in activated RAW, primary macrophages, and BMDCs relative to their resting counterparts (Fig 1D). Second, we quantified the endo-lysosomal volume in LPS-treated cells fixed with 4% PFA. Herein, we took advantage of that this treatment collapsed tubular endo-lysosomes into spheroid objects. As with other previous measurements, we observed higher endo-lysosome volume in fixed LPS-treated relative to resting macrophages (Fig 1E). Collectively, these data demonstrate that the endo-lysosome volume expands in response to macrophage and dendritic cell stimulation, concurrent with tubulation.

### Phagocyte activation increases endo-lysosomal holding capacity

An expanded endo-lysosomal volume as a corollary may lead to a boost in the storage capacity of endo-lysosomes. Hence, we assessed whether activated phagocytes have a higher endo-lysosomal holding capacity relative to resting cells by allowing cells to internalize fluorescent pinocytic tracers to saturation. Indeed, both primary and RAW macrophages preactivated with LPS exhibited a significant increase in fluid-phase accumulation relative to their resting counterparts at each time point examined (Figs 1F and 1G and S2A). We also observed that preactivated primary macrophages displayed faster rates of pinocytic uptake relative to resting macrophages (Fig 1H). In fact, the rate of pinocytic uptake was augmented within 15 min of LPS exposure as indicated by macrophages concurrently undergoing pinocytosis and stimulation (Fig 1H). In comparison, we showed that resting and activated primary macrophages did not differ significantly in the rate of depletion of the pinocytic tracer (Fig 1I), suggesting that exocytosis rates were similar. RAW macrophages exhibited slightly different dynamics in that the rates of uptake and retention were similar between resting and LPS-stimulated cells (S2B and S2C Fig). Collectively, these data indicate that activated macrophages have a higher endo-lysosome holding capacity relative to resting macrophages.

Lastly, we questioned whether dendritic cells may benefit from an increase in endo-lysosomal volume because they are reported to arrest endocytosis after maturation [56,57]. Of note, most reports examine dendritic cell function over 16 h post stimulation, whereas recent work shows that mature cells can still endocytose extracellular cargo [58–60]. We show here that dendritic cells retained their pinocytic capacity up to 8 h post activation, which fits the timeline of endo-lysosome reorganization and expansion observed here (S2D Fig). This suggests that expanding the endo-lysosomal volume within a few hours may help dendritic cells accumulate more pinocytic content including antigenic material. Overall, our observations are consistent with previous reports, suggesting that tubulation in activated macrophages may aid in retaining fluid phase and that maturing dendritic cells continue to engulf extracellular material [20,58,59,61].

### Activated macrophages express higher levels of lysosomal proteins

Thus far, the data presented here suggest that phagocytes expand their endo-lysosomal volume and retention capacity within a couple of hours of activation. Though other mechanisms such as increased endosomal membrane influx may contribute to this, we postulated that endo-lysosomal biosynthesis may be a significant driver of endo-lysosome expansion during phagocyte activation. To address this hypothesis, we tracked the levels of 7 major endo-lysosomal proteins as indicators of lysosome biogenesis; namely, we measured the levels of LAMP1, LAMP2, TRPML1, CD63, the V-ATPase subunits H and D, and cathepsin D by Western blotting in resting and activated primary macrophages. Specifically, we compared resting macrophages to those continuously exposed to LPS for 2 h or 6 h or for 2 h with LPS followed by a 4 h chase with no LPS. With the exception of cathepsin D, LPS induced the levels of all proteins approximately 2-fold when compared with resting macrophages (Figs 2A and 2B and S3). In addition, immunofluorescence staining for LAMP1 corroborates the increase in LAMP1 levels, which was detected by Western blotting (Fig 2C and 2D). The increase in the levels of these lysosomal proteins was blunted by the translation elongation inhibitor, cycloheximide (Fig 2A and 2B). Finally, there was little change in the levels of proteins examined between resting cells or those treated with cycloheximide with or without LPS, suggesting similar turnover rates of these proteins (Fig 2A and 2B). Collectively, these data indicate that de novo protein synthesis, rather than lower protein turnover, augments the levels of lysosomal proteins in LPS-treated phagocytes (Fig 2A and 2B). Interestingly, cycloheximide blunted endo-lysosome tubulation and expansion in macrophages in response to LPS (Fig 2E and 2F), suggesting that de novo protein synthesis is required to remodel the endo-lysosome network during phagocyte activation. Overall, our data intimate that phagocytes boost protein synthesis to expand their endo-lysosomal system within 2 h of stimulation.

**Fig 2:**
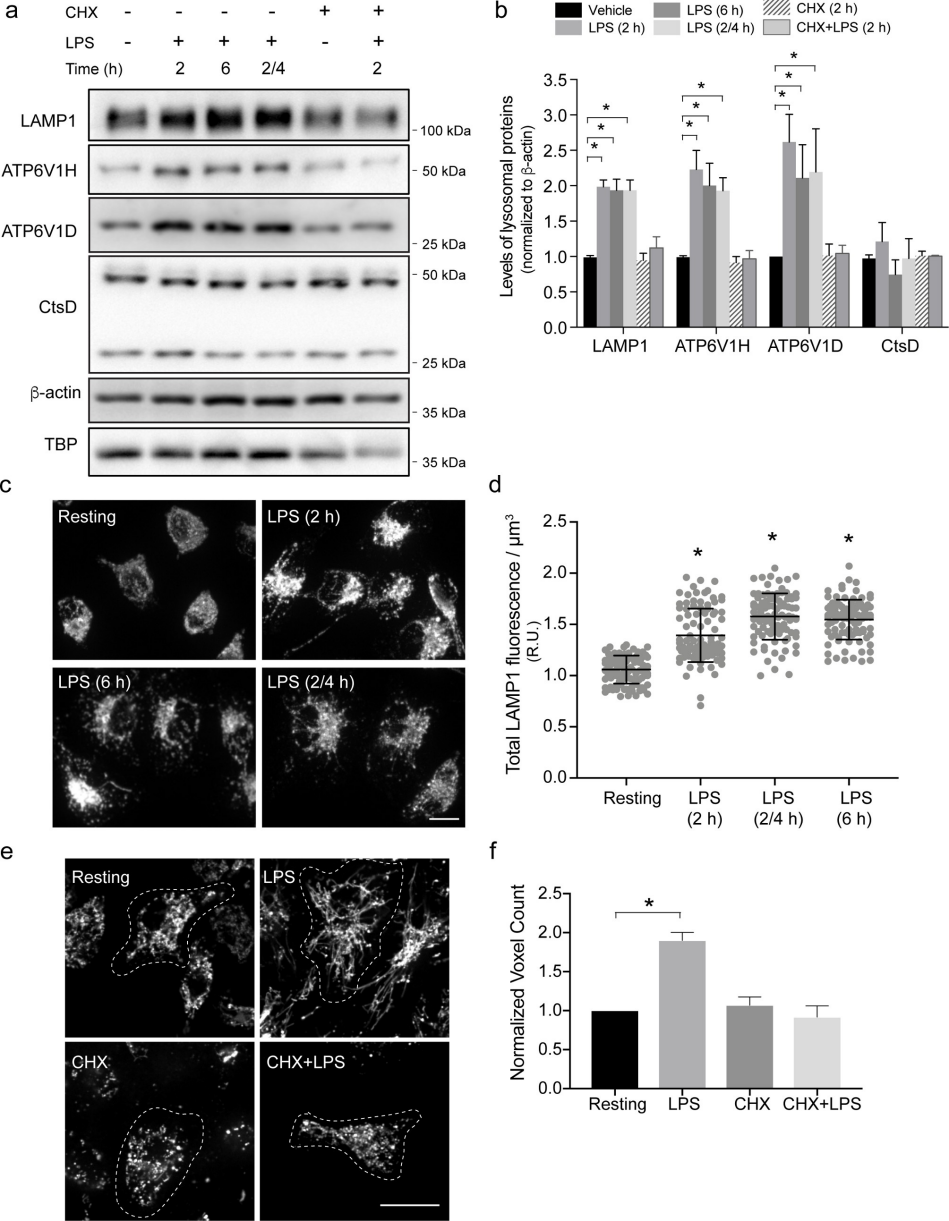
Lysosome remodelling requires protein biosynthesis. (a) Western blot analysis of whole-cell lysates from resting primary macrophages or macrophages exposed to the indicated combinations and time of LPS and CHX. (b) Quantification of Western blots showing the levels of LAMP1, cathepsin D CtsD, and the V-ATPase V_1_ subunit H and D normalized to β-actin. Data are shown as the mean ± standard error of the mean from at least 3 independent experiments. For panels a and b, ‘2/4’ indicates cells stimulated with 2 h of LPS, followed by a 4 h chase, whereas ‘2 h’ and ‘6 h’ represent cells continuously exposed to LPS for those time periods. (c) Endogenous LAMP1-positive structures in resting and activated primary macrophages. (d) Quantification of total LAMP1 fluorescence levels in macrophages per μm^3^. (e) Live-cell spinning disc confocal micrographs of prelabelled lysosomes in resting primary macrophages or those stimulated with LPS and/or CHX. (f) Relative lysosome volume between resting primary macrophages and those exposed to specified conditions. Shown is the mean ± standard error of the mean from 30 to 40 cells for each condition and experiment, across at least 3 independent experiments. Scale bars = 5 μm. Statistical analysis was done with ANOVA and unpaired post hoc test. The asterisk indicates a significant difference (*p < 0.05). For each figure with Western blots, see S1 Raw Images for original, unedited Western blots. See S2 Data for original data in Fig 2. CHX, cycloheximide; CtsD, cathepsin D; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; TBP, Tata-box binding protein.

### Acute endo-lysosome expansion is not dependent on TFEB and TFE3

Our results suggest that biosynthesis plays a major role in LPS-induced endo-lysosome expansion in macrophages. Activation of TFEB and TFE3 transcription factors drives transcription of lysosomal genes thereby stimulating lysosome function under various stressors, including starvation, phagocytosis, protein aggregation, and macrophage activation [14,45,62–68]. Thus, we next investigated whether the observed endo-lysosome expansion was driven by TFEB- and TFE3-mediated transcriptional up-regulation of lysosome genes.

To assess activation of TFEB and TFE3, we quantified their nuclear translocation by determining the nucleo-cytoplasmic ratio of endogenously expressed proteins by immunofluorescence [14,69]. As expected [45,46], resting cells exhibited mostly cytoplasmic TFEB and TFE3, whereas inhibition of mTOR for 1 h with torin1 caused both proteins to translocate into the nucleus (Fig 3A and 3B). Strikingly, although 2 h incubation with LPS was sufficient to induce endo-lysosome expansion, this did not trigger nuclear translocation of TFEB or TFE3 (Fig 3A and 3B). LPS triggered nuclear entry of these proteins only after 6 h of exposure (Fig 3A and 3B). These results are consistent with observations by Pastore and colleagues, who also observed delayed nuclear entry of these proteins in response to LPS-induced macrophage activation, which suggests that LPS stimulation of TFEB and TFE3 is indirect [66].

**Fig 3:**
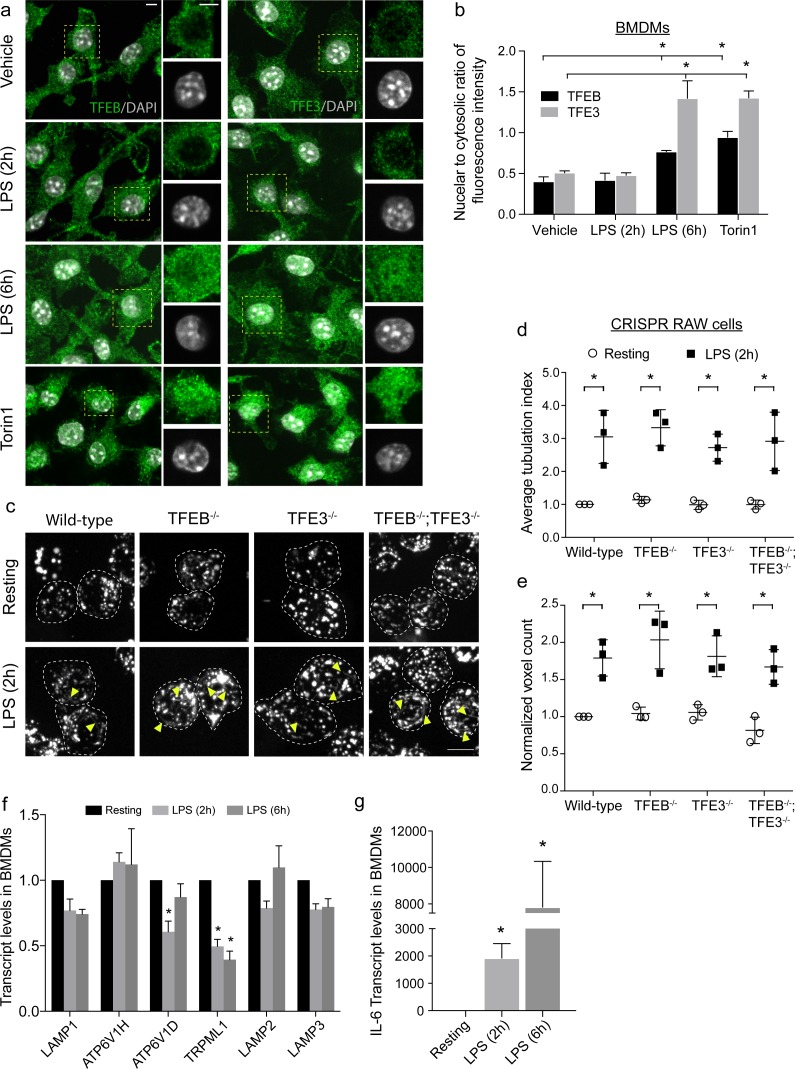
Lysosome remodelling is independent of TFEB and TFE3 activation. (a) TFEB and TFE3 subcellular localization in resting primary macrophages (vehicle) or those treated with LPS for 2 or 6 h, or with torin1. Green = TFEB or TFE3 immunofluorescence signal; white = nuclei stained with DAPI. Areas within dashed boxes are magnified as insets. (b) Nuclear-to-cytosolic ratio of TFEB or TFE3 fluorescence intensity. Shown is the mean ± standard error of the mean from 30 to 40 cells per condition per experiment across at least 3 independent experiments. (c) Lysosomes in wild-type, *tfeb*^*−/−*^, *tfe3*^−/−^, and *tfeb*^*−/−*^ *tfe3*^*−/−*^ RAW strains before and after 2 h of LPS stimulation. Images were acquired by live-cell spinning disc confocal microscopy. Yellow arrowheads illustrate tubular lysosomes. (d) Average lysosome tubulation index in resting and LPS-activated strains. Shown is the mean ± standard error of the mean from 40 to 50 cells per condition, across 3 independent experiments. Lysosome tubules longer than 4 microns were scored, from which tubulation index was determined following normalization to the average number of tubular lysosomes in resting wild-type cells for each experiment. (e) Relative lysosome volume between LPS-treated and resting counterpart RAW strains acquired by live-cell spinning disc confocal imaging. The average lysosomal voxel counts for LPS-activated strains were normalized to resting wild-type cells. Shown is the mean ± standard error of the mean from 30 to 40 cells per condition per experiment across 3 independent experiments. (f, g) Relative mRNA levels of select lysosomal genes (f) or interleukin-6 (g) in activated primary macrophages relative to Abt1 housekeeping gene and normalized against resting cells. Quantification was done with qRT-PCR by measuring the ΔΔCt as described in methods. Shown is the mean ± standard error of the mean from 4 independent experiments. All statistical analysis was done with ANOVA and unpaired post-hoc test. The asterisk indicates a significant difference relative to resting condition (*p < 0.05). For panels a and c, scale bar = 5 μm. See S3 Data for original data in Fig 3. Abt1, activator of basal transcription 1; ATP6V1D, ATPase H^+^ transporting V1 subunit D; ATP6V1H, ATPase H^+^ transporting V1 subunit D; BMDM, Bone marrow–derived macrophage; IL-6, interleukin-6; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; qRT-PCR, quantitative real-time-polymerase chain reaction;; TFE3, transcription factor E3; TFEB, transcription factor EB; TRPML1, transient receptor potential cation channel, mucolipin subfamily; ΔΔCt, change in threshold cycle.

To further test whether TFEB does not play a role in endo-lysosome expansion during macrophage activation, we measured tubulation and endo-lysosome volume in RAW macrophages deleted for the genes encoding TFEB and/or TFE3 using CRISPR-based technology ([66], S4A and S4B Fig). Deletion of TFEB and TFE3 did not significantly affect LAMP1 protein levels under resting conditions (S4C and S4D Fig), nor trafficking of the fluid-phase marker we employed, as quantified by Mander’s coefficient for dextran-containing LAMP1 signal (S4E and S4F Fig). Moreover, both resting wild-type and deletion strains of RAW macrophages accumulated similar levels of the dextran probe after 1 h of uptake and 1 h chase (S4G Fig). Finally, TFEB and TFE3 status in the cell did not exert major influence on retention of the fluid-phase probe after 2 h of LPS exposure (S4H Fig). Collectively, these data suggest that TFEB and/or TFE3 have minimal impact on basal pinocytosis and basal biogenesis and trafficking to endo-lysosomes.

We next examined remodelling of endo-lysosomes by treating wild-type and TFEB and/or TFE3–deleted RAW cells with LPS for up to 2 h. Importantly, all 3 mutant cell lines exhibited an increase in endo-lysosome tubulation after 2 h of LPS treatment relative to the resting condition. This increase in endo-lysosome tubulation in cells depleted of TFEB and/or TFE3 was indistinguishable from that observed in wild-type RAW cells (Fig 3C and 3D). However, we do note that endo-lysosome tubulation in RAW cells is less pronounced than in primary macrophages and dendritic cells. Importantly, LPS-induced expansion of the total endo-lysosome volume was comparable between control and TFEB and/or TFE3–deleted cells (Fig 3E). These results suggest that TFEB and/or TFE3–dependent transcription-based programs are not required for lysosome expansion during acute macrophage activation.

Finally, to assess whether other transcriptional mechanisms might be involved in LPS-induced lysosome expansion during the first couple of hours of activation, we measured mRNA levels encoding the 6 major endo-lysosomal proteins that increased in their levels in primary macrophages. We found that mRNA levels for LAMP1, LAMP2, CD63, TRPML1 and 2 V-ATPase subunits did not increase even after 6 h of LPS exposure (Fig 3F). In comparison, we observed a massive up-regulation of interleukin-6 mRNA after LPS exposure (Fig 3G). Collectively, these data intimate that increased transcription does not explain increased levels of the corresponding proteins we previously observed in Figs 2 and S3. Although it remains possible that transcriptional regulation of other mRNAs encoding endo-lysosome-related proteins contributes to endo-lysosome expansion, in particular during more prolonged stimulation, we speculated that post-transcriptional processes play a more pressing role in the LPS-mediated growth of the endo-lysosomal system.

### Endo-lysosome expansion depends on AKT and mTOR activity

Given that the levels of 6 major endo-lysosomal proteins, but not corresponding mRNAs, were induced by LPS treatment, we next studied the role of translation in endo-lysosome expansion. Activated macrophages exhibit extensive metabolic reorganization, enhanced protein synthesis, selective translation of mRNAs encoding inflammatory proteins, and activation of unfolded protein response [8,10,11,49,70,71]. Consistently, LPS activates mTORC1 in macrophages, which not only stimulates mRNA translation but is also necessary for endo-lysosome tubulation [17,36,37]. Thus, we tested whether mTOR activity is also necessary for enhanced endo-lysosome volume and holding capacity. Indeed, as suggested by others [72–74], both primary and RAW macrophages exhibited increased phosphorylation of mTORC1 substrates S6K and 4E-BP1 after exposure to LPS, which is blunted by torin1, an active-site mTOR inhibitor (S5A and S5C Fig). Moreover, consistent with our previous observations [17], endo-lysosome tubulation was suppressed upon inhibition of mTOR or AKT by torin1 and Akti, respectively (Fig 4A). Importantly, we now show that suppression of AKT and/or mTOR activity abrogates the LPS-induced expansion of the endo-lysosome volume (Fig 4A and 4B). Moreover, Akti and torin1 both prevented the increased in the levels of LAMP1, LAMP2, CD63, TRPML1, and V-ATPases elicited by LPS (Figs 4C and 4D and S3A and S3B), suggesting that Akt-mTORC1 pathway is required for endo-lysosome expansion. In addition, mTOR inhibition also blunted the increase in the pinocytic holding capacity enticed by LPS treatment (Fig 4E). These effects are not likely due to autophagy induced by torin1 because Akti did not induce autophagy, but yet blocked lysosome expansion (S5D and S5E Fig). Collectively, these findings demonstrate that LPS-mediated stimulation of the Akt-mTOR pathway promotes expansion of the endo-lysosome system and retention capacity.

**Fig 4:**
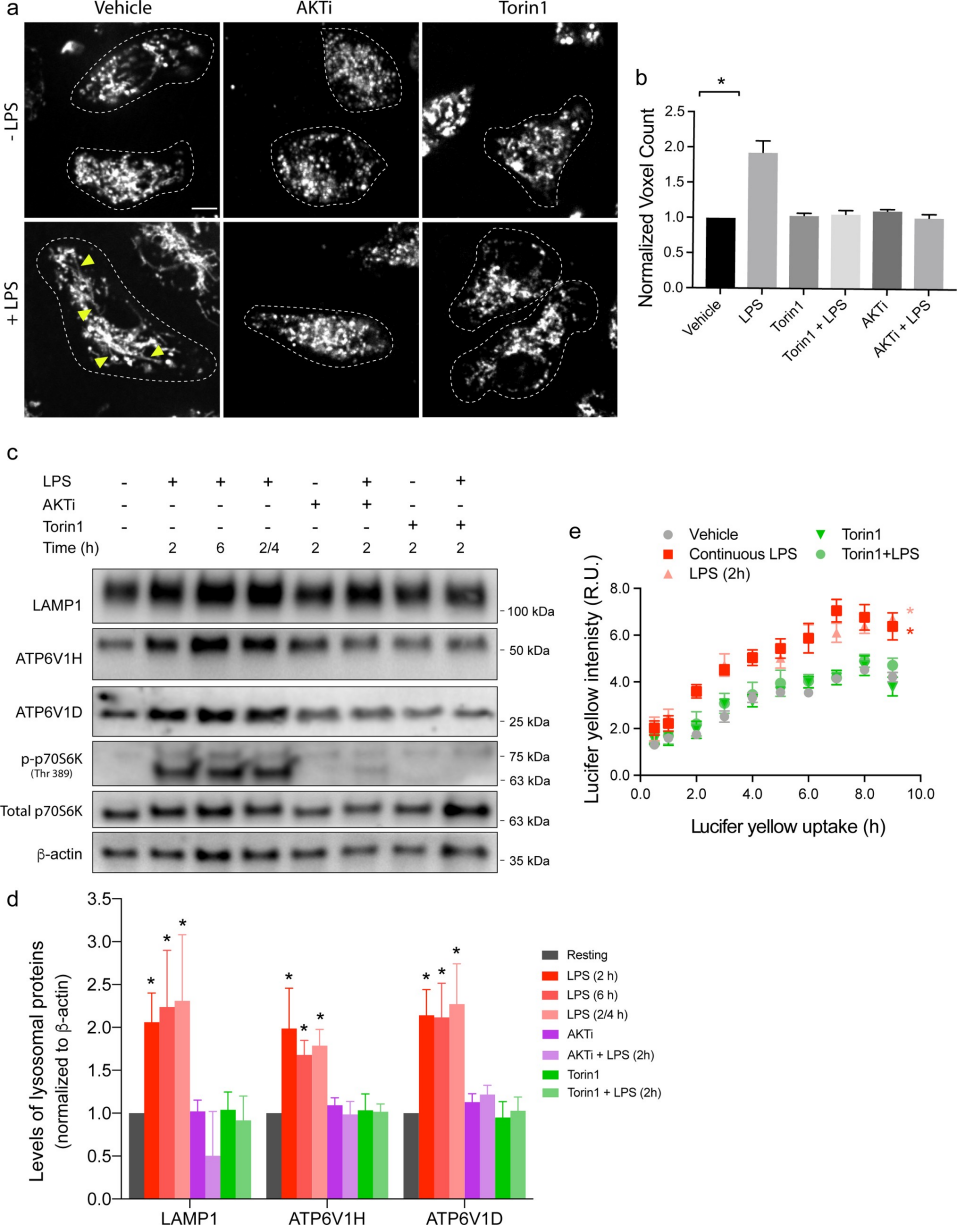
mTOR stimulates lysosome volume and holding capacity. (a) Lysosomes in primary macrophages were pretreated with a vehicle (DMSO), Akti or torin1, followed by 2 h LPS stimulation where indicated. Images were acquired by live-cell spinning disc confocal microscopy. Scale bar = 5 μm. (b) Lysosome volume in primary macrophages treated as indicated and normalized to resting macrophages. Shown is the mean ± standard error of the mean from 30 to 40 cells per condition per experiment across 3 independent experiments. (c) Western blot analysis of whole-cell lysates from resting primary macrophages or macrophages exposed to the indicated combinations and time of LPS, torin1 and Akti. (d) Quantification of Western blots showing the levels of LAMP1, CtsD, and the V-ATPase V_1_ subunit H and D normalized to β-actin. Data are shown as the mean ± standard error of the mean from at least 3 independent experiments. For panels a and b, ‘2/4’ indicates cells stimulated with 2 h of LPS followed by a 4 h chase, whereas ‘2 h’ and ‘6 h’ represent cells continuously exposed to LPS for those time periods. (e) Quantification of pinocytic capacity in macrophages treated as indicated. Shown is the mean ± standard error of the mean from 4 independent experiments. For panels b and d, data were statistically analysed with ANOVA and unpaired post hoc test (*p < 0.05). For panel e, data were statistically assessed using an analysis of covariance, whereby controlling for time as a continuous variable. An asterisk indicates a significant increase in LY for that series relative to resting phagocytes (*p < 0.05). For each figure with Western blots, see S1 Raw Images for original, unedited Western blots. See S4 Data for original data in Fig 4. Akti, Akt inhibitor; CtsD, cathepsin D; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; LY, Lucifer yellow; mTOR, mechanistic target of rapamycin; V-ATPase, vacuolar H^+^ ATPase pump.

### LPS triggers increased endo-lysosome synthesis via mTORC1 pathway

Given that mTOR is hyperactivated in LPS-exposed phagocytes and its activity is necessary for endo-lysosome expansion, we next tested whether LPS stimulates global protein synthesis in primary macrophages by employing the puromycylation assay. In this assay, cells are pulsed with puromycin, which is covalently added to growing peptides by the ribosome. Puromycin-tagged peptides can then be quantified with anti-puromycin antibodies by Western blotting, whereby signal intensity is directly proportional to translation levels [75]. LPS enhanced puromycin incorporation compared to control cells in a mTOR-dependent manner, which is indicative of elevated protein synthesis in LPS-exposed macrophages (S5F and S5G Fig). Given that mTORC1 regulates mRNA translation through multiple mechanisms [39], we next examined the role of S6Ks and 4E-BPs in LPS-mediated lysosome remodelling.

First, using LY2584702, a potent pharmacological inhibitor of S6Ks (Figs 5A and S5H), we showed that S6Ks are necessary for LPS-mediated increase in protein synthesis (Fig 5A and 5B). Second, although LY2584702 treatment did not preclude LPS-induced endo-lysosome tubulation (Fig 5C and 5D), it did prevent endo-lysosome volume expansion (Fig 5E). This observation suggests that endo-lysosome tubulation and expansion can be decoupled. Similarly, inhibition of S6Ks thwarted the LPS-mediated increase in the levels of LAMP1, LAMP2, CD63, TRPML1, ATP6V1H, and ATP6V1D (Figs 5F and 5G and S3). Importantly, LY2584702 did not affect the levels of corresponding transcripts (e.g., LAMP1, ATP6V1H, ATP6V1D, and B2M) in resting cells or those co-exposed with LPS (S5I Fig). Moreover, like Akti, LY2584702 did not induce autophagy, suggesting that its effects on endo-lysosome size are independent of autophagy (S5D and S5E Fig). Together, these data suggest that the mTORC1-S6K axis promotes endo-lysosomal protein expression to expand the size of the endo-lysosomal network during phagocyte activation within a couple of hours activation.

**Fig 5:**
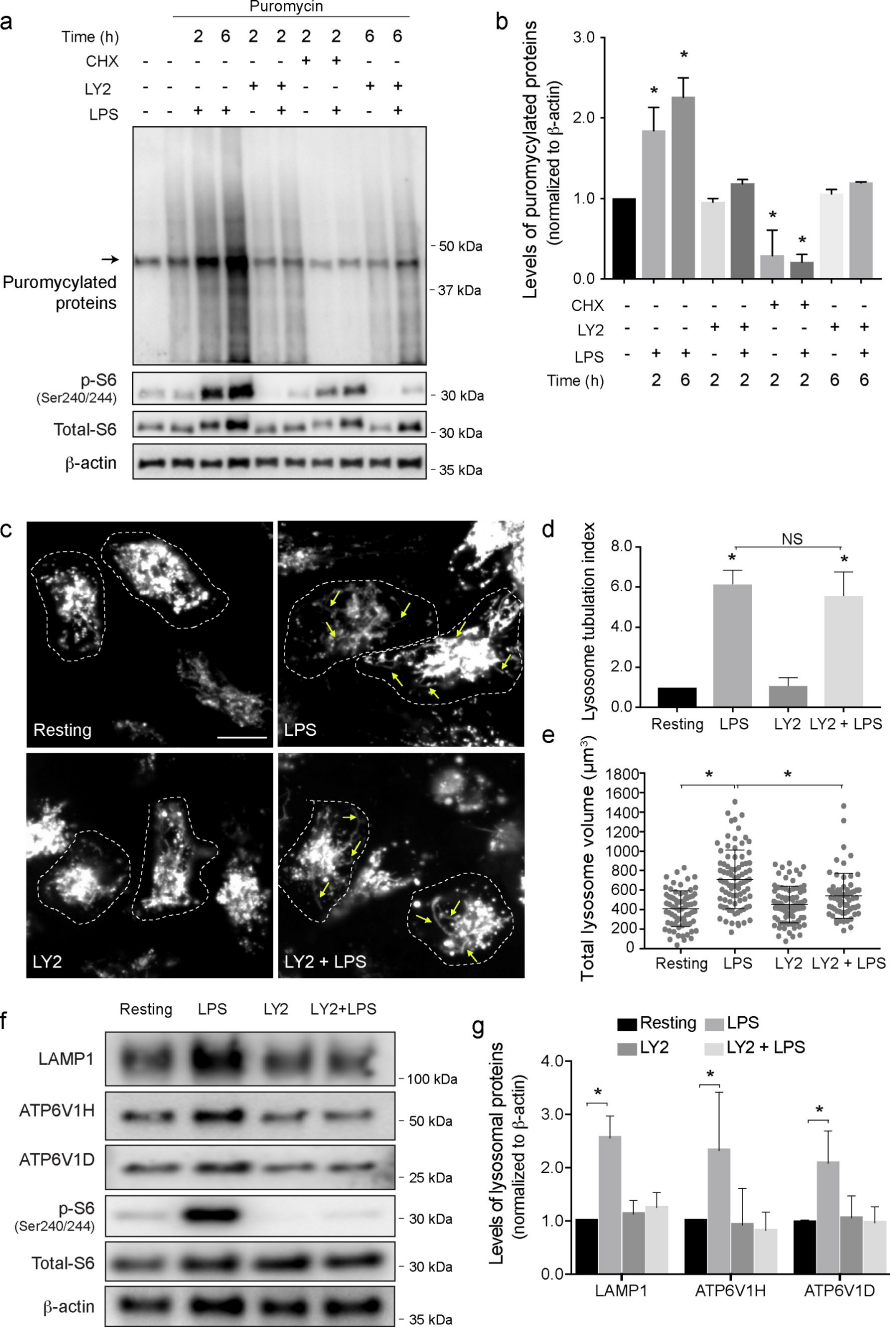
S6K is required for the LPS-mediated lysosome expansion. (a) Western blot analysis of protein puromycylation in resting and activated primary macrophages. LPS increases the amount of puromycylated proteins that is blocked by p70S6K inhibitor (LY2584702) or cycloheximide. Lane 1 is control lysates from cells not exposed to puromycin. The band indicated by the arrow is a nonspecific band recognized by the anti-puromycin antibody. p-S6 and β-actin were used to monitor p70S6K activity and as a loading control, respectively. (b) Normalized puromycylation signal (excluding nonspecific band) normalized over β-actin signal. Data are shown as the mean ± standard deviation from 3 independent experiments. Statistical analysis was done with an ANOVA, in which an asterisk indicates conditions that are statistically distinct from control (*p < 0.05). (c) Lysosomes in primary macrophages were pretreated with LY2584702 (LY2) followed by 2 h of LPS where indicated. Images were acquired by live-cell spinning disc confocal microscopy. Scale bar = 5 μm. (d) Lysosomal tubulation was scored for each condition as shown, in which a tubule was defined as longer than 4 μm in length. Tubulation index was determined by normalizing scores to resting cells. (e) Total lysosome volume in primary macrophages treated as indicated. Panels d and e show the mean ± standard error of the mean from 30 to 40 cells per condition per experiment, across 3 independent experiments. (f) Western blot analysis of whole cell lysates from resting and activated primary macrophages with or without LY2584702. (g) Quantification of Western blots showing the levels of LAMP1 and the V-ATPase V_1_ subunits H and D, normalized to β-actin. p-S6 and total S6 blots are shown to support effectiveness of LY2584702 treatment. Shown is the mean ± standard deviation of the mean from 5 independent blots. For panels b, c, and e, data were statistically analysed with ANOVA and unpaired post hoc test (*p < 0.05). For each figure with Western blots, see S1 Raw Images for original, unedited Western blots. See S5 Data for original data in Fig 5. CHX, cycloheximide; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; S6K, S6 kinase; V-ATPase, vacuolar H^+^ ATPase pump; LY, Lucifer yellow.

We next investigated the role of 4E-BPs in regulating endo-lysosome expansion following LPS. For this, we generated RAW macrophages that stably express 4E-BP1^4Ala^, a phosphorylation-deficient mutant of 4E-BP1 carrying alanine substitutions at 4 phosphorylation sites (Thr37, Thr46, Ser65, and Thr70), rendering it inaccessible to mTORC1 regulation [76]. This form of 4E-BP1 constitutively binds to a cap-binding protein eIF4E, which prevents the assembly of the eIF4F complex, thereby hindering recruitment of the ribosome to the mRNA [76]. First, relative to resting RAW counterparts, we showed that LPS augmented the endo-lysosomal volume and endo-lysosome tubulation in RAW cells expressing an empty pBabe retroviral vector (Fig 6A–6C). In contrast, LPS failed to boost the endo-lysosome volume in RAW cells that stably expressed 4E-BP1^4Ala^, though endo-lysosome tubulation still occurred (Fig 6A–6C). Second, changes in endo-lysosome volume were accompanied by corresponding alterations in endo-lysosomal protein levels (we note that RAW cells are less pronounced than primary cells in terms of tubulation, expansion, and increase in protein levels). Indeed, LPS exposure caused a mild but significant increase in endo-lysosomal protein levels (LAMP1, ATP6V1H, and ATP6V1D) in RAW cells expressing the empty retroviral vector compared with resting counterparts (Fig 6D and 6E). In contrast, LPS failed to boost the levels of these proteins in RAW cells stably expressing 4E-BP1^4Ala^ (Fig 6D and 6E). Collectively, these data suggest that the effects of mTORC1 on endo-lysosome expansion are mediated via modulation of both S6Ks and 4E-BPs.

**Fig 6:**
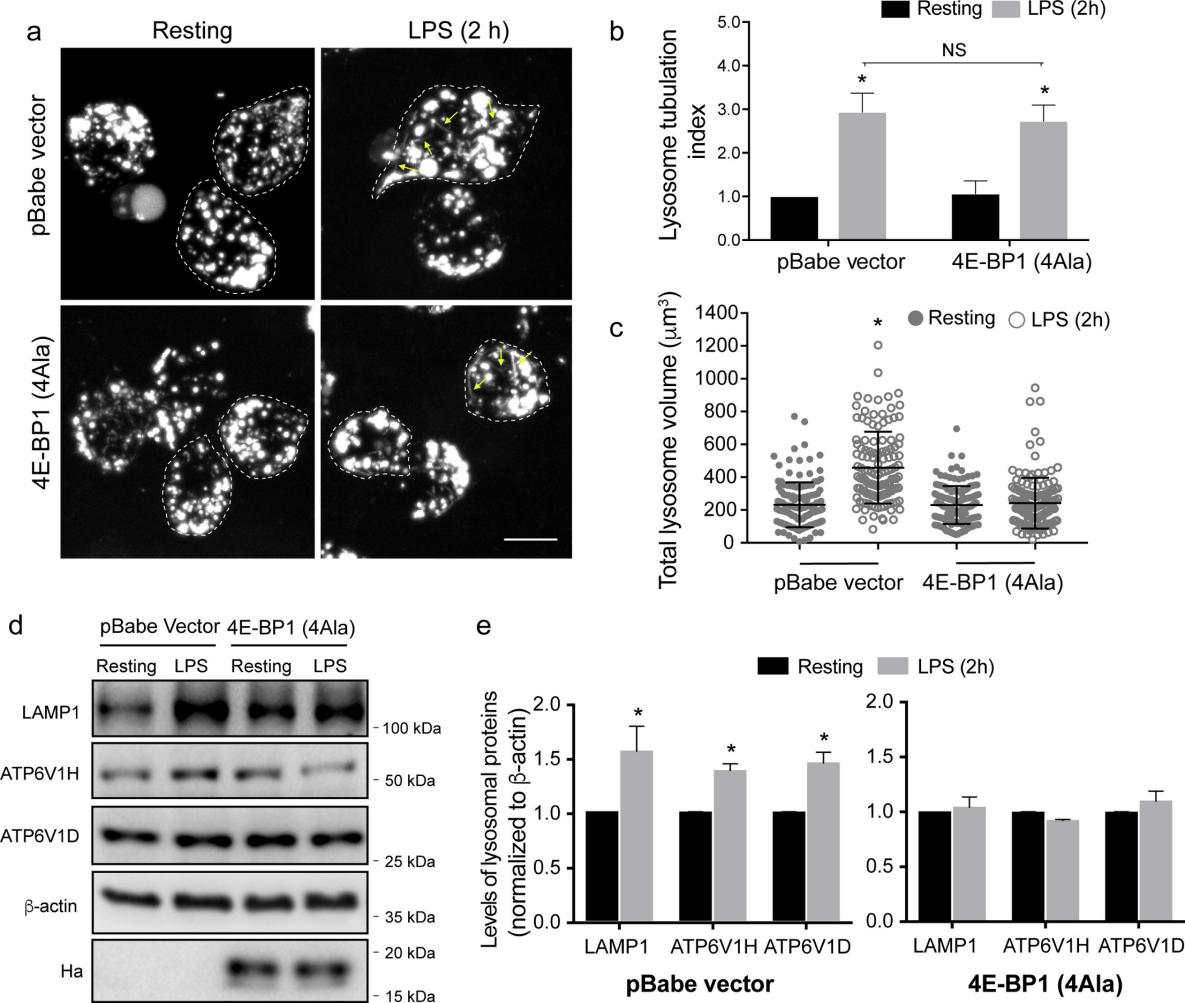
Active 4E-BP1 suppresses LPS-mediated lysosome expansion. (a) Lysosomes in resting or LPS stimulated (2 h) RAW cells stably expressing the 4E-BP1 (4Ala) phosphorylation mutant or the empty pBabe vector. Images were acquired by live-cell spinning disc confocal microscopy. Scale bar = 10 μm. (b) Lysosomal tubulation was scored for each, in which a tubule was defined as longer than 4 μm in length. Tubulation index was determined by normalizing scores to resting. (c) Total lysosome volume in engineered RAW macrophages treated as indicated. Panels b and c show the mean ± standard error of the mean from 30 to 40 cells per condition per experiment across 3 independent experiments. (d) Western blot analysis of whole-cell lysates from stable cell lines. (e) Quantification of Western blots showing the levels of LAMP1 and the V-ATPase V_1_ subunits H and D, normalized to β-actin for both cell lines. Anti-HA blot demonstrates expression of 4E-BP1^4Ala^. Shown is the mean ± standard deviation of the mean from 3 independent blots. For panels b, c, and e, data were statistically analysed with ANOVA and and unpaired post hoc test (*p < 0.05). For each figure with Western blots, see S1 Raw Images for original, unedited Western blots. See S6 Data for original data in Fig 6. HA, hemagglutinin; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; V-ATPase, vacuolar H^+^ ATPase pump; 4E-BP1, 4E binding protein-1.

### Polysome profiling of transcripts encoding endo-lysosomal proteins after LPS exposure

Considering that LPS increased 6 endo-lysosomal protein levels that we tested without increasing the corresponding mRNA abundance in primary macrophages (Figs 2 and 3 and S3), we next postulated that LPS-driven mTOR activity promotes endo-lysosome expansion by enhancing translation of at least a subset of mRNAs encoding endo-lysosomal proteins. To test this hypothesis, we employed polysome profiling wherein mRNAs are separated according to the number of bound ribosomes by sedimentation through a 5% to 50% sucrose gradient [77]. Distribution of mRNAs encoding endo-lysosomal proteins across the gradient was measured by RT-qPCR. Because of technical limitations, these experiments were carried out using RAW macrophages. We tested polysomal distribution of mRNAs encoding LAMP1, V-ATPase subunits H and D, and cathepsin D.

Relative to the control, LPS treatment for 2 or 6 h shifted the distribution of mRNAs encoding LAMP1 and the V-ATPase subunits H and D towards the heavy polysome fractions, which is indicative of increased translational activity of these mRNAs (Figs 7A–7C and S5A–S5C). Importantly, although torin1 exerted minimal effect on the distribution of mRNAs encoding LAMP1 and V-ATPase subunits H and D in control cells (S7 Fig), it attenuated the shift of these transcripts towards heavy polysomes in LPS-treated cells (Figs 7A–7C and S5A–S5C). These findings indicate that LPS induces translation of mRNAs encoding LAMP1 and V-ATPase subunits H and D via mTOR. Notably, translational regulation of LAMP1 and V-ATPase subunits H and D is consistent with the results obtained in primary macrophages wherein LPS induced LAMP1 and V-ATPase subunits protein levels without affecting their mRNA levels or protein stability (Figs 2A and 3C and S3).

**Fig 7:**
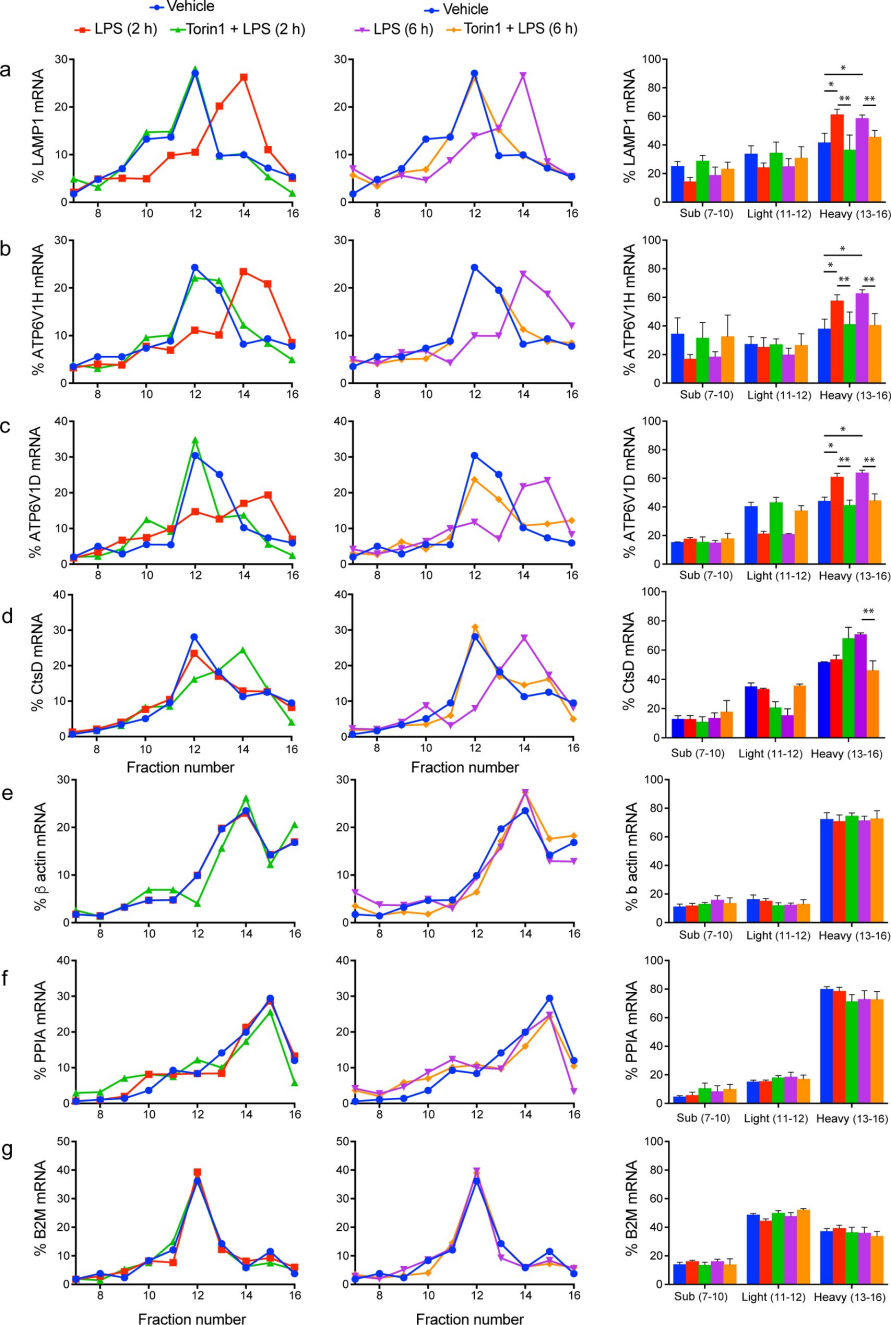
LPS increases translation of mRNAs encoding lysosomal proteins in an mTOR-dependent manner. (a–g) Percent of target mRNA—(a) LAMP1, (b) ATP6V1H, (c) ATP6V1D, (d) CtsD, (e) β-actin, (f) PPIA, and (g) B2M—associated with each ribosome fraction in resting, LPS- or LPS/torin1-treated RAW cells. Left and middle panels show 2 h and 6 h treatments, respectively. Shown is a representative experiment from 4 independent experiments, each of which contained 3 technical replicates. Right panels: Pooled percent of mRNA in subpolysomal (fractions 7–10), light polysosome (fractions 11 and 12), and heavy polysomes (fractions 13–16). Shown is the mean percent ± standard deviation from 4 independent experiments with each point in triplicate for each experiment and mRNA. Heavy fractions were statistically analysed by ANOVA and Tukey’s post hoc test, in which a single asterisk indicates statistical difference from resting conditions, whereas two asterisks indicate differences between LPS and LPS+torin1 conditions within 2 and 6 h exposure. See S7 Data for original data in Fig 6. ATP6V1D, V-ATPase V_1_ subunit D; ATP6V1H, V-ATPase V_1_ subunit H; B2M, β2-microglobulin; CtsD, cathepsin D; LAMP1, lysosome-associated membrane protein-1; LPS, lipopolysaccharides; mRNA,; mTOR, mechanistic target of rapamycin; PPIA, peptidylpropyl isomerase A.

In comparison, mRNAs encoding cathepsin D did not shift to heavier polysome fractions after 2 h LPS treatment (Figs 7D and S5E). Yet, exposure to torin1 alone or co-administration of LPS and torin1 for 2 h caused cathepsin D mRNA to shift to heavy polysomes (S7D Fig); this may be aligned with the need for increased catabolic activity during starvation conditions that repress mTORC1, stimulate autophagy, and activate TFEB [45,46,62,78]. Interestingly, and indicative that endo-lysosomes undergo different phase of remodelling during phagocyte maturation, 6 h LPS caused mRNA encoding cathepsin D to shift to heavy polysomes, whereas this was impaired by co-administration of LPS and torin1 for 6 h (Figs 7D and S5E). These changes in translational activity of mRNAs encoding key endo-lysosomal proteins are in contrast to mRNAs encoding β-actin, peptidylpropyl isomerase A (PPIA) and β2-microglobulin (B2M), whose polysome distribution was not majorly perturbed by LPS and/or torin1 treatments (Figs 7E–7G and S5F–5H and S7E–S7G). This is consistent with previous reports showing that translation of these mRNAs is insensitive to LPS and/or mTORC1 [79,80]. Collectively, these observations suggest that translation of mRNAs encoding specific endo-lysosomal proteins is selectively modulated during macrophage activation by LPS in an mTOR-dependent manner.

### LPS induced changes of the translatome are largely mediated by mTORC1

We next employed polysome profiling in conjunction with RNA sequencing (RNAseq) to identify genome-wide changes in the transcriptome (i.e., steady-state mRNA levels that are influenced by changes in transcription and/or mRNA stability) and translatome (i.e., the pool of polysome-associated mRNAs) [77]. To allow stringent statistical analysis, we sequenced matched total transcriptomes and translatomes from 3 independent experiments from RAW cells untreated, exposed to LPS alone, or in combination with torin1 for 6 h. 

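The libraries came from RAW264.7 cells, a mouse macrophage line, which were given no LPS, 500 ng/mL LPS for 6 h, or 100 nM torin1, an inhibitor of the mTOR kinase, 15 min ahead of the LPS. Each of the 3 treatments was made in 3 independent experiments. Every lysate gave a library of total mRNA and a library of mRNA from the pooled heavy polysomes, so that 18 libraries from 9 lysates were compared. The authors aligned the paired-end reads to GRCm38 with Hisat2, counted them per gene with featureCounts and deposited the counts without normalization. The table held 11243 protein-coding genes by their symbols, each with at least 1 count in every library. Between 27800983 and 47725557 reads per library were counted on these genes. The median of total mRNA was 29458533 in control cells, 34863463 with LPS and 31199809 with LPS and torin1, and the median of polysome-associated mRNA was 38824383, 41717779 and 40788724, in the same order. The 10 most abundant genes of a library took between 5.42% and 7.96% of its counts. Replicate libraries differed by more than counting error, with a chi-squared per degree of freedom of at least 26.3 between any 2 of the same condition, pooled over all genes. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with all treatments of an RNA type in one model. The p-values were adjusted by the Benjamini-Hochberg method over all genes, and changes were counted at the false discovery rate (FDR) of 0.25 that the paper uses. The deviations from the treatment means were compared between libraries with the same experiment number. Their mean correlation across genes was 0.337 in total mRNA and 0.290 in polysome-associated mRNA. The 9 pairs ranged from 0.149 to 0.426 and from −0.092 to 0.740, in the same order. For libraries with different numbers the means were −0.167 and −0.143. These negative values follow from the positive ones, since deviations from a mean cancel out. The positive means point to a pairing of the lysates by experiment, though not in every polysome pair. Results with the experiment number as a replicate block are given beside the results without it.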

Parallel sequencing of polysome-associated and corresponding total mRNA followed by anota2seq analysis enables identification of bona fide changes in translational efficiencies (i.e., changes in polysome-associated mRNA independent of changes in total mRNA), changes in mRNA abundance (i.e., congruent changes in total mRNA and polysome-associated mRNA), and translational buffering (i.e., changes in total mRNA that are not accompanied by alterations in polysome-associated mRNA) [81].

We first contrasted effects of LPS and combination of LPS and torin1. Consistent with the increase in mTOR activity, 6 h LPS stimulation leads to ample changes at the total and polysome-associated mRNA levels compared with resting cells (Fig 8A). 

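In total mRNA, 7471 of 11243 genes passed the FDR threshold between LPS and control, of which 3616 were higher and 3855 were lower with LPS. In polysome-associated mRNA, 6191 genes passed, 2965 higher and 3226 lower. With the replicate block these numbers were 8223 and 7062. Between LPS with torin1 and LPS alone, 6038 genes passed in total mRNA, 3072 higher and 2966 lower, and 4322 genes passed in polysome-associated mRNA, 2278 higher and 2044 lower. The block raised these to 7196 and 5587. At an FDR of 0.05 the numbers were 5132 with LPS and 3279 with torin1 in total mRNA, and 3654 with LPS and 1557 with torin1 in polysome-associated mRNA. With one experiment left out, between 3901 and 7251 genes differed in polysome-associated mRNA between LPS and control. Between LPS with torin1 and LPS the number lay between 1187 and 5182. Among the genes that changed the same way in all 3 experiments, the largest rises with LPS in polysome-associated mRNA were those of Il1b, Serpinb2 and Csf3. Il1b, on chromosome 2 of GRCm38 from 129364570 to 129371139, rose from 3.17 ± 1.46 to 2684 ± 1534 CPM (counts scaled to the library total; mean ± SD, n = 3), a log2 fold change of 9.73 (standard error 0.59, adjusted p = 2.98e-06 from edgeR's quasi-likelihood test). Serpinb2 rose by a log2 fold change of 9.49 (standard error 0.77, adjusted p = 1.48e-05 from the same edgeR test) and Csf3 by 9.45 (standard error 0.65, adjusted p = 5.92e-06, edgeR). The largest falls were those of Dgkg, with a log2 fold change of −4.06 (standard error 0.31, adjusted p = 1.08e-05, edgeR), Bsn, with −3.71 (standard error 0.57, adjusted p = 0.000744, edgeR), and Cytip, with −3.65 (standard error 0.49, adjusted p = 0.000286, edgeR). Bsn had between 1 and 26 counts in the libraries with LPS, so its change has the largest spread of the 3. With the block, the adjusted p-values of the 6 genes were between 1.67e-06 and 0.000497 in the edgeR test. Other annotated genes overlap all of these but Csf3, and reads in the overlaps are uncertain, since the paper states default settings of the pipeline for the counting and does not spell out how strands were treated.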

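The log2 fold changes of total and polysome-associated mRNA between LPS and control had a Pearson correlation of 0.967 across the 11243 genes, which are not independent replicates. All 5801 genes that passed the FDR threshold in both RNA types changed in the same direction. Translation was then tested by 2 methods. In the interaction test, edgeR's quasi-likelihood test asked in one model over all 18 libraries whether the change in polysome-associated mRNA differed from that in total mRNA. No gene passed the FDR threshold with a fold of at least 1.2, and 44 genes had an unadjusted p under 0.05. With each lysate as a replicate block, 0 genes passed and 164 had an unadjusted p under 0.05. Without any change, a share of about 0.05 of the 11243 genes would have such a p, and both numbers lie far below it. The interaction test was therefore conservative here, and its 0 genes cannot show that translation did not change. The smallest adjusted p was 1.00 without the block and 0.591 with it. In the analysis of partial variance, on which anota2seq is built, polysome-associated mRNA was regressed on total mRNA of the same lysate for each gene, and the treatment effect was tested on what total mRNA left over. With the thresholds of the paper, 10 genes were in translation mode, 2 higher and 8 lower with LPS. The block gave 14 genes, 5 higher and 9 lower, and 6 genes were found by both fits. Abundance mode held 5704 genes, 2699 higher and 3005 lower, or 6494 with the block. Buffering held 221 genes, or 194 with the block. Leaving out one experiment moved the number in translation mode to between 0 and 263 genes, and no gene was left when genes with fewer than 10 counts in a library were removed. Of the 10 genes, 9 had fewer than 10 counts in at least 1 library. Ifi205, with a translational effect of 3.97 on the log2 scale (adjusted p = 0.0968 from the analysis of partial variance with limma's variance shrinkage, 0.737 with the block), and Pla2g4c, with 1.22 (limma, adjusted p = 0.247, 0.241 with the block), were the 2 that rose. The largest falls were those of Efna1, with −3.21 (limma, adjusted p = 0.00822, 0.218 with the block), Rrad, with −3.36 (limma, adjusted p = 0.0968, 0.406 with the block), and Hist1h2ad, with −2.80 (limma, adjusted p = 0.0577, 0.218 with the block). In polysome-associated mRNA, the log2 fold changes of these genes were 6.67, 1.40, −3.52, −2.87 and −2.70, in the same order. Their lowest counts in a library were 3 for Ifi205, 11 for Pla2g4c, 1 for Efna1, 6 for Rrad and 4 for Hist1h2ad. Hist1h2ad belongs to a family of near-identical histone genes, so its counts are uncertain, and other annotated genes overlap Hist1h2ad, Rrad and Pla2g4c.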

LPS-induced changes in polysome-associated mRNA levels appeared to be mostly influenced by alterations in mRNA abundance; however, a subset of mRNAs exhibited perturbed translation efficiencies (Fig 8B and S1 Table). We then sought to characterize to what extent these changes in translation efficiencies are mediated by mTOR. Therefore, we visualized those subsets of mRNAs that were translationally modulated after LPS stimulation and monitored their behaviour after mTOR inhibition (as in Fig 8B but highlighted in Fig 8C and 8D). In RAW cells, torin1 lead to a near-complete reversal of the LPS-induced translatome (compare Fig 8C and 8D). This indicates that the effects of LPS on translational efficiency are largely mediated by mTOR. Moreover, transcripts whose polysome-association was stimulated by LPS comprised a number of TOP mRNAs which are well-established translational targets of mTOR. Thus genome-wide experiments revealed that in addition to transcriptional remodelling, 6 h LPS treatment entices mTOR-dependent perturbations in the translatome.

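The genes in translation mode were followed from one comparison to the other by the median of their log2 fold changes in each experiment. The 2 genes that rose had a median change in polysome-associated mRNA of 3.95 ± 0.41 (SD, n = 3 experiments) between LPS and control and of −1.85 ± 0.40 (SD, n = 3) between LPS with torin1 and LPS. In total mRNA the latter was −1.70 ± 0.67 (SD, n = 3). The 8 genes that fell had medians of −2.26 ± 0.32 (SD, n = 3) with LPS and 0.88 ± 0.17 (SD, n = 3) with torin1 in polysome-associated mRNA, and −0.01 ± 0.61 (SD, n = 3) with torin1 in total mRNA. In polysome-associated mRNA the torin1 medians had the sign opposite to the LPS change in all 3 experiments, but in total mRNA those of the 8 genes that fell did not, with 0.53, 0.11 and −0.67. An exact test on 3 paired differences cannot give a two-sided p below 0.25. As a share of the LPS change in polysome-associated mRNA, the opposite torin1 change was 46.8% in the genes that rose and 39.1% in the genes that fell. No libraries with torin1 alone were used, so a reversal of the LPS change cannot be told from an effect of torin1 itself. In translation efficiency, polysome-associated minus total mRNA, the torin1 median of the genes that rose was −0.15 ± 0.33 (SD, n = 3). Its sign differed between experiments, with 0.22, −0.26 and −0.41, and it was 13.15% of the LPS change. For the genes that fell it was 0.71 ± 0.14 (SD, n = 3), or 59.1%. Between LPS with torin1 and control, the medians in polysome-associated mRNA were 2.10 ± 0.55 and −1.24 ± 0.31 (SD, n = 3). With the replicate block, the torin1 median was −0.74 ± 0.59 (SD, n = 3) in the 5 genes that rose and 0.47 ± 0.26 (SD, n = 3) in the 9 genes that fell. The LPS libraries enter both comparisons, which moves their changes in opposite directions by noise alone. When the genes were chosen with the LPS libraries of the other experiments and torin1 was compared with the LPS library left out of the choice, the torin1 median was −0.94 ± 0.64 (SD, n = 2) for genes that rose, with no such gene in the third experiment, and 0.46 ± 0.11 (SD, n = 3) for genes that fell.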

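TOP mRNAs carry a terminal oligopyrimidine tract at the 5′ end, and most ribosomal protein genes belong to them. The paper's text does not list the ones it refers to, so a list of 98 known TOP genes was used, of which 96 were among the genes counted, 79 of ribosomal proteins and 17 others. In polysome-associated mRNA, 56 of the 96 passed the FDR threshold with higher levels after LPS and 0 with lower levels, and the replicate block gave 67 with higher levels. In total mRNA, 72 were higher and 1 was lower. The median log2 fold change with LPS was 0.35 ± 0.19 (SD, n = 3) in polysome-associated mRNA and 0.27 ± 0.11 (SD, n = 3) in total mRNA. The change in translation efficiency, as the median over the genes of the difference between the 2 changes, was 0.24, −0.08 and 0.13 in the 3 experiments, with a mean of 0.10 that is smaller than the SD of 0.16. Without the first experiment the mean was 0.0040, and the sign of the difference was not the same in all experiments. The gene set test camera found a shift at an unadjusted p under 0.05 with all 3 experiments, with and without the block, but not without the first. A shift in translation efficiency with LPS that holds in every experiment was therefore not established. None of the 96 was in translation mode. With torin1, 71 of the 96 passed with lower and 3 with higher polysome-associated mRNA than with LPS alone. The median change was −0.62 ± 0.13 (SD, n = 3) in polysome-associated mRNA, −0.06 ± 0.07 (SD, n = 3) in total mRNA and −0.52 ± 0.14 (SD, n = 3) in translation efficiency. The annotation holds a pseudogene named after 62 of the 96 genes, whose reads could have been split between the copies.

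**Figure D1:**
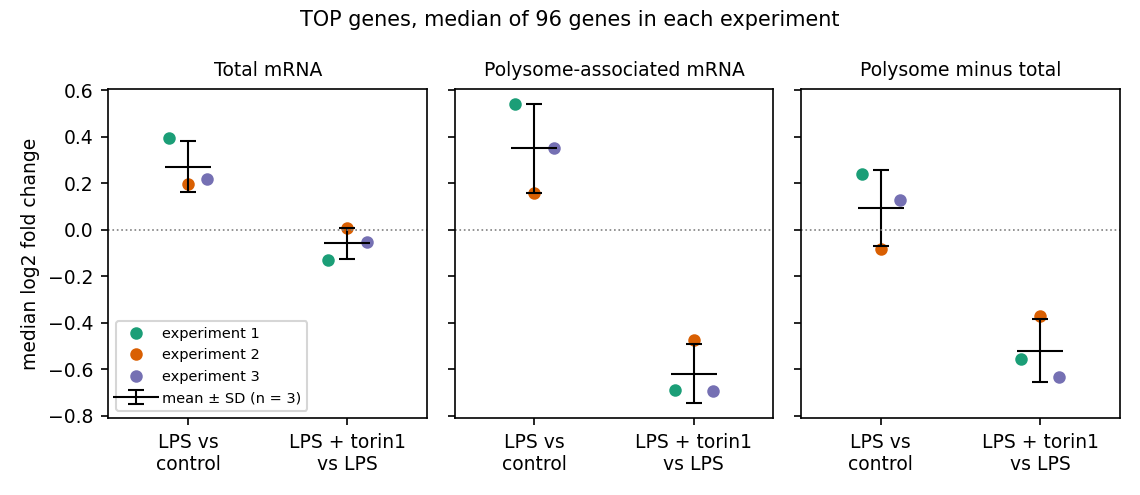
Median log2 fold change (y axis) of the 96 TOP genes in total mRNA, polysome-associated mRNA and polysome minus total mRNA, for LPS vs control and LPS + torin1 vs LPS (x axis); each coloured point is an experiment and the black marks are the mean ± SD (n = 3). Polysome minus total lies between −0.37 and −0.63 with torin1, and between −0.08 and 0.24 with LPS.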

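Of the 6191 genes that differed with LPS in polysome-associated mRNA, 1963 also passed the FDR threshold in the opposite direction between LPS with torin1 and LPS, and 829 in the same direction. Of the 7471 genes that differed in total mRNA, 3023 passed in the opposite direction and 1302 in the same direction. The LPS libraries shared by both comparisons favour opposite directions by noise alone, so these counts do not measure a reversal. The torin1 log2 fold changes of the 2 RNA types had a Pearson correlation of 0.901 across genes. In the interaction test for translation efficiency between LPS with torin1 and LPS, 0 genes passed and 110 had an unadjusted p under 0.05. With the replicate block 25 genes passed, all lower with torin1, and 303 had an unadjusted p under 0.05. Of the 25 genes, 21 were TOP genes. DESeq2's Wald test gave 7 genes, all lower. From the opposite changes under torin1 of the mRNAs that LPS had moved in translation, and from the TOP mRNAs among the stimulated transcripts, the paper concludes that LPS at 6 h changes the translatome through mTOR on top of its effect on transcription.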

**Fig 8:**
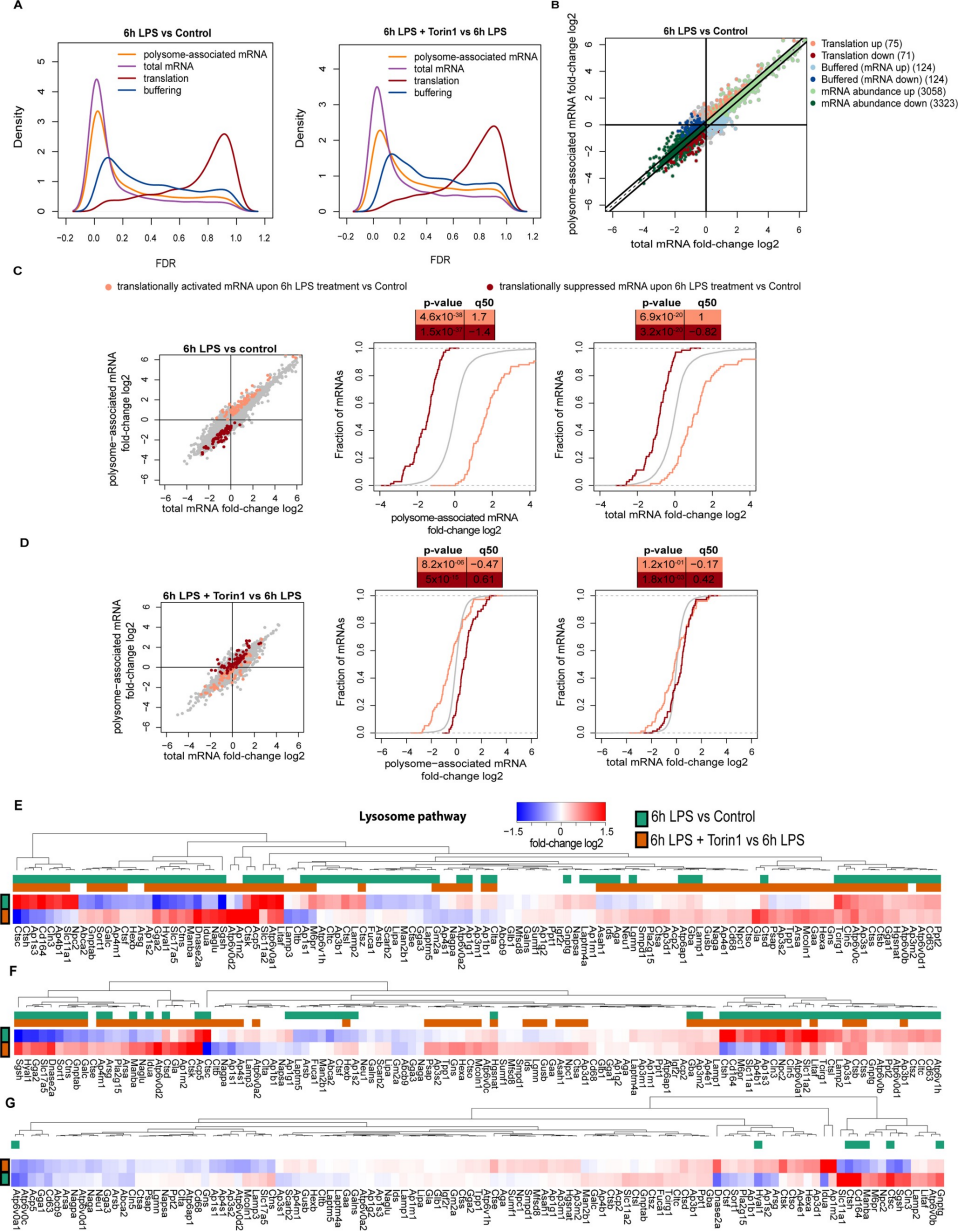
Transcriptome analysis of heavy polysomes during LPS-mediated activation of RAW cells. (A) Distributions (kernel density estimates) of FDRs from comparisons of gene expression between 6 h treatments with LPS to control (left) and LPS in presence or absence of torin1. Differences in polysome-associated mRNA (orange), total mRNA (purple), translation (red), and buffering (blue) were assessed using polysome profiling. (B) Scatter plot of polysome-associated mRNA versus total mRNA log_2_ fold changes (6 h LPS to control). The number of transcripts exhibiting changes in translation (red), buffering (blue), and mRNA abundance (green) stratified into increased (light shade) or decreased (dark shade) expression are indicated. (C) Scatter plot of polysome-associated mRNA versus total mRNA log_2_ fold changes (left) together with cumulative distribution plots for polysome-associated mRNA (middle) and total mRNA (right) log_2_ fold changes from the comparison between 6 h LPS treatment to control. Translationally activated (light red) and translationally suppressed (dark red) mRNAs are indicated together with background transcripts (i.e., not in either of sets; grey). (D) Same plots and subsets of transcripts as in panel c but using gene expression data originating from the comparison between 6 h LPS treatment in presence or absence of torin1. (E–G) Heat map of log_2_ fold changes for total mRNA (E), polysome-associated mRNA (F), and changes in translation efficiencies (G) following 6 h treatments with LPS relative to resting (green) and LPS in presence relative to absence of torin1 (orange) for genes annotated to the lysosme pathway. The sidebars indicate genes with significantly changed expression in their associated analysis separately for the 2 comparisons (i.e., green or orange). See S1 Table and deposited data in Gene GEO with accession number GSE136470 for original data in Fig 8. FDR, false discovery rate; GEO, Gene Expression Omnibus; LPS, lipopolysaccharides.

We then focused on mRNAs encoding lysosome-associated proteins and interrogated how their expression changed upon 6 h LPS treatment relative to resting conditions (Fig 8E–8G and S1 Table). This revealed subsets of mRNAs encoding lysosome proteins showing distinct patterns of regulation. 

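All genes of the lysosome pathway list of S1 Table were counted. In total mRNA, 75 of them passed the FDR threshold between LPS and control, 44 higher and 31 lower, and 81 with the replicate block. Between LPS with torin1 and LPS, 79 passed, 62 higher and 17 lower with torin1. Of the 75 genes, 31 passed in the direction opposite to that of LPS. The LPS libraries shared by both comparisons favour such opposite changes by noise alone. Npc2, on chromosome 12 of GRCm38 from 84754562 to 84773152, had 207 ± 37.5 CPM in total mRNA of control cells, 533 ± 67.7 with LPS and 481 ± 71.9 with LPS and torin1 (SD, n = 3 each), a log2 fold change with LPS of 1.37 (standard error 0.16, adjusted p = 8.33e-05 from edgeR's quasi-likelihood test). Slc11a1 had a log2 fold change of 1.36 (standard error 0.12, adjusted p = 1.22e-05, edgeR). Cln3, which Apobr overlaps on the other strand, rose by 1.24 (standard error 0.13, adjusted p = 3.20e-05, edgeR). Sgsh fell from 20.9 ± 3.53 to 4.69 ± 1.55 CPM (SD, n = 3), a log2 fold change of −2.15 (standard error 0.26, adjusted p = 8.99e-05, edgeR), and Card14 overlaps it on the other strand. Hyal1, which overlaps Hyal3 and Naa80 on the same strand, fell by 1.14 on the log2 scale (standard error 0.30, adjusted p = 0.0102, edgeR). With the block the adjusted p of these genes lay between 7.24e-06 and 0.00882 in the edgeR test. Torin1 moved Cln3 by a log2 fold change of −0.52 (adjusted p = 0.0117, edgeR, 0.00557 with the block), Sgsh by 1.31 (adjusted p = 0.00456, edgeR, 0.000465 with the block), Hyal1 by 0.62 (adjusted p = 0.150, edgeR, 0.0993 with the block) and Slc11a1 by −0.21 (adjusted p = 0.195, edgeR, 0.0947 with the block) from LPS alone. Slc11a1 did not fall in every experiment, with changes of 0.01, −0.49 and −0.20. The change of Npc2 was −0.15 (adjusted p = 0.520, edgeR, and 0.233 with the block).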

For example, transcripts encoding the cholesterol transporter Niemann-Pick disease type C2 protein (NPC2), the divalent metal transporter solute carrier 11a1 (SLC11A1), and the transmembrane protein neuronal ceroid-lipofuscinosis 3 (Cln3) increased, whereas those encoding sulfamidase (Sgsh) and Hyaluronidase-1 (Hyal1) decreased in a manner sensitive to torin1; the increase in many lysosomal mRNAs in the presence of torin1 may be explained by TFEB activation during mTOR inhibition (Fig 8E). Moreover, we identified 59 mRNAs that significantly changed in their association with heavy polysomes. 

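From the lysosome pathway list, 56 genes passed the FDR threshold in polysome-associated mRNA between LPS and control when p-values were adjusted over all genes, 33 higher and 23 lower with LPS. Adjusted over the list alone, 53 passed. With the replicate block 71 passed, 43 higher and 28 lower. Across the fits that each left out an experiment the number lay between 40 and 71, and at an FDR of 0.05 it was 39.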

For instance, transcripts encoding proteins like lysosome-biogenesis receptor mannose 6 phosphate receptor (M6PR), SLC11A1, a second metal transporter SLC11A2, LAMP2, Cln3, CD63, NPC2, and several V-ATPase subunits were increased in their abundance in heavy polysome fractions in response to LPS (Fig 8F and S1 Table). 

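In polysome-associated mRNA, Slc11a2 rose from 103 ± 8.56 CPM in control cells to 349 ± 68.9 CPM with LPS (SD, n = 3), a log2 fold change of 1.76 (standard error 0.17, adjusted p = 4.09e-05 from edgeR's quasi-likelihood test). The gene Gm5475 overlaps it on the other strand. The log2 fold change was 1.46 for Npc2 (standard error 0.24, adjusted p = 0.00111, edgeR), 1.26 for Cln3 (standard error 0.16, adjusted p = 0.000228, edgeR) and 1.10 for Slc11a1 (standard error 0.20, adjusted p = 0.00195, edgeR). M6pr had 707 ± 56.3 CPM in control cells and 1232 ± 44.2 CPM with LPS (SD, n = 3), a log2 fold change of 0.80 (standard error 0.15, adjusted p = 0.00263, edgeR). Lamp2 rose by 0.79 (standard error 0.16, adjusted p = 0.00354, edgeR) and Cd63 by 0.56 (standard error 0.16, adjusted p = 0.0250, edgeR). M6pr and Cd63 each have 1 annotated pseudogene that could share their reads. All of these 7 genes rose in each of the 3 experiments, and with the replicate block their adjusted p-values were between 2.48e-05 and 0.0117 in the edgeR test. Of the 18 genes counted that encode V-ATPase subunits, 9 passed the FDR threshold with higher and 1 with lower polysome-associated mRNA, or 10 and 1 with the block. Their log2 fold changes ranged from −0.73 for Atp6v0e2 (standard error 0.13, adjusted p = 0.00161, edgeR, 0.00156 with the block) to 1.21 for Atp6v0a1 (standard error 0.17, adjusted p = 0.000448, edgeR, 0.000468 with the block).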

The opposite was observed for the lysosomal enzymes like Sgsh, Hyal1, and the galactosylceramidase (Galc; Fig 8F and S1 Table). 

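Sgsh had 29.9 ± 7.52 CPM in polysome-associated mRNA of control cells and 5.88 ± 2.02 CPM with LPS (SD, n = 3), a log2 fold change of −2.34 (standard error 0.29, adjusted p = 0.000167 from edgeR's quasi-likelihood test, 0.000281 with the replicate block). Hyal1, with its overlapping neighbours Hyal3 and Naa80, had −1.28 (standard error 0.30, adjusted p = 0.00768, edgeR, 0.00198 with the block). Galc, which an antisense gene overlaps, had −0.69 (standard error 0.24, adjusted p = 0.0450, edgeR, 0.0173 with the block). Sgsh fell by 3.27, Hyal1 by 1.11 and Galc by 0.83 on the log2 scale in the first experiment, and all 3 genes fell in every experiment. When an experiment was left out, Galc had an adjusted p of up to 0.285 in the edgeR test.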

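Between LPS with torin1 and LPS, 62 of the lysosome pathway genes passed the FDR threshold in polysome-associated mRNA, 50 higher and 12 lower with torin1. Of the 56 genes that differed with LPS, 31 had a torin1 change of the opposite sign. This opposite change passed the FDR threshold in 24 genes, of which 8 had risen and 16 had fallen with LPS, and in 29 genes with the replicate block. In 10 of the 56 genes torin1 brought a further change in the direction of LPS that passed the threshold. The LPS libraries enter both comparisons, which favours opposite signs by noise alone. Torin1 also raised 50 of the 62 genes it changed, so the 16 genes cannot be told apart from this wider rise. Genes with an opposite change that passed are called shifted back, a name for the sign and no proof of a reversal. With an experiment left out their number lay between 9 and 27, and it was 9 at an FDR of 0.05. Among the genes named above, the torin1 log2 fold change was −0.61 for Cln3 (adjusted p = 0.0310 from edgeR's quasi-likelihood test, 0.00878 with the block), −0.41 for Slc11a1 (adjusted p = 0.196, edgeR, 0.127 with the block) and −0.37 for M6pr (adjusted p = 0.133, edgeR, 0.0536 with the block). It was 1.17 for Sgsh (adjusted p = 0.0211, edgeR, 0.0164 with the block), 0.77 for Hyal1 (adjusted p = 0.111, edgeR, 0.0330 with the block) and 0.71 for Galc (adjusted p = 0.0700, edgeR, 0.0328 with the block). For 4 genes the torin1 change did not pass: Npc2 had −0.24 (adjusted p = 0.542, edgeR), Slc11a2 0.23 (adjusted p = 0.381, edgeR), Lamp2 0.20 (adjusted p = 0.429, edgeR) and Cd63 0.24 (adjusted p = 0.369, edgeR). The block brought the adjusted p to 0.175 for Npc2 and 0.180 for Slc11a2, below the threshold, and to 0.367 for Lamp2 and 0.257 for Cd63 in the edgeR test.

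**Figure D2:**
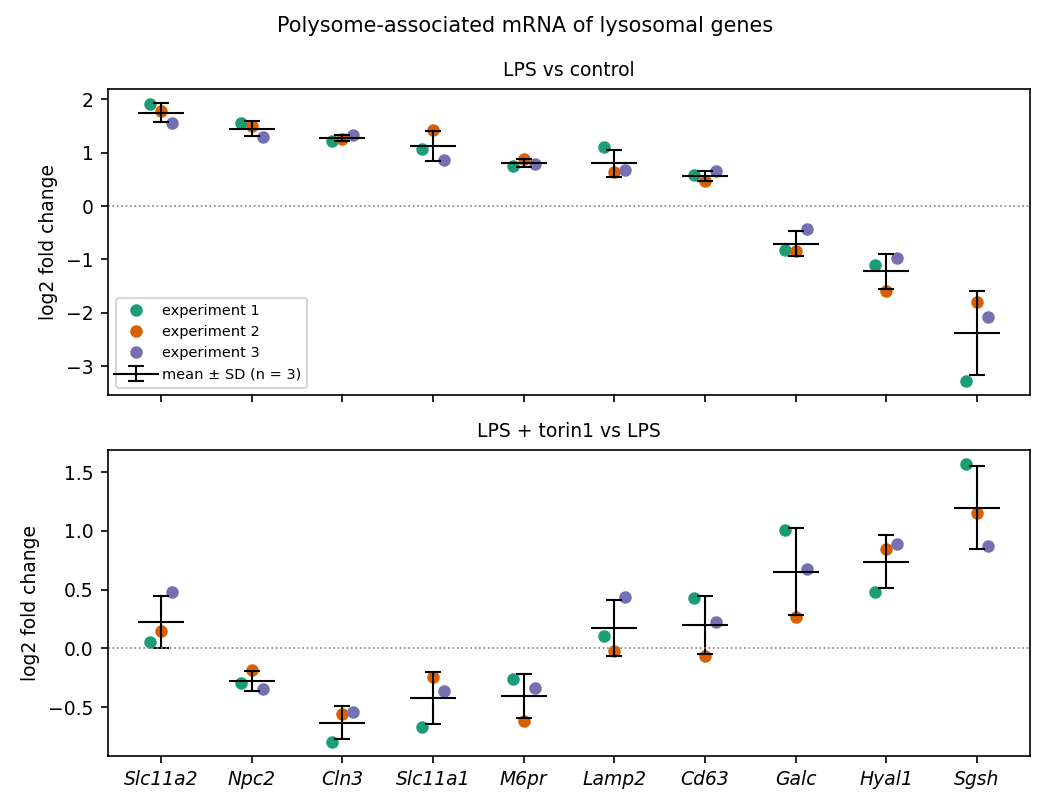
Log2 fold change of polysome-associated mRNA (y axis) of 10 lysosomal genes (x axis), with LPS vs control above and LPS + torin1 vs LPS below; each coloured point is an experiment and the black marks are the mean ± SD (n = 3). With torin1, the 3 genes that LPS lowered rose in every experiment, and Lamp2 and Cd63 did not move one way in all of them.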

Interestingly, a significant number of LPS-induced changes was abated or even reversed by the addition of torin1, thereby suggesting a role for mTOR in modulating association of these mRNAs with heavy polysomes (Fig 8F and S1 Table). Nevertheless, when mRNA levels in heavy polysomes were adjusted for changes in total mRNA levels to capture alterations in translation efficiency, only a few mRNAs were identified as significant but included M6PR, LAMP2, Cln3 (Fig 8G and S1 Table). 

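In the interaction test, 0 of the lysosome pathway genes passed the FDR threshold for translation efficiency between LPS and control, and 0 had an unadjusted p under 0.05, with or without the replicate block. The smallest unadjusted p was 0.247 in edgeR's quasi-likelihood test, and adjustment over the list alone gave none either. Without any change, a share of about 0.05 of the genes would have an unadjusted p under 0.05, so this test was conservative. Its 0 genes therefore cannot show that translation efficiency did not change. The analysis of partial variance gave 0 genes, with a smallest adjusted p of 0.616 (limma), or 0.734 with the block. The log2 change in translation efficiency was 0.06 for M6pr (standard error 0.18), 0.17 for Lamp2 (standard error 0.20) and 0.02 for Cln3 (standard error 0.20), each with an adjusted p of 1.00 (edgeR). None of these changes had the same sign in all 3 experiments. With an experiment left out, the change of Cln3 lay between −0.09 and 0.16 and that of M6pr between −0.0043 and 0.13, so that both changed sign. The effect on translation in the analysis of partial variance was 0.32 for M6pr (adjusted p = 0.936, limma, 0.983 with the block), 0.83 for Lamp2 (adjusted p = 0.782, limma, 0.983 with the block) and 0.56 for Cln3 (adjusted p = 0.909, limma, 0.981 with the block).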

Overall, these data suggest that endo-lysosomes in addition to undergoing LPS-induced expansion over phagocyte maturation (as supported by Figs 1 and 2) may be functionally remodelled.

To validate these findings, we performed qRT-PCR analysis of distribution of 6 top LPS-stimulated (NPC2, Cln3, SLC11A1, SLC11A2, M6PR, CtsC) and 2 top LPS-suppressed mRNAs (Sgsh, Hyul1) across unpooled gradient fractions. Consistent with the RNAseq analysis, we observed that LPS induces a shift of mRNAs encoding NPC2, Cln3, SLC11A1, SLC11A2, M6PR, and cathepsin C (CtsC) towards heavy polysome, whereas Sgsh and Hyal1 were depleted from heavy polysomes (S8 Fig). Both effects appeared to be sensitive to torin1 (S8 Fig). Overall, using this strategy, we observed that LPS can selectively enrich or deplete specific mRNAs encoding endo-lysosomal transcripts, which provides evidence that LPS may functionally remodel the endo-lysosomal system during phagocyte maturation in addition to its expansion (as supported by Figs 1 and 2).

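In polysome-associated mRNA, Lamp1 had 881 ± 62.5 CPM in control cells and 1012 ± 86.9 CPM with LPS (SD, n = 3), a log2 fold change of 0.20 (standard error 0.15, adjusted p = 0.329 from edgeR's quasi-likelihood test, 0.211 with the replicate block). Atp6v1h, which encodes V-ATPase subunit H, had a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.0224, edgeR, 0.0113 with the block). Atp6v1d, which encodes subunit D, had 0.60 (standard error 0.19, adjusted p = 0.0302, edgeR, 0.0365 with the block). Ctsd, which encodes cathepsin D, had 0.43 (standard error 0.15, adjusted p = 0.0431, edgeR, 0.0322 with the block). Each of the 4 genes rose in all 3 experiments. With an experiment left out, the adjusted p reached 0.309 for Atp6v1d and 0.260 for Ctsd in the edgeR test. In total mRNA the log2 fold changes with LPS were 0.18 for Lamp1, 0.59 for Atp6v1h, 0.54 for Atp6v1d and 0.34 for Ctsd. These are close to the changes in polysome-associated mRNA, so the rises do not show a change in translation. Other genes overlap Lamp1, Atp6v1h and Ctsd. Torin1 on top of LPS moved polysome-associated mRNA of Ctsd by 0.98 (adjusted p = 0.00267, edgeR), of Atp6v1d by 0.63 (adjusted p = 0.0470, edgeR), of Lamp1 by 0.36 (adjusted p = 0.128, edgeR) and of Atp6v1h by 0.22 (adjusted p = 0.441, edgeR), and with the block these adjusted p-values were 0.00226, 0.0478, 0.0584 and 0.332.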

Surprisingly, the initial candidate mRNAs encoding endo-lysosomal factors that we tested (e.g., LAMP1, V-ATPase subunits H and D, and cathepsin D) were for the most part not captured by RNAseq of pooled fractions—this is despite validating a large proportion of mRNAs identified as differentially translated by RNAseq in pooled heavy polysome using qRT-PCRs across the whole gradient (e.g., NPC2, SLC11A2). This may be explained by technical issues related to polysome profiling/RNAseq. Namely, ribosome-association of mRNAs shows normal distribution with a large coefficient of variance, thereby implying that, for example, even if the large proportion of mRNA is associated with >3 ribosomes, a fraction of it should be associated with <3 ribosomes [82]. Moreover, based on the empirically assessed behaviour of the vast majority of cellular mRNAs, a threshold of ≥3 polysomes is set to distinguish between efficiently and not efficiently translated mRNAs [82]. Nevertheless, in cases when mRNAs shift within heavy or light polysome fractions but do not exhibit significant migration over threshold of ≥3 ribosomes, the power to detect changes in translational efficiency may be reduced. This could thus mask detecting effects on alterations of mRNA translational efficiency upon LPS stimulation of some mRNAs including those encoding LAMP1 and specific V-ATPase subunits. This is supported by targeted qRT-PCR against LAMP and V-ATPases on unpooled fractions from the same samples we used for global analysis. We again observed a shift in the abundance of mRNAs encoding these proteins to heavier polysomes upon LPS (even at 6 h) that was reduced by torin1 treatment (S9 Fig) However, the size of the response was less pronounced and was likely averaged out during pooling. As before, mRNAs encoding PPIA, actin, and B2M largely did not respond to LPS or torin1 (S9 Fig). Of note, we opted for polysome instead of ribosome profiling, because, although ribosome profiling has far superior resolution inasmuch as it can determine ribosome positioning at a single nucleotide level, polysome profiling appears to perform better in determining translational efficiencies [83]. Additionally, in the case of qRT-PCR in which the treatments were for 2 and 6 h, for the RNAseq analyses, only 6 h time point was used.

### Antigen presentation is promoted by LPS through mTOR and S6K activity

Our results suggest that LPS can expand the endo-lysosomal system within 2 h of activation in primary phagocytes via an mTOR-dependent alterations in translation of key endo-lysosomal transcripts. We next sought to investigate the functional implication of this LPS-mediated escalation in translation and endo-lysosomal volume. Given that antigen processing and loading occurs within the endo-lysosomal system of dendritic cells (DCs), we postulated that LPS-mediated expansion of endo-lysosome volume and holding capacity may enhance antigen presentation in BMDCs. To test this, we used BMDCs from C57Bl/6 and C3H/He mice that, respectively, carry MHC-II haplotypes I-A^b^ and I-A^k^. I-A^b^ and I-A^k^ expressing BMDCs were then, respectively, fed antigens, the peptide Eα^52–68^ and full-length Hen Egg Lysozyme (HEL), for 4 and 6 h in the presence or absence of LPS. Fixed but unpermeabilized BMDCs were then stained with Aw3.18 monoclonal antibodies to detect surface delivery of I-A^k^:: HEL^48–62^ complexes [84]—this antibody could not detect MHC-II:peptide complex after permeabilization (not shown). On the other hand, we could detect total I-A^b^::Eα^52–68^ [85] (internal and surface level) complex formation by staining fixed and saponin-permeabilized BMDCs with the monoclonal Y-Ae antibody [85]. Importantly, treatment with LPS stimulated formation and/or delivery of the MHC-II::peptide complexes even at 4 h and more potently at 6 h (Figs 9A–9C and S10). When cells were not given antigens, the signal was reduced to background, demonstrating that the fluorescence signal was dependent on MHC-II::antigen complex formation (Figs 9C and S10). We then inquired whether antigen presentation was dependent on mTOR and S6K activities by co-treating cells with torin1 and LY2584702, respectively. Remarkably, these inhibitors reduced antigen presentation of both Eα^52–68^ and HEL^48–62^ in unstimulated and LPS-treated cells (Figs 9A–9C and S10). These data indicate that altered translation controlled by the mTORC1-S6K axis is necessary for efficient antigen presentation by BMDCs. Consistent with these data, we observed that LPS boosted total MHC-II levels in BMDCs and that this was prevented by treatment with torin1 and LY2584702 (Fig 9D and 9E). These observations suggest that enhanced translation driven by mTORC1 and S6Ks underpins, at least in part, boosting MHC-II levels in BMDCS.

**Fig 9:**
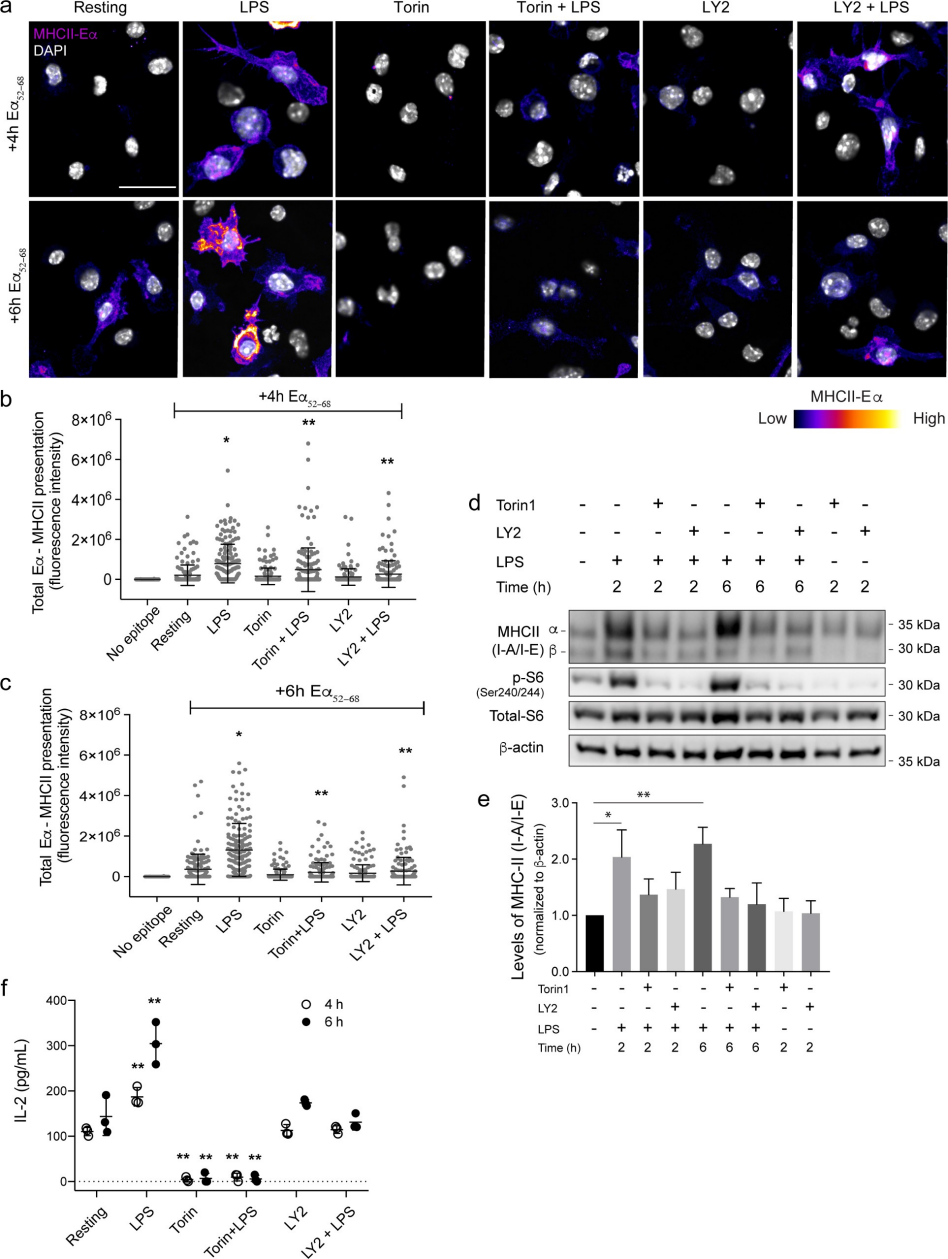
mTOR and S6K control Eα^52–68^ peptide presentation in activated BMDCs. BMDCs were incubated with Eα^52–68^ peptide for 4 or 6 h in the presence or absence LPS with or without torin1 and LY2584702. Cells were then fixed and stained with Y-Ae antibodies to detect I-A^b^::Eα^52–68^ complex formation, and DAPI to stain nuclei. (a) I-A^b^::Eα^52–68^ complexes (displayed in pseudocolour) and DAPI (greyscale) are shown for BMDCs treated as indicated. (b, c) Anti-I-A^b^::Eα^52–68^ antibody signal was quantified by fluorescence intensity associated with each cell. Shown is the mean of the total fluorescence intensity of I-A^b^::Eα^52–68^ complexes ± standard deviation from 3 experiments, in which 50 to 100 cells were quantified for each. Data were analysed using ANOVA, whereby a single asterisk indicates a difference compared with unstimulated BMDCs exposed to Eα^52–68^ and two asterisks indicates a difference compared with LPS-stimulated BMDCs fed Eα^52–68^ (**p < 0.05). Scale bar = 30 μm. Colour scale: 0 to 2,500 (low to high). S10 Fig show similar data for HEL presentation. (d) BMDCs were fed Eα^52–68^ peptide for 4 or 6 h in the presence or absence LPS with or without torin1 and LY2584702. Following mild fixation, APCs were co-incubated with T cells as described in Materials and methods to measure I-A^b^::Eα^52–68^ complex induced T-cell activation. T-cell–secreted Il-2 was measured using an ELISA system. All data were analysed using ANOVA, whereby two asterisks indicates a difference compared with unstimulated BMDCs exposed to Eα^52–68^ (**p < 0.05). (e) Western blot analysis of whole-cell lysates from APCs. p-S6 and β-actin were used to monitor mTOR-p70S6K signalling axis activity and as a loading control, respectively. (f) Quantification of Western blots showing the levels of MHC-II (I-A/I-E) normalized over β-actin signal. Data are shown as the mean ± standard deviation from 4 independent experiments. Statistical analysis was done with an ANOVA, in which a single asterisk and two asterisks indicates a significant difference of 2 h and 6 h conditions, respectively, from resting cells (*p* < 0.05). For each figure with Western blots, see S1 Raw Images for original, unedited Western blots. See S8 Data for original data in Fig 9. APC, antigen-presenting cell; BMDC, bone marrow–derived dendritic cell; ELISA, enzyme-linked immunosorbent assay; HEL, Hen Egg Lysozyme; IL-2, interleukin-2; LPS, lipopolysaccharides; LY2, LY2584702; MHC-II, major histocompatibility complex-II; mTOR, mechantistic target of rapamycin; S6K, S6 kinase.

To determine whether LPS-mediated stimulation of mTORC1/S6K axis was needed for antigen-mediated activation of T cells, we measured IL-2 release by T cells to assess activation. For this assay, we used the T-cell hybridoma clone 1H3.1, which recognizes I-A^b^::Eα^52–68^ [86]. BMDCs were fed Eα^52–68^ and then either treated with vehicle, exposed to torin1 or LY2584702 alone, or to LPS with and without drugs. We also included BMDCs without any antigen feeding. After 6 h of antigen processing and presentation, BMDCs were fixed and co-incubated with 1H3.1 T-cell hybridomas for 48 h. We then employed ELISA to quantify IL-2 released by T cells. T cells released IL-2 at greater levels when they were exposed to BMDCs treated with both peptide and LPS than when they were exposed to BMDCs fed with only peptide alone (Fig 9F). This activation was dependent on Eα^52–68^ as very little IL-2 was discharged by T cells exposed to BMDCs that were not fed peptide (dashed line). In comparison, IL-2 secretion was nearly at baseline when T cells were co-incubated with APCs treated with LPS and torin1, demonstrating that mTORC1 is critical for antigen presentation by BMDCs. Importantly, BMDCs pretreated with LY2584702 caused T cells to secrete IL-2 at levels similar to BMDCs that internalized only peptide (Fig 9F). This result demonstrates that enhanced protein synthesis driven by S6Ks is critical for APCs to stimulate antigen presentation and T-cell activation. Though we acknowledge that increased protein synthesis may play additional roles in phagocytes that lead to enhanced antigen presentation, collectively our data suggest that LPS-driven protein synthesis and lysosome expansion are essential to boost antigen retention and ultimately presentation.

## Discussion

Macrophages and dendritic cells are plastic cells inasmuch as they can alter their metabolic and gene expression profiles to adopt a range of alternative states, which exert either inflammatory or anti-inflammatory functions. Significant attention has been given to how macrophages and dendritic cells alter their metabolism and expression of cytokines, chemokines, and other microbicidal agents [8–11]. Remodelling the expression level of these factors occurs both at the transcription and translation level [49,70,87,88]. However, remarkably less is understood regarding the mechanisms that underpin changes to the endomembrane system during activation of macrophages and dendritic cells. Notable examples of changes to the endomembrane system include reduced degradative capacity of endosome and lysosomes to help conserve antigens in dendritic cells, delayed phagosome maturation in interferon-γ-treated macrophages, and a morphological reorganization of the endo-lysosome system in both cell types, shifting from a large collection of vesicular organelles into a tubular network of endo-lysosomes [13,21,22,89]. Tubular endo-lysosomes are associated with increased pinocytic retention, exchange of phagosomal content within the endo-lysosomal system, and delivery of MHC-II-peptide for presentation, though how this occurs remains unknown [17,20,21,24,90]. Herein, we show that phagocytes also expand the endo-lysosome system and its holding capacity within 2 h of activation. We provide evidence that this expansion relies on altered translation activity driven by the mTORC1-S6K-4E-BP axis to boost expression of several important endo-lysosomal proteins like LAMP1, LAMP2, TRPML1, and V-ATPase subunits. In turn, this seems to enhance antigen retention, leading to efficient antigen presentation.

### Expansion and reorganization of the endo-lysosome system in activated phagocytes

Here, we disclose that LPS-activated macrophages and dendritic cells remodel their endo-lysosome system into an expanded tubular network with augmented holding capacity. This conclusion is supported by several observations. First, imaging volumetric analysis revealed that dyes preloaded into endo-lysosomes occupy a greater volume post-LPS activation using both live- and fixed-cell imaging. This increase was not due to an artefact caused by imaging geometrically distinct objects because collapse of tubular endo-lysosomes during standard fixation with 4% PFA or the use of super-resolution imaging still captured a larger volume in LPS-treated phagocytes than their resting counterparts. Second, there was a significant increase in the expression level of major endo-lysosomal proteins, including LAMP1, LAMP2, CD63, TRPML1, and at least 2 V-ATPase subunits, that were blunted by cycloheximide treatment or when up-regulation of translation was prevented by inhibiting Atk, mTOR, S6Ks, or 4E-BPs. In dendritic cells, this included an enhanced expression of MHC-II subunits. Third, activated macrophages could hold a larger amount of fluid phase relative to resting counterparts, suggesting a larger endo-lysosomal compartment to store pinocytic cargo. Thus, overall, activated phagocytes not only undertake morphological reorganization of endo-lysosomes but also expand this organelle network. The increase in endo-lysosome volume and holding capacity is consistent with work by Swanson and colleagues done in the 1980s showing that phorbol ester-activated macrophages retain fluid phase more effectively than resting macrophages [20,61]. Thus, we argue that activated phagocytes expand their endo-lysosomal system.

### Functional implications of endo-lysosome expansion and reorganization

Functionally, an expanded endo-lysosome volume may help phagocytes engulf more material and/or process extracellular particulates and soluble cargo more efficiently, as supported by our observation that macrophages can accumulate larger amounts of pinocytic tracers upon LPS-mediated activation. This expansion of the endo-lysosome system should benefit both macrophages and dendritic cells upon activation. Although mature dendritic cells have been reported to have reduced endocytosis [56,57], we show here that dendritic cells exhibit significant pinocytic activity for at least 8 h post activation, providing an avenue to internalize and accumulate antigenic material earlier during maturation. This is also consistent with recent reports revealing that dendritic cells are still able to internalize significant amounts of extracellular content [58,59]. In agreement with this concept, we showed here that LPS stimulation of BMDCs increased presentation of 2 distinct antigenic peptides (HEL^48–61^ and Eα^52–68^) and activation of cognate T-cell lines as early as 4 to 6 h of antigen uptake. Importantly, efficient antigen presentation was dependent on mTOR and S6K activities expressed in dendritic cells (as opposed to T cells), suggesting that up-regulated translation coupled to endo-lysosome expansion helps drive antigen presentation. Culminating these observations, we showed that mTOR and S6Ks are important for LPS-activated BMDCs to prime cognate T cells.

Additional processes may facilitate antigen presentation in phagocytes, including LPS-mediated alteration of lysosomal properties like pH, redox state, and degradative capacity. Indeed, our observations suggest that the endo-lysosomal system does not uniformly expand but may undergo a reorganization in its composition and function and that this may itself change over time during phagocyte maturation. For example, we observed that the levels of cathepsin D did not change during 2 h LPS activation of primary macrophages, unlike other proteins we examined (Figs 2 and S3). Moreover, transcripts encoding cathepsin D did not accumulate in heavy polysomes during 2 h LPS in RAW cells but then accumulated after 6 h of LPS (Fig 7). This was corroborated by the genome-wide landscape of mRNAs associated with heavy polysomes in response to 6 h LPS treatment (Figs 8 and S8). For example, our observation that SLC11A1 and SLC11A2 are enriched in heavy polysomes in response to LPS is tantalizing because these proteins sequester divalent Fe^2+^ from microbes as an anti-microbicidal activity [91]. Thus, we propose that endo-lysosomes not only expand but undergo dynamic functional reorganization over phagocyte maturation. However, we note the caveat that the genome-wide polysome profile analysis was completed using RAW cells, a transformed cell line that grows rapidly and may thus have distinct properties than nonproliferative primary phagocytes. Thus, it will be important to develop and employ transcriptome, polysome profiling, and proteomic analyses using primary phagocytes to better assess phagocyte maturation and adaptation of their endomembrane system.

### Acute (2 h) endo-lysosome expansion is not likely driven by transcription

Our data suggest that acute (2 h) upward scaling of the endo-lysosome system in response to LPS is not associated with transcription up-regulation of genes encoding endo-lysosomal proteins. First, although TFEB and TFE3 can scale up lysosomal activity in response to various stresses [14,66,92,93], their kinetics of activation by LPS did not mirror those of endo-lysosome enlargement; endo-lysosome expansion was achieved within 2 h (Figs 1 and 2 and S3), whereas nuclear entry of TFEB/TFE3 required 6 h post-LPS exposure (Fig 3), consistent with past observations [66]. This delayed activation suggests that TFEB and TFE3 are stimulated indirectly by LPS exposure. Second, deletion of TFEB and/or TFE3 did not impair tubulation or endo-lysosome expansion, at least in RAW cells (Fig 3). Third, we did not observe induction of mRNA levels encoding 6 major lysosomal proteins 2 h post-LPS exposure in primary macrophages, suggesting that enhanced transcription was not responsible for increased protein levels of LAMP1, LAMP2, CD63, TRPML1, and V-ATPase subunits within this time frame (Figs 1 and 3C and S3). Nevertheless, there are 2 key caveats in our study. For one, the above conclusions are limited to a select few mRNAs in primary macrophages. Transcriptome analysis of wild-type and *tfeb*^−/−^ primary macrophages will need to be completed to better understand the contributions of TFEB to endo-lysosome remodelling in response to LPS. Second, we limit our conclusions to early lysosome remodelling, defined here as 2 h of LPS. Transcriptional processes may become more pronounced at latter times to remodel endo-lysosomes, as suggested by transcriptome analysis after 6 h of LPS (Fig 8).

### Acute endo-lysosome expansion is driven by translational up-regulation

Phagocyte activation expands the endo-lysosome system within 2 h of LPS exposure. This enlargement is driven by de novo protein synthesis as indicated by the cycloheximide-mediated block of the endo-lysosome expansion. Importantly, we observed that mTOR-dependent translational mechanisms play a key role in LPS-mediated endo-lysosome expansion. First, LPS activates mTORC1, as supported by increased phosphorylation of S6K and 4E-BP1, and enhanced global protein synthesis; importantly, inhibition of mTOR abrogated endo-lysosome expansion. Second, although the translation machinery is governed by a plethora of mechanisms, including mTOR-independent pathways, our data revealed that S6Ks and 4E-BPs play a major role in governing endo-lysosome size expansion in response to stress. mTORC1-mediated inhibition of 4E-BPs releases the translation brake imposed on the translation initiation factor eIF4E [39,94]. On the other hand, the role of S6Ks in this process is potentially more complex given its numerous targets that modulate translation, including the ribosomal protein rpS6, the translation initiator factor eIF4B, PDCD4 which governs the function of eIF4A, eEF2K which governs elongation rates, and SKAR which may promote mRNA splicing and maturation [39,95,96]. It is tempting to propose that mTORC1-regulated mRNA translation may broadly serve to rapidly scale the activity and size of other organelles in response to various signals that regulate cell differentiation, metabolic rewiring, and stress resolution. Consistent with this idea, inhibition of TSC1/2, an inhibitor of mTORC1, or overexpression of S6Ks increased the size and length of cilia in *Chlamydomonas reinhardtii* and zebrafish [97].

In addition, it is well accepted that mTOR can selectively modulate translation of specific mRNA subsets. Of these, the best characterized mRNAs are those carrying a 5ʹ terminal oligopyrimidine tract (5ʹTOP), which renders translation of corresponding transcripts mTOR-sensitive [94,98–100]. Notably, a study of human transcripts encoding 5ʹTOP sequences showed an enrichment for transcripts encoding lysosomal proteins [101]. Using transcripts encoding several lysosomal proteins as proxies for endo-lysosome remodelling, we showed that early LPS-mTORC1 signalling increases translation of specific mRNAs (LAMP1, V-ATPases, NPC2, Cln3, SLC11a2, and CtsC), while not affecting cathepsin D, actin, PPIA, and B2M. Although the RefSeq data base suggest that these murine mRNAs do not contain classical 5ʹTOP sequences, several recent studies show that a significant number of mTOR-sensitive mRNAs lack the 5ʹTOP motif [82,83]. Moreover, the 5ʹ untranslated regions (UTRs) annotated in the RefSeq database may not be those expressed [82]. We plan to establish translational assays for primary phagocytes to identify mRNA elements that guide protein synthesis during expansion of the endo-lysosomal system [82,102,103].

### A model for endo-lysosome remodelling in activated phagocytes

Acute LPS-mediated phagocyte stimulation causes extensive endo-lysosome reorganization, featuring (i) the previously recognized morphological transformation into a tubular network and (ii) an expansion of the endo-lysosomal network, which we discovered here. We propose a model whereby mTOR independently coordinates distinct, parallel pathways to modulate endo-lysosome expansion, tubulation, and possibly secretion to mediate antigen presentation (S11 Fig). Specifically, we envision that mTORC1-S6Ks-4EBPs catalyse endo-lysosome expansion through increased protein synthesis, possibly using selective translation of specific mRNAs. In comparison, tubulation and secretion of antigen-containing compartments may be driven by the mTORC1-Arl8b-kinesin pathway.

Supporting this model: (i) BMDCs treated with torin1 were entirely blocked for antigen presentation and T-cell activation, yet those treated with S6K inhibitors exhibited antigen presentation and T-cell activation comparable to BMDCs fed antigens without LPS (Fig 9). Additionally, although torin1 potently arrests both expansion and tubulation, S6Ks and 4EBPs manipulation prevented expansion but not tubulation. This implies that mTOR plays additional roles in lysosome remodelling, whereas S6Ks-4EBPs drive expansion; (ii) endo-lysosomes tubules grow towards the cell periphery and form transport intermediates that deliver antigens to the cell surface [21,90]. It is likely that this process is controlled by the Arl8b GTPase, which couples lysosomes to the kinesin motor proteins [104]. For one, Arl8b is required for lysosome tubulation and antigen presentation [17,105]. Additionally, LPS enhances the levels of Arl8b levels on lysosomes in an mTOR-dependent manner [17]. Collectively, we envision that LPS-driven activation of mTOR modulates several pathways to aid in endo-lysosome remodelling, culminating in enhanced antigen uptake, processing, and presentation. Of course, additional processes may be at play including mTOR-modulation of V-ATPase and lysosome positioning machinery that are linked to phagocyte maturation [9,106]. This model and the contributions made by endo-lysosome tubulation, expansion, and luminal remodelling towards antigen presentation and infection resolution will need to be assessed in future studies.

There are of course limitations to our study. First, although mTOR and S6K inhibition blocks lysosome expansion, antigen presentation, and T-cell activation, and there is a strong dependence of antigen presentation on the endo-lysosomal system, the link between endo-lysosomal expansion and antigen presentation is currently correlative. It remains possible that translational activity may regulate additional pathways independently of the endo-lysosomal system that impact antigen presentation. Second, our observations suggest that expansion is not uniformly applicable to all endo-lysosomal components, suggesting that the expanded endo-lysosomal system is functionally remodelled. In this study, we did not functionally examine this, nor how this may change over the temporal scale of phagocyte maturation. Finally, our polysome profiling was done in RAW cells, but with new methodologies, this could be done in primary phagocytes in future studies, following how this changes over time as phagocytes mature. Nevertheless, despite these limitations, our work collectively demonstrates that activated phagocytes reorganize their endo-lysosomal system by expanding and forming a tubular network. This amplifies the endo-lysosome holding capacity of phagocytes, augmenting their ability to retain more extracellular cargo, likely contributing to enhanced antigen presentation. We demonstrate that this process is rapid, occurring within 2 h of activation, and proceeds via enhanced and possibly selective translation of mRNAs encoding endo-lysosomal proteins, governed by mTOR, S6K, and 4E-BPs. Collectively, we propose that mTORC1 and the regulated translation machinery is an important mechanism employed by cells to scale and adapt the size and volume of organelles in response to stress signals.

## Materials and methods

### Ethics statement

All animals were used following institutional ethics requirements under the animal user permit ACC696 and ACC907 approved by the Ryerson University Animal Care Committee, which is certified by the Canadian Council of Animal Care and the Ontario Ministry of Agriculture, Food, and Rural Affairs. Briefly, mice were anesthesized with 5% isoflurane administered by inhalation, followed by cervical dislocation before limb bone dissection to obtain bone marrow. No experiments were performed on live animals.

### Cell lines and primary cells

Murine RAW macrophage cell lines carrying CRISPR-mediated deletion of TFEB, TFE3, or both were a kind donation from Dr. Rosa Puertollano, NIH, and were previously described by Pastore and colleagues [66]. These cells and the wild-type RAW264.7 (TIB-71 from ATCC, Manassas, Virginia) were grown in DMEM supplemented with 5% heat-inactivated fetal bovine serum (Wisent, St. Bruno, Canada) at 37°C with 5% CO_2_. BMDCs and BMDMs were harvested from wild-type 7- to 9-week-old female C57BL/6J mice or C3H/HeN mice (Charles River Canada, Montréal, QC) as previously described by Inaba and colleagues and Weischenfeldt and Porse with minor modifications [107,108]. Briefly, bone marrow was isolated from femurs and tibias through perfusion with PBS using a 27G syringe. Red blood cells were lysed using a hypoosmotic treatment. For BMDCs, cells were plated at 2 × 10^6^/well in 4 ml of DMEM supplemented with 10% fetal bovine serum, 55 μM β-mercaptoethanol, 10 ng/ml recombinant mouse granulocyte-macrophage colony-stimulating factor (PeproTech, Rocky Hill, NJ), and penicillin/streptomycin antibiotics (Wisent). Media was changed every 2 days by replacing half of the medium with fresh medium. For BMDMs, cells were plated according to experimental requirements in DMEM supplemented with 10% fetal bovine serum, 20 ng/ml recombinant mouse macrophage colony-stimulating factor (Gibco, Burlington, ON), and penicillin/streptomycin antibiotics. Media was changed every 2 days. Experiments were conducted on days 7 through 9.

### RAW 4EBP^4Ala^ stable cell-line production

We generated RAW cells stably expressing the HA-4E-BP1 (4Ala) phosphorylation mutant or the corresponding empty pBABE vector as previously described by Rong and colleagues [76], with minor modifications. Briefly, pBABE constructs were transiently transfected into the 293Phoenix-AMPHO packaging cell line using Lipofectamine 2000 (ThermoFisher), as per manufacturer’s guidelines. Following 48 h, the viral titer was harvested and passed through a 0.45 μm filter. The virus-containing medium was then used to infect RAWs in the presence of 8 μg/mL polybrene (Sigma-Aldrich) for 24 h. Infection was repeated twice more. Twenty-four hours after the final infection, the medium was supplemented with 3 μg/mL puromycin (Sigma-Aldrich), and cells were selected for 1 week then harvested.

### Rate, retention, and accumulation of pinocytic probes

To measure pinocytosis rate or the accumulation of pinocytic cargo, BMDMs and RAW macrophages were pulsed with 1 mg/mL LY (ThermoFisher Scientific, Burlington, ON) for the indicated time with and without LPS or after 2 h of LPS prestimulation. For pinocytic retention, BMDMs and RAW macrophages were maintained in resting conditions or stimulated with LPS for 2 h, followed by a 30-minute pulse with 1 mg/ml LY. Cells were then washed 3× with PBS, and fresh medium was added for the indicated chase periods. In all cases, cells were then washed in PBS, fixed with 4% PFA for 15 minutes, and washed in PBS. The amount of LY in RAW macrophages was then quantified using LSRFortessa X-20 cell flow cytometer (BD Biosciences, Mississauga, ON) in 10,000 cells per condition per experiment. Flow cytometry analysis was performed using FCS Express 5 (De Novo Software, Los Angeles, CA). For primary macrophages, LY-labelled cells were visualized using ImageXpress Micro Wide-field High Content Screening System (Molecular Devices, Sunnyvale, CA) by which 3 × 4 quadrants per well were acquired, and the level of probe was analysed using MetaXpress 6 (Molecular Devices). To analyse the pinocytic capacity of BMDCs following activation, cells were prestimulated with LPS for the indicated periods, followed by co-incubation with 50 μg/mL of fluorescent dextran in the remaining 30 minutes of the treatment. Cells were then washed 3× with PBS and fixed with 4% PFA for 15 minutes. Afterwards, dextran fluorescence was imaged by confocal microscopy and quantified with Volocity 6.3.0 image analysis software (PerkinElmer, Bolton, ON) by integrating intensity of dextran.

### Endo-lysosome labelling and tubulation

For endo-lysosome labelling, cells were pulsed with 50 to 100 μg/ml Alexa^546^-conjugated dextran (ThermoFisher) for 0.5 to 1 h, followed by 3× wash with PBS, and incubated with fresh medium for at least 1 h. To induce endo-lysosome remodelling, BMDMs and BMDCs were exposed to 100 ng/mL LPS from *Salmonella enterica* serotype minnesota Re 595 (Sigma-Aldrich, Oakville, ON), whereas RAW macrophages were incubated with 500 ng/mL for 2 h (unless otherwise stated). As noted earlier, we use the term ‘endo-lysosomes’ to reflect that this labelling method likely stains the spectrum between late endosomes, lysosomes, and their hybrids, endo-lysosomes. For pharmacological inhibition, cells were preincubated for 15 to 20 minutes with 100 nM torin1 (Tocris Bioscience, Minneapolis, MN), 10 μM cycloheximide (Bio-Shop), 1 μM LY2584702 (Selleck Chemicals, Houston, TX), or equivalent volume of vehicle. Cells were then imaged live (unless otherwise indicated) in complete medium. Lysosome were scored as tubules if their length was greater than 4 μm.

### Antigen presentation assays

For presentation of Eα_52–68_ peptide, C57BL/6 mice with I-A^b^ background were used to isolate monocytes for BMDC differentiation, and C3H/HeN mice with I-A^k^ background (Charles River Canada, Kingston, ON) were used for presentation of HEL. Immature BMDCs were plated on Poly-D-lysine coated glass coverslips prior to incubation with model antigens. On day 7 of differentiation, dendritic cells were incubated with 2 mg/mL of HEL (Sigma-Aldrich) or 60 μM Eα_52–68_ peptide (MyBioSource, San Diego, CA) in the presence or absence of inhibitors and/or LPS for the time points indicated.

For surface detection of I-A^k^::HEL^46–62^ complexes, Aw3.18.14 mAb was isolated from the supernatant of hybridoma B-lymphocytes (ATCC, Manassas, VA). Briefly, cells were washed with ice-cold PBS 3 times, and incubated in ice-cold Aw3.18.14 for 30 minutes, then washed with PBS and fixed in 4% PFA for 30 minutes on ice. Following, cells were incubated in Dylight-conjugated donkey polyclonal antibody against mouse (1:500; Bethyl) in standard blocking buffer for 1 h. For presentation of I-A^b^::Eα_52–68_ complexes, cells were washed 3 times with PBS and fixed in 4% PFA for 20 minutes at RT. After, cells were permeabilized in 0.1% saponin in standard blocking buffer for 1 h. Following, cells were incubated in 1:75 mAb YAe (Santa Cruz Biotechnology, Dallas, Tx) in blocking buffer for 1 h at RT, washed with PBS, and then incubated Dylight-conjugated donkey polyclonal antibodies against mouse (1:500; Bethyl) in standard blocking buffer for 1 h. Antigen presentation of both I-A^k^::HEL^46–61^ and I-A^b^::Eα^52–68^ complexes was visualized using confocal microscopy.

### Immunofluorescence and fluorescence microscopy

To fix and preserve lysosome tubules in RAW cells, cells were incubated with 0.45% (v/v) glutaraldehyde and 0.5% PFA (v/v) in PBS for 15 minutes at room temperature. Cells were then washed with PBS 4x, followed by incubation with 1 mg/mL ice-cold sodium borohydride (Sigma-Aldrich) for 5 min 3x to abate unreacted glutaraldehyde and quench its autofluorescence.

To visualize endogenous TFEB and TFE3, cells were fixed using 4% PFA for 15 minutes following treatment conditions. Cells were then treated with 100 mM glycine in PBS to quench PFA, then in permeabilization buffer (0.2% Triton-X, 2% BSA in PBS) for 10 minutes, and then blocked for 1 h in 2% BSA. Cells were incubated with rabbit anti-TFEB (1:200; Bethyl Laboratories, Montgomery, TX) or rabbit anti-TFE3 (1:500; Sigma-Aldrich) antibodies for 1 h, followed by Dylight-conjugated donkey polyclonal antibodies against rabbit (1:500; Bethyl) for 1 h. Nuclei were counterstained with 0.4 μg/mL of DAPI. For staining LAMP1, dextran-loaded cells were fixed in 0.45% (v/v) glutaraldehyde and 0.5% PFA (v/v) in PBS for 15 minutes at room temperature. Cells were washed with PBS 3× and quenched in 25mM glycine for 15 minutes at room temperature. Cells were permeabilized in ice-cold methanol for 3 minutes and blocked in 2% BSA for 1 h. Cells were then incubated in primary rat anti-LAMP1 (1:100; Developmental Studies Hybridoma Bank) and secondary Dylight-conjugated donkey polyclonal antibodies against rat (1:500; Bethyl) for 1 h each. Cells were then mounted on a slide using DAKO mounting medium.

Live-cell imaging was done at 5% CO_2_ and 37°C using environmental control chambers. Live-cell and fixed-cell imaging was done with a Quorum Diskovery spinning disc confocal microscope system equipped with a Leica DMi8 microscope connected to an Andor Zyla 4.2 Megapixel sCMOS or an iXON 897 EMCCD camera and controlled by Quorum Wave FX powered by MetaMorph software (Quorum Technologies, Guelph, ON). We also used an Olympus IX81 inverted microscope equipped with a Hamamatsu C9100-13 EMCCD camera and controlled with Volocity 6.3.0 (PerkinElmer). For super-resolution imaging, we employed the Zeiss Elyra PS1 imaging system equipped with an Axio Observer Z1 microscope fitted with the Andor iXon3 885 detector for SIM and powered by Zeiss Zen 2012 software (Zeiss Microscopy, Jena, Germany). Super-resolution image acquisition was acquired by grating for 3 rotations and 5 phases. All SIM reconstructed imaging was done using default settings for image reconstruction; to avoid artefact formation, only images with peak/mean ratios above 20 and noise filter less then −4 were accepted. After reconstruction, Volocity 6.3.0 (PerkinElmer) image analysis software was used. All microscopes were equipped with standard filters appropriate to fluorophores employed in this study, optics, and stage automation.

### Image analysis and volumetrics

The nuclear-to-cytosolic ratio of TFEB and TFE3 was estimated as the ratio of the mean fluorescence intensity in the nucleus over the mean intensity in the cytosol after background correction using ImageJ (version 1.47 bundled with 64-bit Java). For LAMP1 and dextran colocalization, we used Mander’s colocalization analysis to measure the degree of dextran colocalizing in LAMP1 structures, using the JACoP plugin in ImageJ after applying background subtraction. For volumetric analysis, we acquired confocal slices over 0.4 μm z-intervals. Because of technical limitations with SIM super-resolution imaging, we sampled the area of fluorescently labelled lysosomes by acquiring 3 confocal slices in the midpoint of the cell, from which we quantified the pixel area for each slice and reported an average per cell. We then used Volocity 6.3.0 image analysis software to quantify the average number of fluorescent voxels or pixels within each cell. Because of the variation in lysosomal size from experiment to experiment, we normalized the average voxel or pixel count to the corresponding control group. For lysosomal tubulation, we scored cells as positive for lysosome tubules if they displayed more than 4 lysosomal tubules greater than 4 μm. For antigen presentation analysis, we acquired confocal slices over 0.3 μm z-intervals and used Volocity to determine the total fluorescence intensity of antigen-MHC-II complexes for 50 to 100 cells per experiment. To control for background, we established a threshold fluorescence intensity measure using a no-antigen control group for during each experiment. Image manipulation was done with ImageJ or Adobe Photoshop (Adobe Systems, San Jose, CA) without altering the relative signals within images or how data may be interpreted. All figures were assembled using Adobe Illustrator (Adobe Systems).

### T-cell activation assays

The I-A^b^ restricted Eα-specific 1H3.1 T-cell hybridoma cell line was used for activation assays to recognize preactivated dendritic cells expressing I-A^b^::Eα^52–68^ complexes. T cells were cultured in RPMI-1640 medium supplemented with 10% heat-inactivated fetal bovine serum (Wisent) and 55 μM β-mercaptoethanol at 37°C with 5% CO_2_. For activation assays, preactivated DCs were mildly fixed in 1% PFA for 15 minutes at room temperature. Following fixation, cells were washed with PBS 3 times and then quenched thrice in complete medium for 10 minutes each at room temperature. After, 1H3.1 T cells and fixed DCs were co-cultured at 2:1 and incubated for 40 h at 37°C with 5% CO_2_. Next, the tissue culture medium was collected, and T cells were immediately isolated following centrifugation at 800*g* for 5 minutes. The supernatant was immediately stored in −80°C for downstream IL-2 secretion analysis. To quantify T-cell activation, secreted IL-2 samples were diluted 1:10 and subsequently analysed using Mouse IL-2 Quantikine ELISA Kit (R&D Systems Inc, Minneapolis, MN) as per manufacturer’s specifications.

### Puromycylation and Western blotting

For puromycylation assays, cells were treated with 10 μg/mL of puromycin (Sigma-Aldrich), or an equivalent water volume for the nonpuromycin group, for the last 15 minutes of each treatment. For all Western blot analysis, cells were lysed in Laemmli buffer supplemented with 1:100 protease inhibitor cocktail (Sigma-Aldrich) and PhosSTOP protease inhibitor (Roche, Mississauga, ON) following each treatment. We loaded approximately 0.8 to 1 × 10^6^ cell equivalent per lane, and proteins were then separated in a 10% or 15% SDS-PAGE for high and low molecular weight proteins, respectively. Proteins were transferred to a polyvinylidene difluoride (PVDF) membrane (EMD Millipore, Toronto, ON) and blocked in 5% skim milk or BSA in Tris-buffered saline buffer with 0.1% Tween 20 (TBST). Membranes were then immunoblotted using the appropriate primary and secondary antibodies prepared in 5% skim milk or BSA in TBST at the indicated dilutions. The primary antibodies used were rabbit anti-cathepsin D, ATP6V1H, ATP6V1D (GeneTex Inc., Irvine, CA), S6 ribosomal protein, phospho^Ser240/244^- S6 ribosomal protein, p70 S6K, phospho^Thr389^-p70 S6K, 4E-BP1, phospho^Thr37/46^-4E-BP, β-actin, Ha-Tag and Tata-box binding protein (TBP; Cell Signalling Technologies, Danvers, MA), all at 1:1,000. We also used mouse anti-puromycin clone 12D10 (1:1,000, EMD Millipore), rat anti-LAMP1 (1:200; Developmental Studies Hybridoma Bank, Iowa City, IO), and secondary HRP-linked antibodies raised in donkey (1:10,000, Bethyl). Proteins were detected using Clarity enhanced chemiluminescence (Bio-Rad Laboratories, Mississauga, ON) with a ChemiDoc XRS+ or ChemiDoc Touch imaging system (Bio-Rad). Protein quantification was performed using Image Lab software (Bio-Rad), in which protein loading was normalized to levels of TBP or β-actin and then normalized against the vehicle group. Uncut and unedited images of the Western blots shown in each figure can be found in S1 Raw Images.

### LC3 conversion autophagy assay

We measured the conversion of LC3-I to LC3-II using immunoblotting to measure effects on autophagy induction in response to the pharmacological inhibitors used in our study. Primary macrophages were treated with the respective inhibitors as previously described. As a positive control for autophagy induction, we treated cells with Concanamycin A for 2 h and/or cultured cells in Earle’s balanced salt solution (EBSS; Gibco) for 2 and 6 h. Cells were lysed with Laemmli buffer (as described previously) and processed for SDS-PAGE. Proteins were separated on a 20% poly-acrylamide gel using standard SDS-PAGE. Western blotting was performed as previously described, using a primary rabbit anti-LC3 antibody (1:1,000; Cell Signalling Technologies) to detect LC3-I and LC3-II abundance. For autophagy induction, immunoblots were quantified in which a ratio of LC3-II to LC3-I was determined and normalized to loading control actin. Relative autophagy index was determined by comparing each treatment group to resting cells.

### Quantitative RT-PCR

For RT-qPCR analysis in BMDMs, total RNA was extracted using the GeneJET RNA purification kit (ThermoFisher). Following RNA isolation, equal quantities of mRNA were reverse transcribed with iScript Reverse Transcription Super Mix (Bio-Rad) following manufacturer’s guidelines. The subsequent cDNA was amplified for quantitative PCR using the TaqMan Fast Advanced Master Mix (ThermoFisher) with appropriate TaqMan assays. The CFX96 Touch Real-Time PCR Detection System (Bio-Rad) and CFX Manager Software (Bio-Rad) were used for amplification and analysis. The TaqMan gene expression assays (ThermoFisher) for the reference genes Abt1 (Mm00803824_m1), B2M (Mm00437762_m1) and for target genes Atp6v1h (Mm00505548_m1), Atp6v1d (Mm00445832_m1), Lamp1 (Mm00495262_m1), Mcoln1 (Mm00522550_m1), CtsD (Mm00515586_m1), Lamp3/CD63 (Mm01966817_g1), Lamp2 (Mm00495267_m1), and IL-6 (Mm00446190_m1) were done in triplicate. Target gene expression was determined by relative quantification (ΔΔCt method) to Abt1 and the vehicle-treated control sample.

### Polysome profiling

Polysome profiling was performed as detailed in Gandin and colleagues [77]. RAW264.7 cells were seeded in a 15-cm Petri dish and treated for 2 h or 6 h with a vehicle (DMSO), 500 ng/mL LPS from *Salmonella enterica* serotype minnesota Re 595, 100 nM torin1 for 2 h only, or the combination of LPS (500 ng/mL) and torin1 (100 nM), whereby cells were pretreated for 15 minutes with torin1 before stimulation with LPS. Cells were harvested at 80% confluency, washed twice with ice-cold PBS containing 100 μg/mL cycloheximide, and then lysed in hypotonic lysis buffer (5 mM Tris HCl [pH 7.5], 2.5 mM MgCl_2_, 1.5 mM KCl, 100 μg/ml cycloheximide, 2 mM dithiothreitol [DTT], 0.5% Triton, and 0.5% sodium deoxycholate). Optical density (OD) values at 260 nm (OD_260_) were measured in each lysate and 15 OD_260_ were then loaded on 5% to 50% sucrose gradients generated using Gradient Master (Biocomp, Fredericton, New Brunswick); 10% of lysates were saved as input samples for total RNA extraction. Sucrose gradients were subjected to ultracentrifugation (SW41 Ti 11E1698 rotor; Beckman at 260,000*g* for 2 h at 4°C) and fractionated by displacement using 60% sucrose/0.01% bromophenol blue on an ISCO Foxy fraction collector (35 s for each fraction or approximately 750 μL per fraction) equipped with an ultraviolet lamp for continuous absorbance monitoring at 254 nm. Fractions were flash-frozen immediately after fractionation and stored at −80°C. RNA was isolated with Trizol (Thermofisher) as per manufacturer's instruction. All experiments were carried out at least 3 independent biological replicates (*n* = 3).

Reverse transcription and RT-qPCR were performed with iScript Reverse Transcription Super Mix (Bio-Rad) and TaqMan Fast Advanced Master Mix (ThermoFisher), respectively. All experiments were carried out at least 3 independent biological replicates (*n* = 3). Analyses were carried out using relative standard curve method as instructed by the manufacturer. The following TaqMan assays were done using the primers described above for quantitative RT-PCR and in addition to NPC2 (Mm00499230_m1), Cln3 (Mm00487021_m1), Slc11a1 (Mm00443045_m1), Slc11a2 (Mm00435363_m1), CtsC (Mm00515580_m1), Sgsh (Mm00450747_m1), M6PR (Mm04208409_gH), Hyal1 (Mm01230688_g1), Actb (Mm02619580_g1), and Ppia (Mm02342430_g1).

### Global polysome profiling and analysis

RNA sequencing libraries were prepared using the Illumina TruSeq Stranded total RNA protocol including ribozero treatment (by the National Genomics Infrastructure, ScilifeLab, Stockholm, Sweden). Paired end sequencing was performed using NovaSeq6000 with control software 1.6.0/RTA version 3.4.4. The resulting RNAseq reads were processed using the nextflow RNAseq pipeline (version 1.3; https://nf-co.re/) using default settings. Within the nextflow pipeline, high quality of sequencing reads was assured using fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Sequencing reads were then aligned to the GRCm38 genome using Hisat2 [109] followed by read summarization to assess expression levels using the featureCounts function [110] with Ensembl annotation [111]. Only protein coding genes localized to Chromosomes 1 to 22, X, Y, and MT were included. Genes with 0 counts in at least one sample were discarded. Raw counts were then analysed using the anota2seq algorithm (version 1.4.2; [81]) with TMM-log2 normalization [112]. Analysis of changes in translation efficiencies, buffering, total mRNA, and polysome-associated mRNA were performed using the *anota2seqAnalyze()* function. Changes were considered significant when passing the following parameters within the *anota2seqSelSigGenes()* function: maxPAdj = 0.25, minSlopeTranslation = -1, maxSlopeTranslation = 2, minSlopeBuffering = -2, maxSlopeBuffering = 1, selDeltaPT = log_2_(1.2), selDetaTP = log_2_(1.2), selDeltaP = 0, and selDeltaT = 0. Modes for regulation of gene expression were then determined using the *anota2seqRegModes()* function. The KEGG pathway database was used to extract genes annotated to the lysosome pathway [113,114]. The RNAseq data are deposited on the Gene Expression Omnibus (GEO) with accession number GSE136470.

## Supporting information

S1 Fig Preservation of tubules during fixation and super-resolution imaging. (a) RAW macrophage lysosomes labelled with fluid-phase fluorescent probes were imaged live or fixed with 4% PFA or a mixture of PFA and glutaraldehyde as explained in Materials and methods. (b) Percent lysosome tubulation was recorded within the population for cells exhibiting 4 or more lysosomal tubules longer than 4 μm. Statistical analysis was done with an ANOVA, in which a single asterisk indicates conditions that are statistically distinct from the corresponding resting group (*p < 0.05). (c) WF illumination or SIM images of lysosomes in RAW macrophages, BMDM, and BMDCs before and after 2 h of LPS stimulation. Scale bar = 5 μm. See S9 Data for original data in S1 Fig. BMDC, bone marrow–derived dendritic cell; BMDM, Bone marrow–derived macrophage; SIM, structured illumination microscopy; WF, wide field.
(TIF) Click here for additional data file.

S2 Fig Activated RAW macrophages have a larger lysosome holding capacity. (a) Accumulation of LY in resting and activated RAW macrophages. RAW cells were stimulated and then allowed to internalize LY over time. (b) Pinocytosis rate by quantifying uptake of LY in RAW macrophages treated as indicated. (c) Retention of LY chased in probe-free medium in RAW cells previously treated as indicated and prelabelled with LY for 1 h. In all cases, fluorescence measurements were done by flow cytometry. (d) Pinocytosis in increasingly maturing DCs exposed to LPS. Microscopy was used to measure the uptake of fluorescent dextran for 30 minutes by DCs exposed to LPS over indicated time points. Shown is the mean ± standard error of the mean from at least 3 experiments. For statistical analysis, ANOVA or analysis of covariance was used, in which an asterisk indicates a significant difference in fluorescent probe levels compared to resting (*p < 0.05). See S10 Data for original data in S2 Fig. DC, dendritic cell; LPS, lipopolysaccharides; LY, Lucifer yellow.
(TIF) Click here for additional data file.

S3 Fig LPS increases lysosomal protein synthesis through mTOR and S6K. (a) Western blot analysis of additional lysosomal proteins from whole cell lysates of resting primary macrophages or macrophages exposed to the indicated combinations and time of LPS, CHX, Torin1, LY2, AKTi. (b) Quantification of Western blots showing the levels of LAMP2, TRPML1, and CD63 (LAMP3) normalized to actin. Data shown as the mean ± SEM from at least 3 independent experiments. For panels A and B, ‘2/’ indicates cells stimulated with 2 h of LPS, followed by a 4 h chase, whereas ‘2 h’ and ‘6 h’ represent cells continuously exposed to LPS. See S11 Data for original data in S3 Fig. AKTi, AKT inhibitor; CD63, cluster of differentiation protein 63; CHX, cycloheximide; LAMP3, lysosome-associated membrane protein 3; LPS, lipopolysaccharides; LY, Lucifer yellow; LY2, LY2584702; mTOR, mechanistic target of rapamycin; S6K, S6 kinase; TRPML1, transient receptor potential mucolipin 1.
(TIF) Click here for additional data file.

S4 Fig Basal lysosome properties and trafficking is indistinguishable in wild-type RAWs and strains deleted for TFEB and/or TFE3. (a–b) Western blot analysis of whole-cell lysates from TFEB^−/−^, TFE3^−/−^ and double deleted cell lines. (b) Quantification showing mutant lines are devoid of TFEB and/or TFE3 proteins from 3 independent blots. (c) LAMP1 levels in whole-cell lysates from wild-type and deletion mutants of TFEB and/or TFE3. (d) Quantification of LAMP1 levels in knock-out cells. LAMP1 levels were normalized to β-actin to control for loading. Statistical analysis using ANOVA determined that LAMP1 levels did not vary across strains. (e) Colocalization of dextran and LAMP1 in wild-type and deletion strains. Right, middle, and left panels show dextran (red), endogenous LAMP1 (green) and merge, respectively. Scale bar = 5 μm. (f) Mander’s coefficient of dextran co-localizing in LAMP1 structures. Data are shown as RU, normalized to wild-type strain. (g) Pinocytosis label after a 1 h pulse and 1 h chase of fluorescent dextran in resting wild-type and deletion RAW strains, measured by microscopy and image analysis. Mean fluorescence intensity was normalized to wild-type strain and is represented as RU. (h) Dextran fluorescence in RAW and deletion strains 2 h after LPS exposure or vehicle. For all data, shown are the mean± standard deviation from at least 3 independent experiments. See S12 Data for original data in S4 Fig. LAMP1, lysosome-associated membrane protein 1; LPS, lipopolysaccharides; RU, relative units; TFEB, transcription factor EB; TFE3, transcription factor E3.
(TIF) Click here for additional data file.

S5 Fig LPS stimulates global protein synthesis through mTOR-S6K-4E-BP axes. (a) Western blot analysis of whole-cell lysates from resting and activated primary macrophages. Total levels and phosphorylation status of S6K and 4E-BP1 were monitored using the indicated antibodies. TBP served as a loading control. (b–c) Normalized ratio of (b) p-p70S6K and (c) p-4EBP1 to total p70S6K and 4E-BP1 protein. Shown is the mean ± standard deviation from 3 independent blots. (d) Western blot analysis of LC3-I to LC3-II conversion to measure treatment effect on autophagy induction in primary macrophages. BMDMs were activated with LPS in the presence or absence of protein synthesis, mTOR and S6K inhibitors for the time points indicated in brackets. ConA and EBSS treatment was used as a positive control for autophagy induction. (e) Quantification of panel d from 3 independent experiments. Ratio of LC3II to LC3I levels was normalized to actin loading control. (f) Western blot analysis of protein puromycylation in resting and activated primary macrophages. LPS increases the amount of puromycylation indicating a boost in global protein synthesis that is blocked by mTOR inhibitors or cycloheximide. Lane 1 is control lysates from cells not exposed to puromycin. The band indicated by the arrow is a nonspecific band recognized by the anti-puromycin antibody. p-p70S6K and β-actin were used to monitor mTOR status and as a loading control, respectively. (g) Normalized puromycylation signal (excluding nonspecific band) normalized over β-actin signal. Data are shown as the mean ± standard deviation from 4 independent experiments. For panels b, c, e, and g, statistical analysis was done with an ANOVA, in which a asterisk or two asterisks indicates conditions that are statistically distinct from control group (*p < 0.05). (h) Normalized ratio of phosphorylated ribosomal S6 to total ribosomal S6 as depicted in Fig 5F in primary macrophages treated with LY2 alone or co-incubated with LPS for 2 h. Shown is the mean ± standard deviation of the mean from 5 independent blots. (i) Relative mRNA levels of select lysosomal genes (right) or interleukin-6 (left) in LPS and/or LY2 treated primary macrophages relative to Abt1 housekeeping gene and normalized against resting cells. Quantification was done with qRT-PCR by measuring the ΔΔCt as described in Materials and methods. Shown is the mean ± standard error of the mean from 4 independent experiments. See S13 Data for original data in S5 Fig. BMDM, Bone marrow–derived macrophage; ConA, Concanamycin A; EBSS, Earle’s balanced salt solution; LC3, Microtubule-associated protein 1A/1B-light chain 3; LPS, lipopolysaccharides; LY, Lucifer yellow; LY2, LY2584702; mTOR, mechanistic target of rapamycin; qRT-PCR, Quantitative real-time Polymerase Chain Reaction; S6K, S6 kinase; TBP, Tata-box binding protein; 4E-BP, 4E-binding protein; ΔΔCt, change in threshold cycle.
(TIF) Click here for additional data file.

S6 Fig Polysome profiling of RAW macrophages: Additional replicate data. Percent of target mRNA—(a) LAMP1, (b) ATP6V1H, (c) ATP6V1D, (d) CtsD, (e) β-actin, (f) PPIA, and (g) B2M—associated with each ribosome fraction in resting, LPS-treated macrophages, and macrophages co-exposed to LPS and torin1 or treated with torin1 alone. Left, middle, and right panels show 2 h, 6 h, and torin1 (2 h) treatments, respectively. Shown is an additional biological replicate of the experiment described in Fig 7. See S14 Data for original data in S6 Fig. ATP6V1D, V-ATPase V_1_ subunit D; ATP6V1H, V-ATPase V_1_ subunit H; B2M, β2-microglobulin; CtsD, Cathepsin D; LAMP1, lysosome-associated membrane protein 1; LPS, lipopolysaccharides; PPIA, peptidylpropyl isomerase A.
(TIF) Click here for additional data file.

S7 Fig The effects of RAW macrophage stimulation by LPS on protein synthesis. Percent of target mRNA—(a) LAMP1, (b) ATP6V1H, (c) ATP6V1D, (d) CtsD, (e) β-actin, (f) PPIA, and (g) B2M—associated with each ribosome fraction in resting and torin1 (2 h; 100 nM) treated cells for data presented in Fig 7. See S15 Data for original data in S7 Fig. ATP6V1D, V-ATPase V_1_ subunit D; ATP6V1H, V-ATPase V_1_ subunit H; B2M, β2-microglobulin; CtsD, Cathepsin D; LAMP1, lysosome-associated membrane protein 1; LPS, lipopolysaccharides; PPIA, peptidylpropyl isomerase A.
(TIF) Click here for additional data file.

S8 Fig Polysome-profiling validation of select targets identified through RNAseq analysis. Percent of target mRNA—(a) NPC2, (b) Cln3, (c) Slc11a1, (d) CtsC, (e) Slc11a2, (f) Sgsh, (g) M6PR, and (h) Hyal1—associated with each ribosome fraction in resting, LPS-treated macrophages, and macrophages co-exposed to LPS and torin1. See S16 Data for original data in S8 Fig. Cln3, neuronal ceroid-lipofuscinosis 3; Hyal1, Hyaluronidase-1; LPS, lipopolysaccharides; M6PR, mannose-6-phosphate receptor; NPC2, Niemann-Pick disease type C2 protein; RNAseq, RNA sequencing; Sgsh, sulfamidase; Slc11a1, solute carrier 11A1; Slc11a2, solute carrier 11A2.
(TIF) Click here for additional data file.

S9 Fig Polysome profiling of 2 biological replicates used for global RNAseq analysis in Fig 8. Percent of target mRNA—(a) LAMP1, (b) ATP6V1H, (c) ATP6V1D, (d) β-actin, (e) PPIA, and (f) B2M—associated with each polysome fraction in resting, LPS-treated macrophages and macrophages co-exposed to LPS and torin1 for 6 h. Biological replicate 1 (left) and replicate 2 (right) of data presented in Fig 8 global RNAseq analysis from a total of 3 experiments. See S17 Data for original data in S9 Fig. ATPV1D, V-ATPase V_1_ subunit D; ATP6V1H, V-ATPase V_1_ subunit H; B2M, β2-microglobulin; LAMP1, lysosome-associated membrane protein 1; LPS, lipopolysaccharides; PPIA, peptidylpropyl isomerase A; RNAseq, RNA sequencing.
(TIF) Click here for additional data file.

S10 Fig Effect of LY2584702 and torin1 treatments on HEL presentation by BMDCs. (a) I-A^k^::HEL^46–61^ presentation in BMDCs after incubation with HEL for 6 h in the presence and/or absence of LPS, torin1, and LY2. I-A^k^::HEL^46–61^ cell surface levels were detected by staining unpermeabilized cells with the monoclonal antibody Aw3.18.14. (b) Quantification of total average fluorescence intensity of I-A^k^::HEL^46–61^ complexes at the plasma membrane. Shown is the mean ± SD from 3 experiments, from which 50 to 100 cells were quantified for each. Data were analysed using ANOVA, in which a single asterisk indicates a difference compared with the Resting + HEL condition and two asterisks indicate a difference compared with HEL+LPS (*p* < 0.05). Scale bar = 15μm. Colour scale: 0 to 12,000 (low to high). See S18 Data for original data in S10 Fig. BMDC, bone marrow–derived dendritic cell; HEL, Hen Egg Lysozyme; LPS, lipopolysaccharides; LY, Lucifer yellow.
(TIF) Click here for additional data file.

S11 Fig A model for mTORC1-dependent regulation of lysosome remodelling in phagocytes in response to LPS stimulation. LPS engages the PI3K-AKT-mTOR signal axis to stimulate mTORC1 activity. We suggest that mTORC1 then regulates 2 parallel pathways to modulate lysosome size and morphology: (i) mTORC1 activity augments Arl8b GTPase levels on the lysosome membrane to boost kinesin-1 recruitment to coordinate lysosome extension and anterograde transport. (ii) In parallel, mTORC1 stimulates S6Ks and inhibits 4E-BPs to promote translation and rapidly boost levels of various (select) endo-lysosomal proteins, catalysing endo-lysosome expansion. This expansion increases the holding capacity of the endo-lysosomal system, likely promoting antigen retention. Together both pathways, (i) and (ii), converge to promote lysosome remodelling, collectively bolstering immunity. Importantly, this model does not imply that mTORC1 has no additional functions contributing to phagocyte activation and antigen presentation, nor does it imply that enhanced translation only boosts endo-lysosomal function. Arl8b, ADP Ribosylation Factor Like GTPase 8B; LPS, lipopolysaccharides; mTOR, mechanistic target of rapamycin; mTORC1, mechanistic target of rapamycin complex 1; PI3K, phosphoinositide 3-kinase; S6K, S6 kinase; 4E-BP, 4E-binding protein.
(TIF) Click here for additional data file.

S1 Table Original data for the RNAseq global analysis in Fig 8. RNAseq, RNA sequencing.
(XLSX) Click here for additional data file.

S1 Data Original data represented in Fig 1. (XLSX) Click here for additional data file.

S2 Data Original data represented in Fig 2. (XLSX) Click here for additional data file.

S3 Data Original data represented in Fig 3. (XLSX) Click here for additional data file.

S4 Data Original data represented in Fig 4. (XLSX) Click here for additional data file.

S5 Data Original data represented in Fig 5. (XLSX) Click here for additional data file.

S6 Data Original data represented in Fig 6. (XLSX) Click here for additional data file.

S7 Data Original data represented in Fig 7. (XLSX) Click here for additional data file.

S8 Data Original data represented in Fig 9. (XLSX) Click here for additional data file.

S9 Data Original data represented in S1 Fig. (XLSX) Click here for additional data file.

S10 Data Original data represented in S2 Fig. (XLSX) Click here for additional data file.

S11 Data Original data represented in S3 Fig. (XLSX) Click here for additional data file.

S12 Data Original data represented in S4 Fig. (XLSX) Click here for additional data file.

S13 Data Original data represented in S5 Fig. (XLSX) Click here for additional data file.

S14 Data Original data represented in S6 Fig. (XLSX) Click here for additional data file.

S15 Data Original data represented in S7 Fig. (XLSX) Click here for additional data file.

S16 Data Original data represented in S8 Fig. (XLSX) Click here for additional data file.

S17 Data Original data represented in S9 Fig. (XLSX) Click here for additional data file.

S18 Data Original data represented in S10 Fig. (XLSX) Click here for additional data file.

S1 Raw Images Unedited, original Western blots images. (PDF) Click here for additional data file.

## Abbreviations

Abt1: activator of basal transcription 1
APC: antigen presenting cell
Arl8b: ADP Ribosylation Factor Like GTPase 8B
ATP6V1H: V-ATPase V_1_ subunit H
ATP6V1D: V-ATPase V_1_ subunit D
B2M: β2-microglobulin
BMDC: Bone marrow–derived dendritic cell
BMDM: Bone marrow–derived macrophage
CD63: cluster of differentiation protein 63
Cln3: neuronal ceroid-lipofuscinosis 3
CtsC: cathepsin C
CtsD: cathepsin D
DC: dendritic cell
DTT: dithiothreitol
EBSS: Earle’s balanced salt solution
eIF4E: eukaryotic translation initiation factor 4E
Galc: galactosylceramidase
ELISA: Enzyme-linked immunosorbent assay
GEO: Gene Expression Omnibus
HEL: Hen Egg Lysozyme
Hyal1: Hyaluronidase-1
LAMP1: lysosome-associated membrane protein 1
LAMP2: lysosome-associated membrane protein 2
LAMP3: Lysosome-associated membrane protein 3
LC3: Microtubule-associated protein 1A/1B-light chain 3
LPS: lipopolysaccharides
LY: Lucifer yellow
LY2: LY2584702
MHC-II: major histocompatibility complex-II
mTOR: mechanistic target of rapamycin
mTORC1: mechanistic target of rapamycin
M6PR: mannose-6-phosphate receptor
NPC2: Niemann-Pick disease type C2 protein
OD: optical density
PFA: paraformaldehyde
PI3K: Phosphoinositide 3-kinase
PPIA: peptidylpropyl isomerase A
PVDF: polyvinylidene difluoride
Rab7: Ras-related protein 7
RILP: Rab-interacting lysosomal protein
RNAseq: RNA sequencing
S6K: S6 kinase
Sgsh: sulfamidase
SIM: structured illumination microscopy
SLC11A1: solute carrier 11A1
SLC11A2: solute carrier 11A2
TBP: Tata-box binding protein
TFE3: transcription factor E3
TFEB: transcription factor EB
TLR4: toll-like receptor 4
TRPML1: transient receptor potential mucolipin 1
ULK1: Unc-51 like autophagy activating kinase
V-ATPase: vacuolar H^+^ ATPase pump
5′TOP: 5′ terminal oligopyrimidine tract
5’UTR: 5’ untranslated region

# Supplementary material for: Enhanced translation expands the endo-lysosome size and promotes antigen presentation during phagocyte activation
**Source:** PLoS Biol. 2019 Dec 4;17(12):e3000535. doi: 10.1371/journal.pbio.3000535

As in Figure 2a

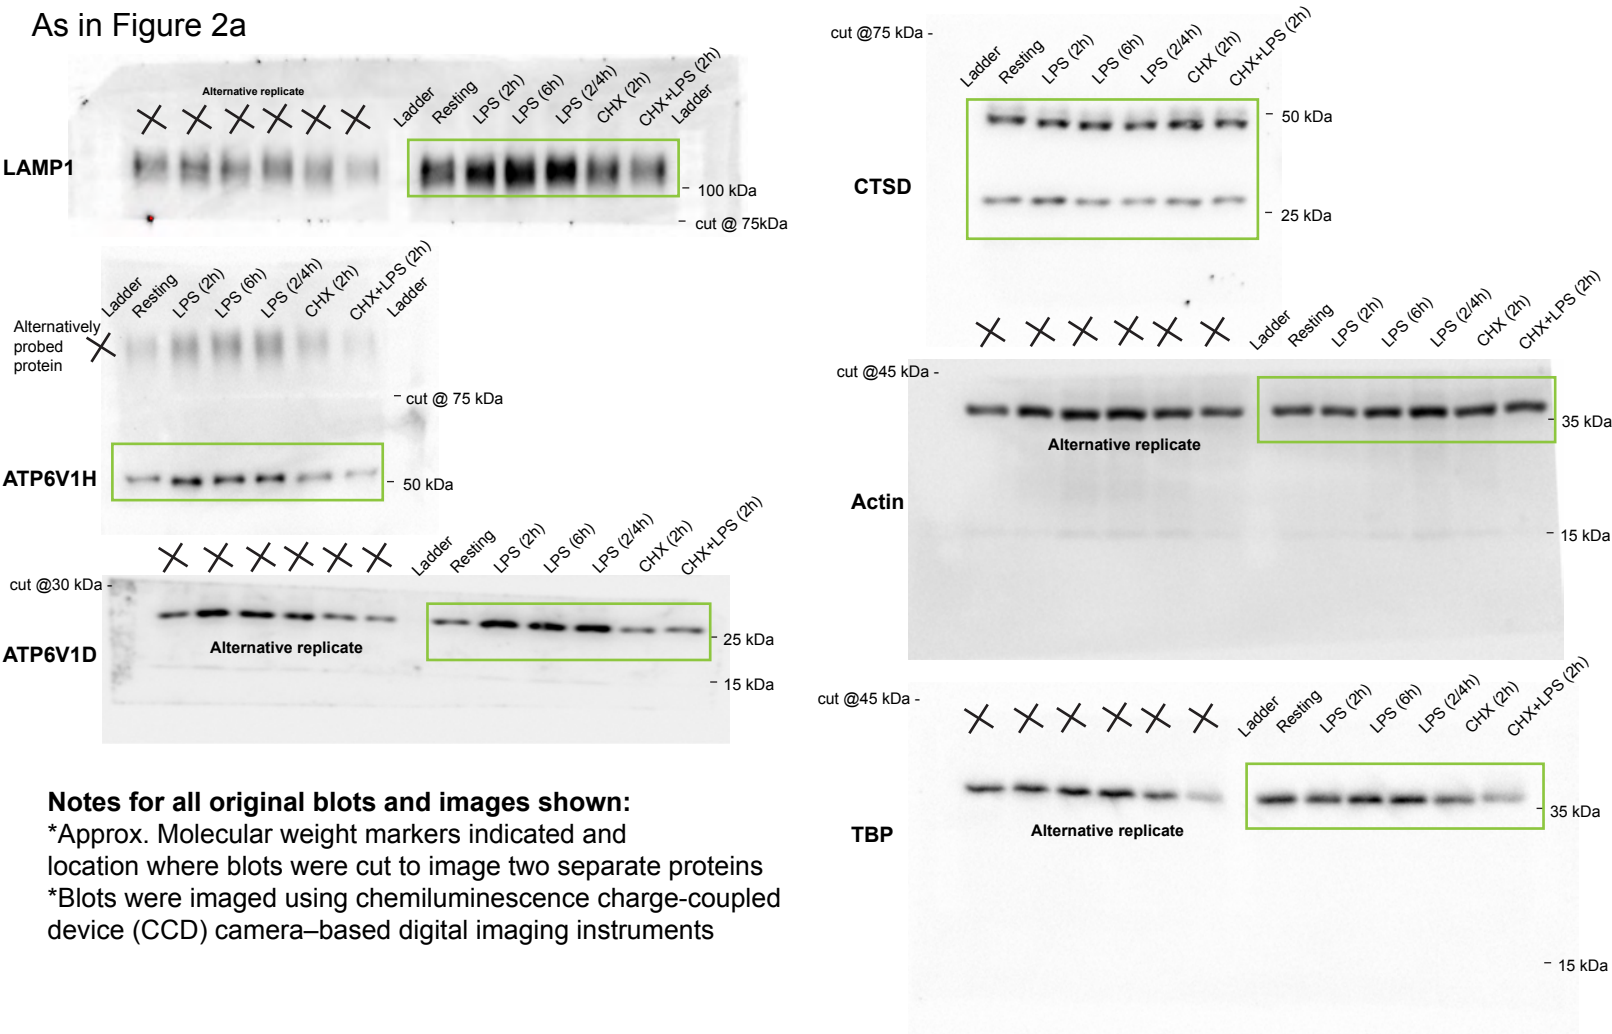

**Notes for all original blots and images shown:**  
\*Approx. Molecular weight markers indicated and location where blots were cut to image two separate proteins  
\*Blots were imaged using chemiluminescence charge-coupled device (CCD) camera-based digital imaging instruments

As in Figure 4c

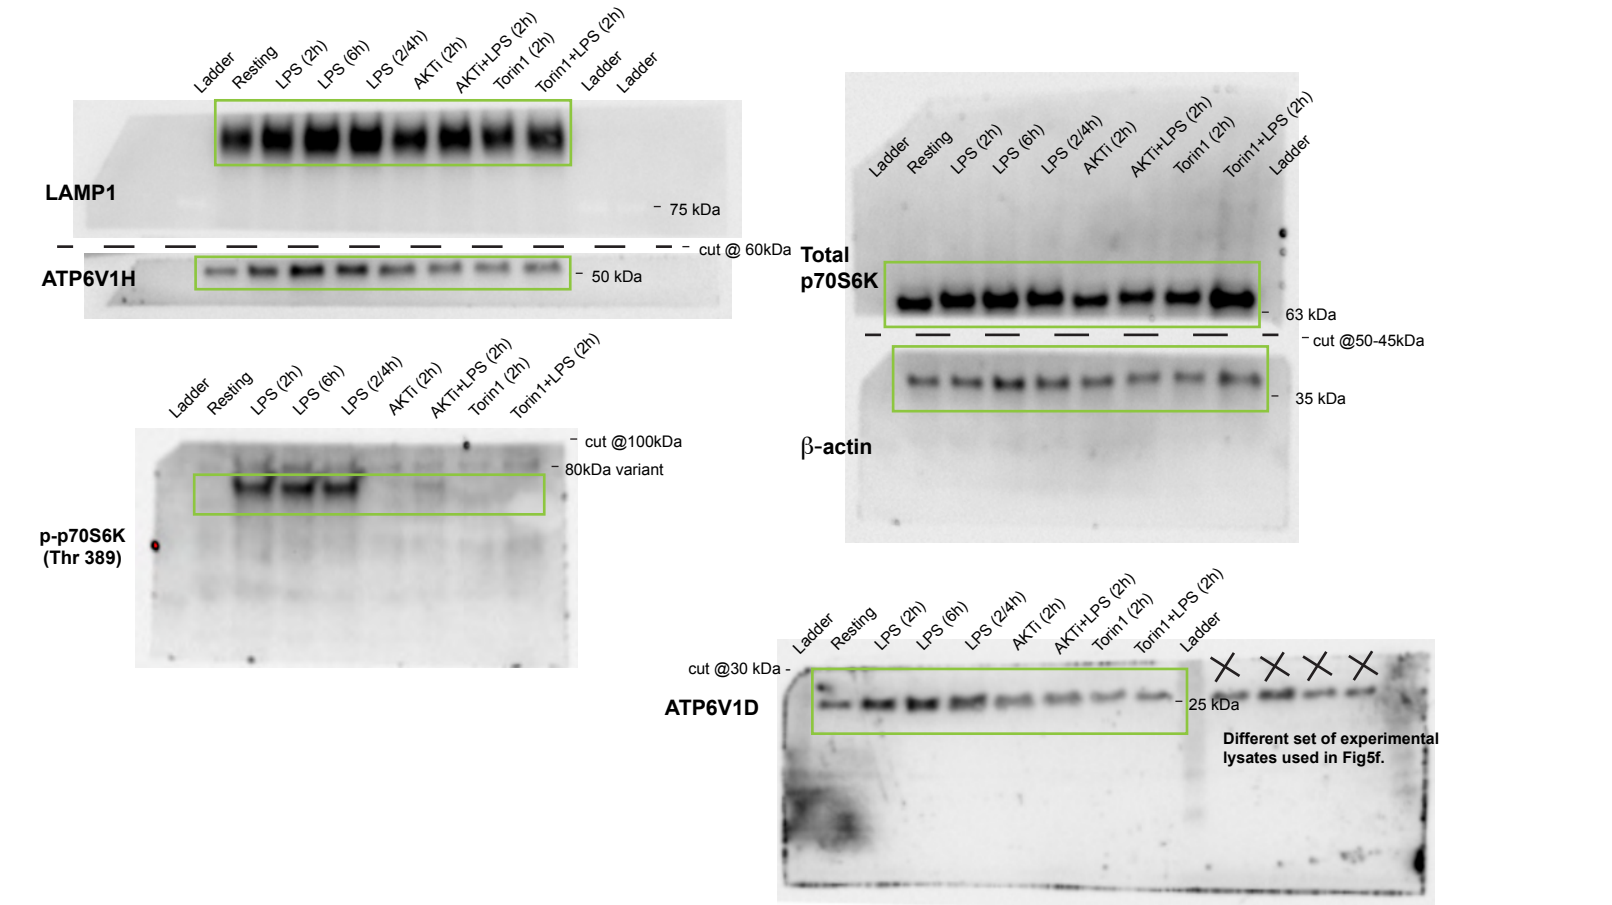

As in Figure 5a

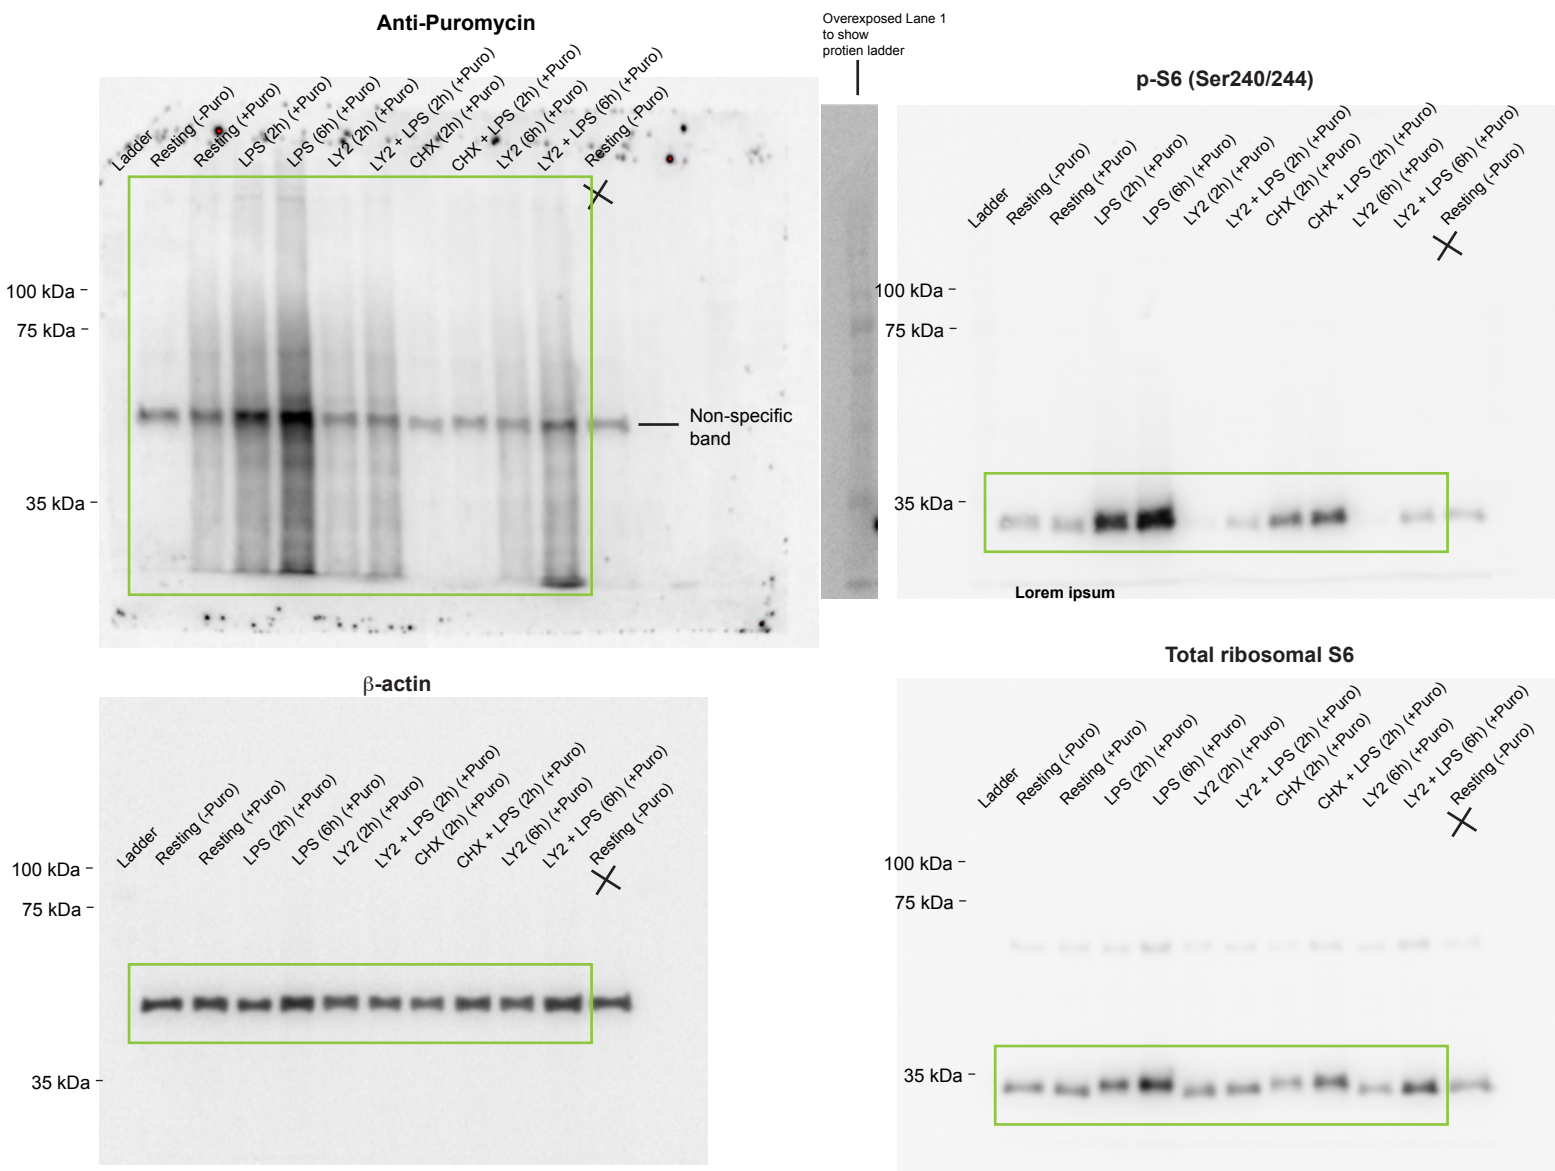

As in Figure 5f

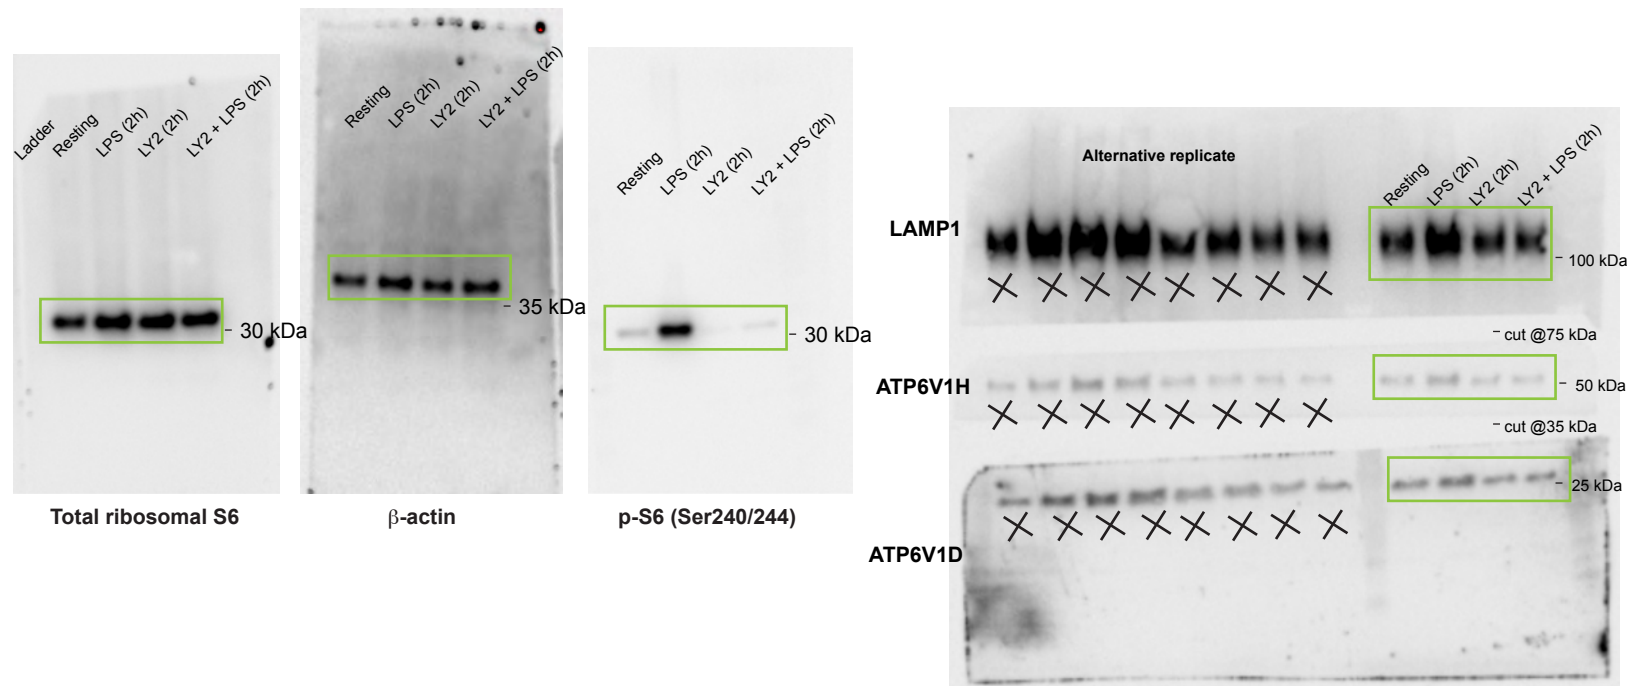

As in Figure 6d

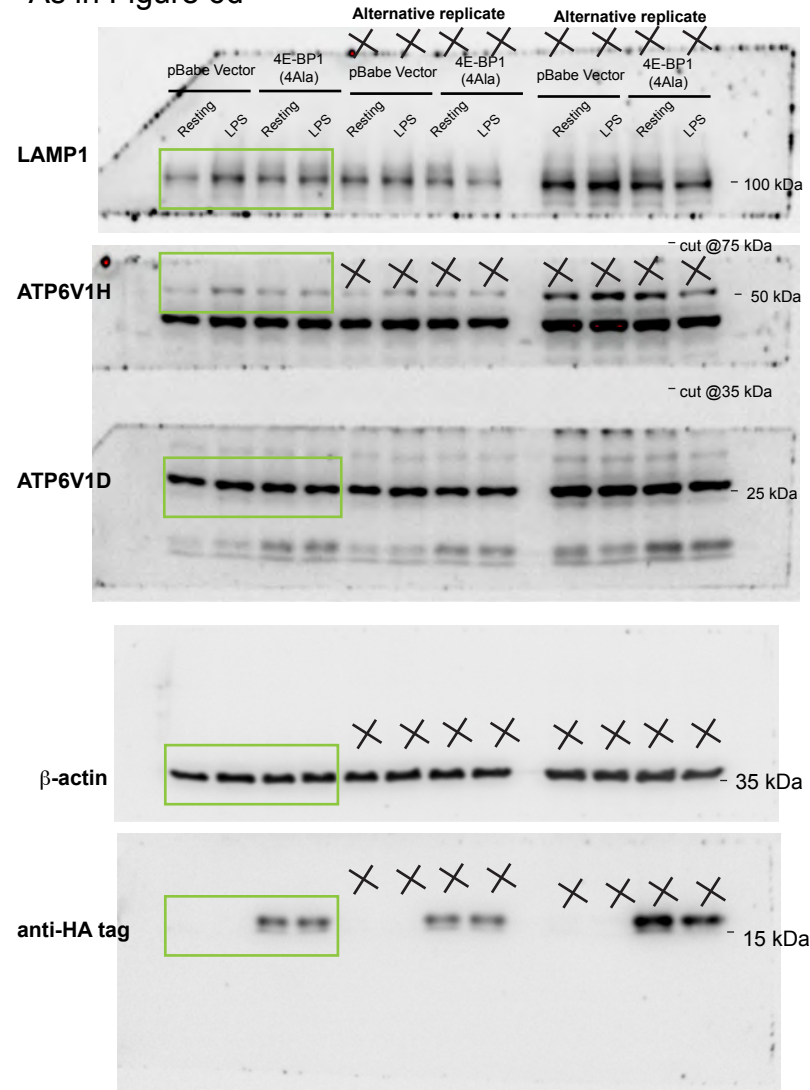

As in Figure 9d

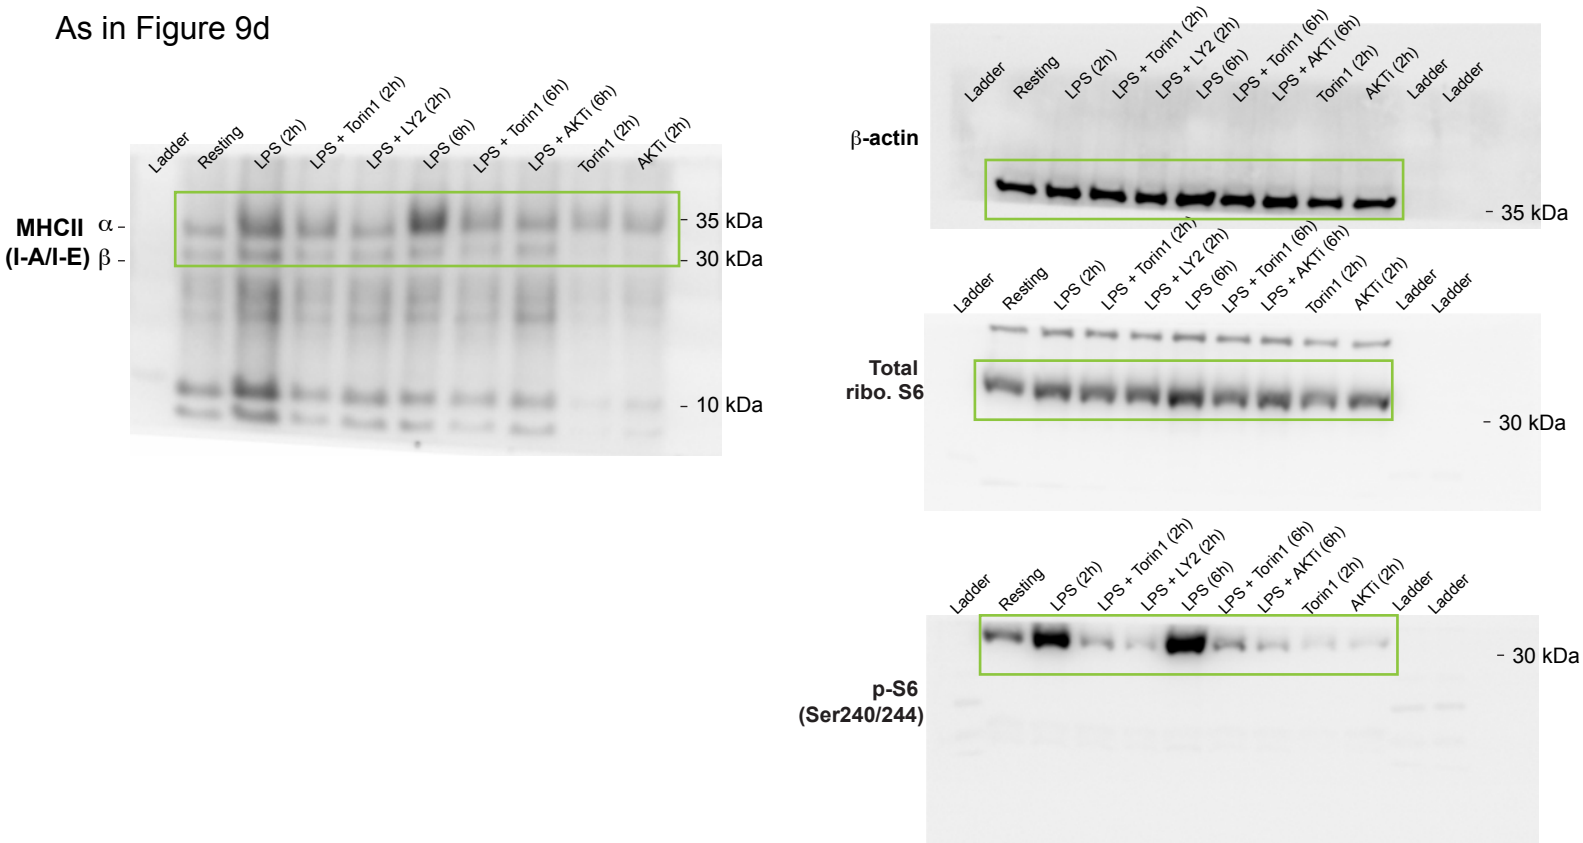

As in Supp\_Fig 3a

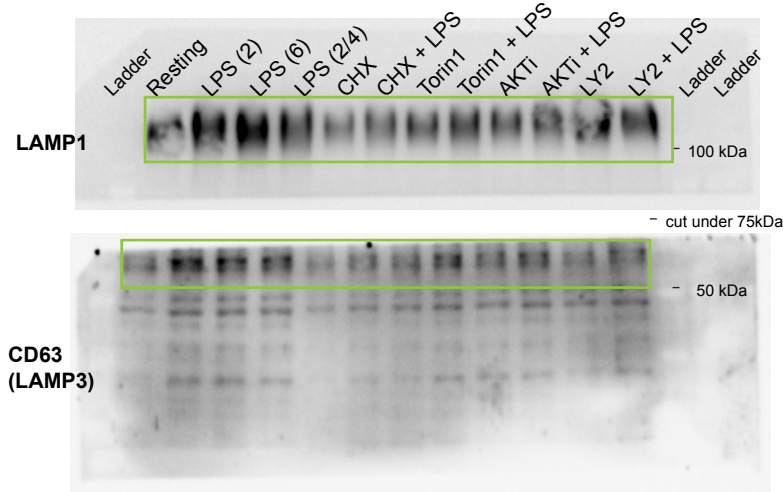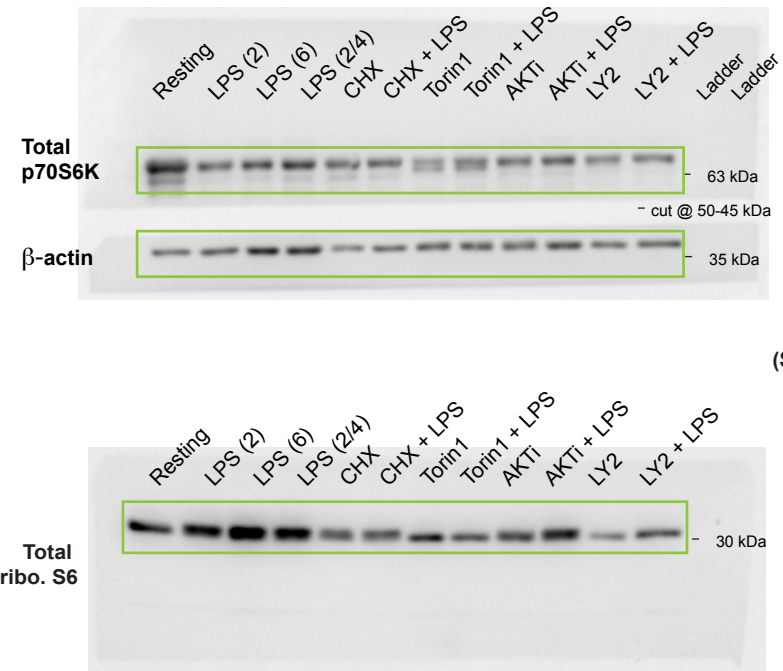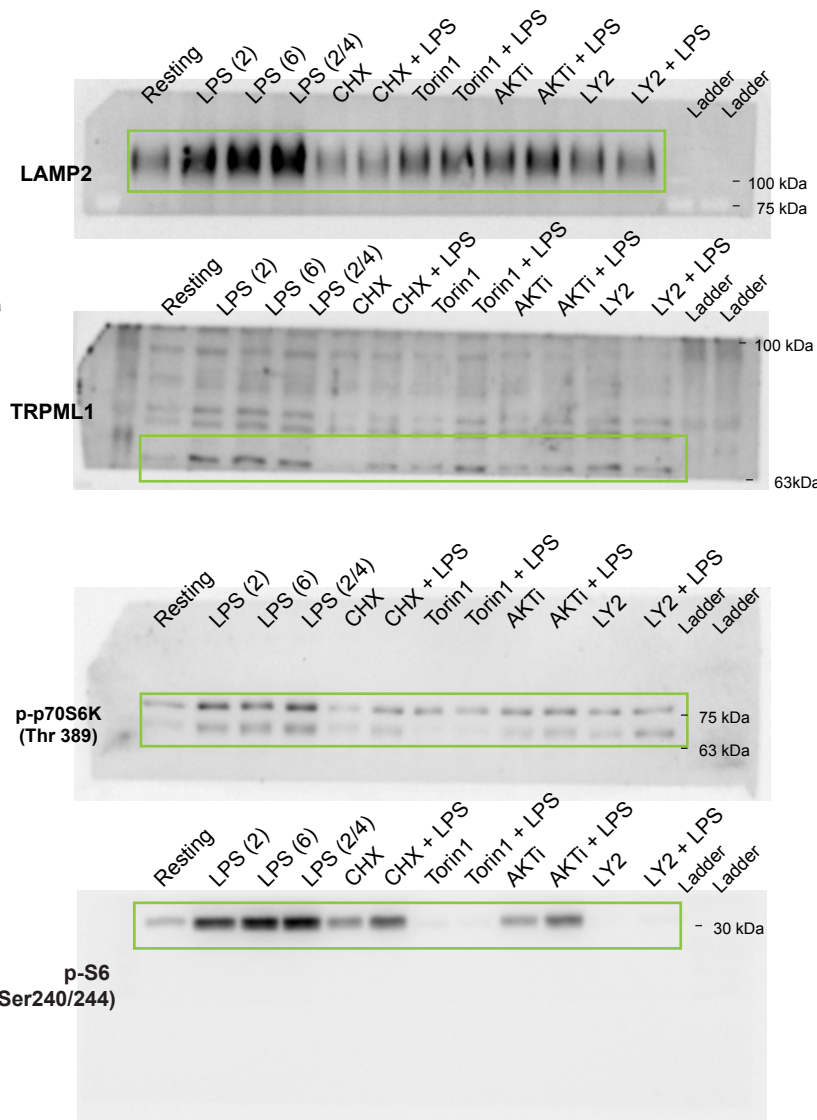

As in Supp\_Fig 4a

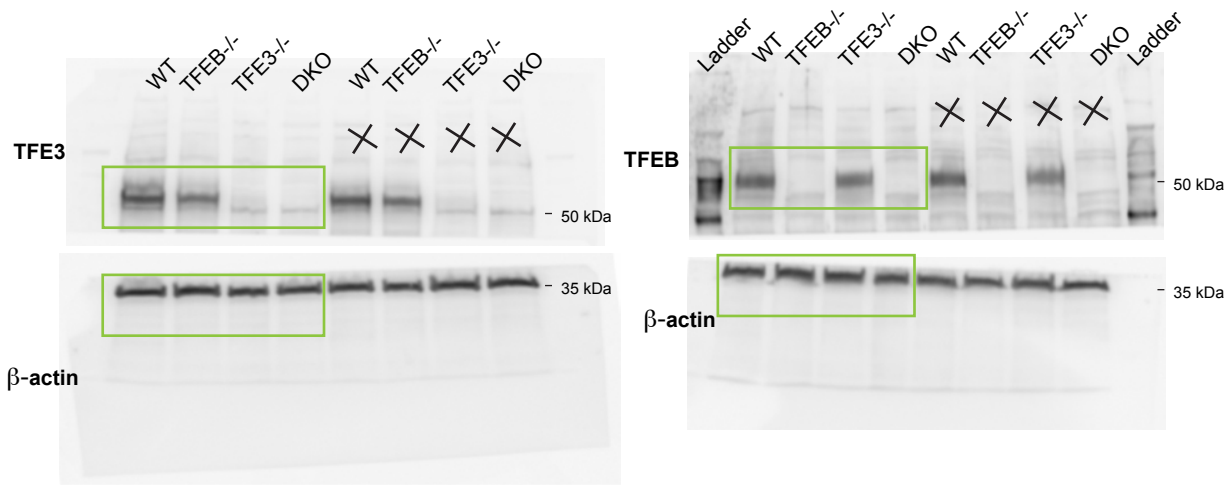

As in Supp\_Fig 4a

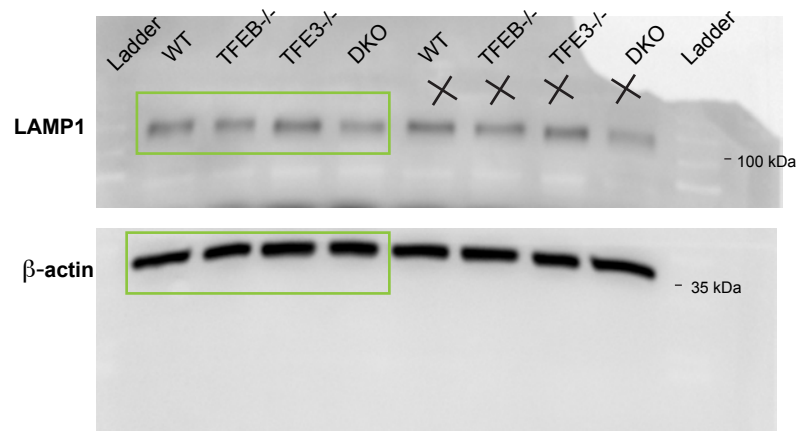

As in Supp\_Fig 5a

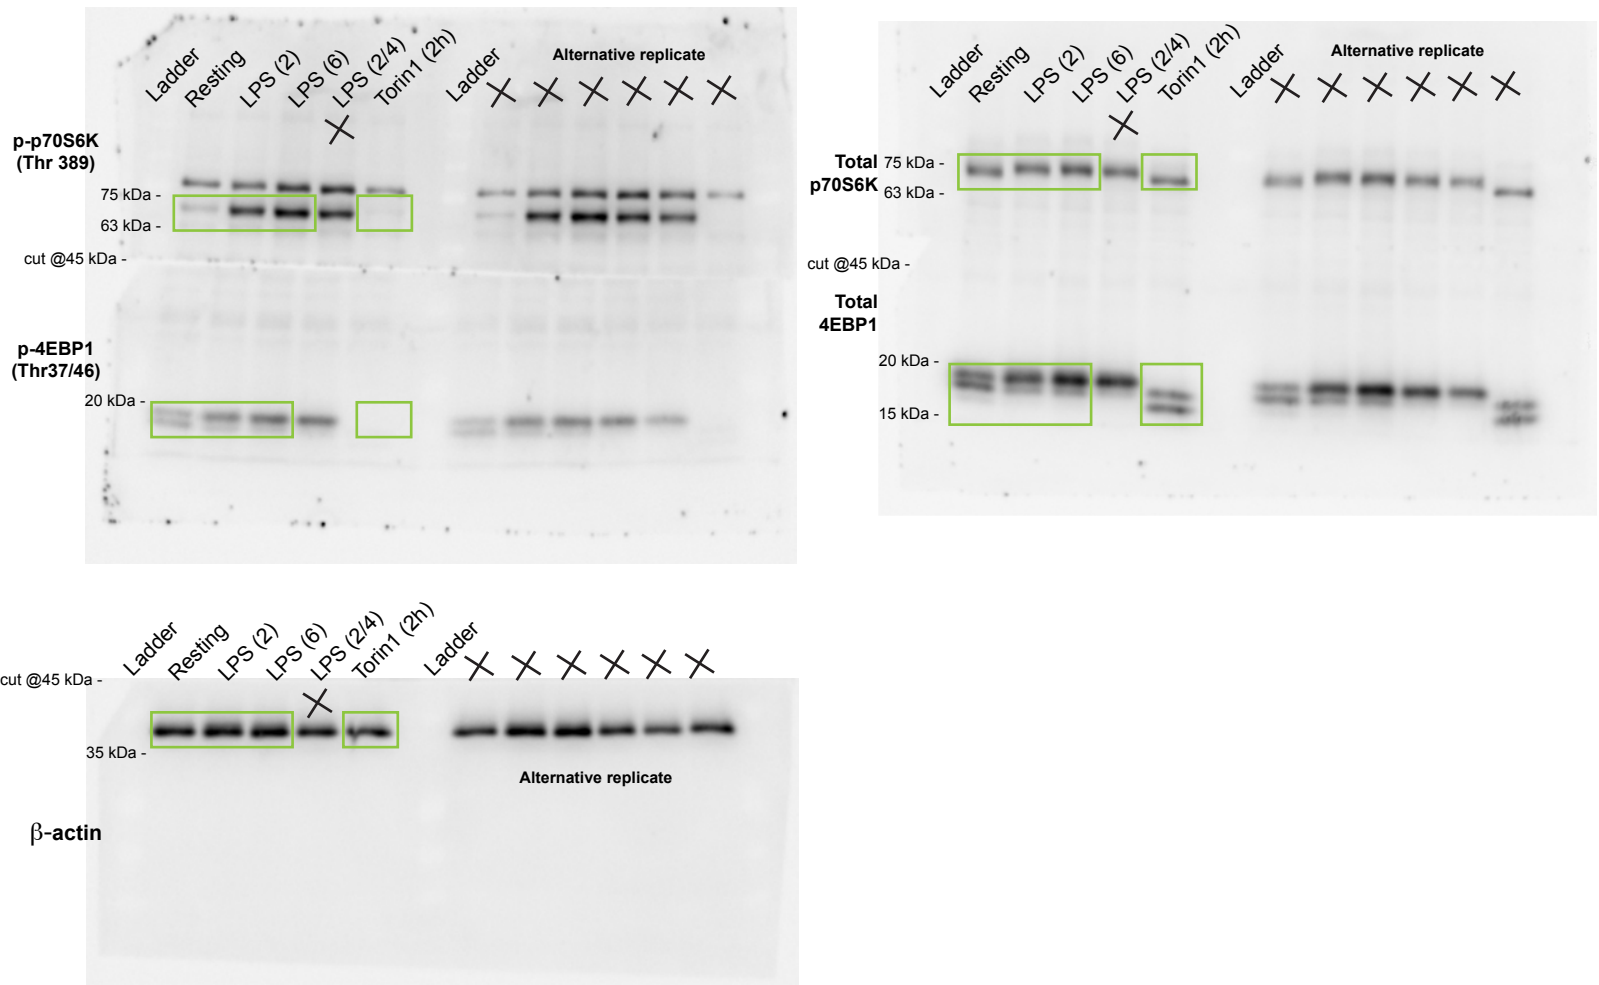

As in Supp\_Fig 5d

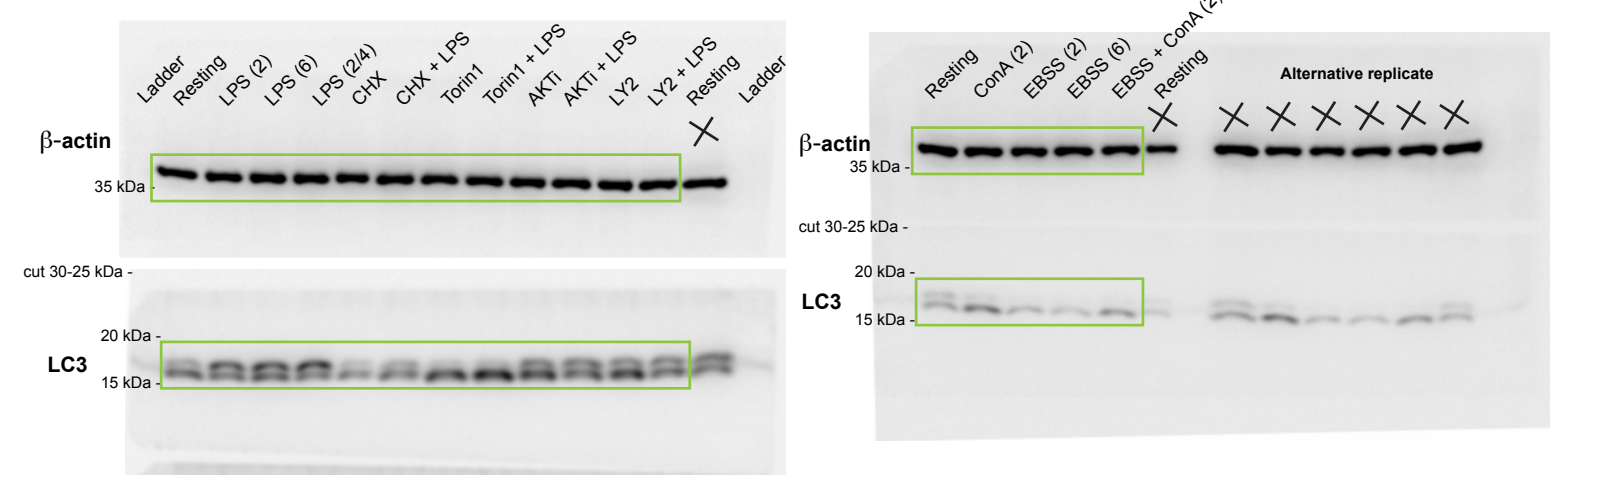

As in Supp\_Fig 5f

Anti-Puromycin

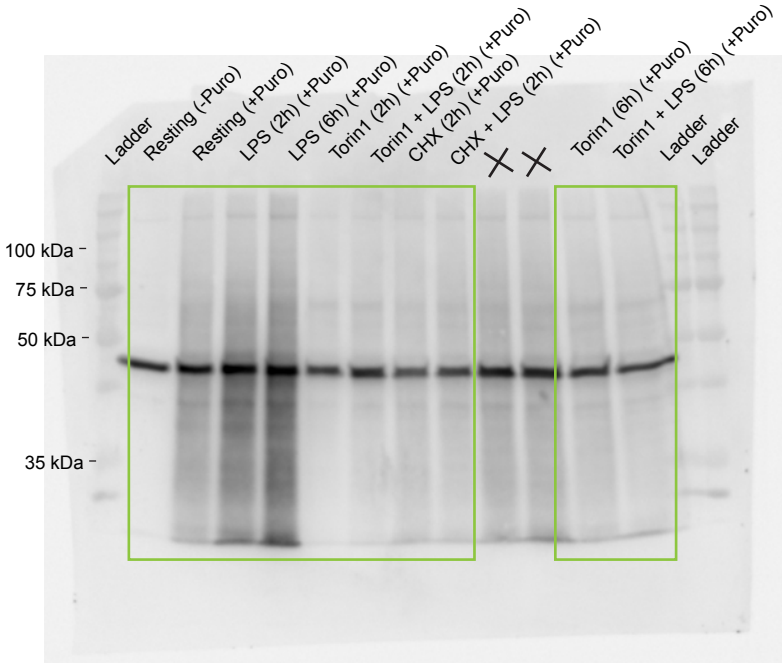

Total p70S6K

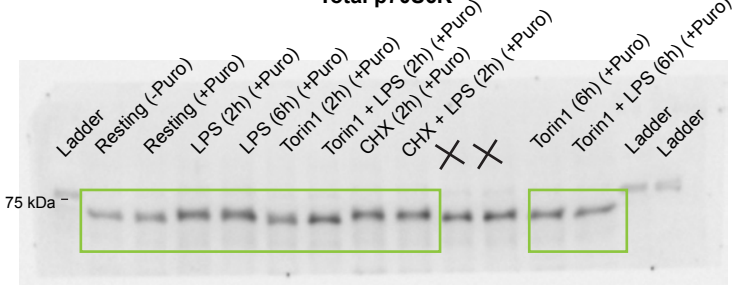

p-p70S6K (Thr 389)

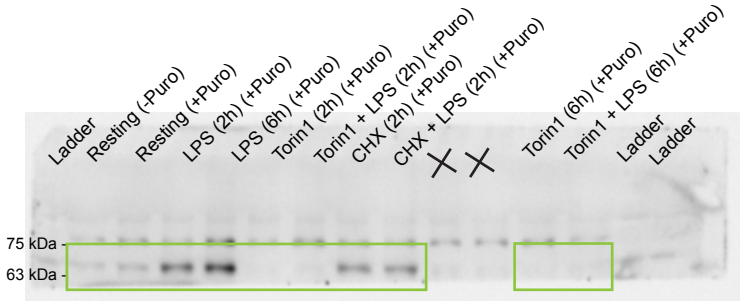

$\beta$ -actin

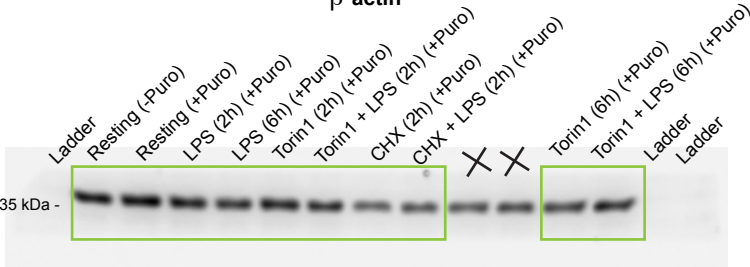

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

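Polysome-associated and total mRNA were measured in RAW264.7 cells given no LPS (control), 500 ng/mL LPS for 6 h, or LPS for 6 h after 15 min with 100 nM torin1, in 3 independent experiments. The labels give each library its treatment, RNA type and experiment number. The paper's methods and the sample records describe the control as vehicle (DMSO), and the paper's results call it untreated. Libraries of other treatments and times that the methods describe were not used here. The qRT-PCR across gradients was not analysed here.

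The authors made stranded total RNA libraries after removal of ribosomal RNA, sequenced them paired-end and processed the reads with version 1.3 of the nextflow RNAseq pipeline at its default settings. They aligned the reads to GRCm38 with Hisat2 and counted them per gene with featureCounts and the Ensembl annotation. They kept protein-coding genes and removed genes with 0 counts in a library. The deposited values are these raw counts of 11243 genes in 18 libraries, with no normalization, and the lowest value is 1. The versions of Hisat2 and of the annotation, and how the defaults treat strands, are not spelled out in the paper's text and were not looked up here.

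Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Differences in total and in polysome-associated mRNA were tested with edgeR's quasi-likelihood test after TMM normalization, with the 9 libraries of an RNA type and all 3 treatments in one model, and with the Benjamini-Hochberg adjustment over all genes. The FDR threshold of 0.25 and the other thresholds are those of the paper's methods. Translation efficiency was tested as the interaction of RNA type and treatment in one edgeR model with 6 groups over the 18 libraries, with a fold of at least 1.2.

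The paper used anota2seq, which was not installed here. Its analysis of partial variance was therefore written in R from its description: log2 CPM of polysome-associated mRNA (TMM, pseudocount 0.5) was regressed on that of total mRNA with one slope per gene and the treatment as a factor, residual variances were shrunken over genes with limma, and the effect was tested with the full standard error of the regression. A gene was in translation mode with an adjusted p of at most 0.25, a slope from −1 to 2, a difference of at least a fold of 1.2 between the changes of the RNA types, and a polysome-associated change in the direction of the effect. Buffering exchanged the RNA types and took slopes from −2 to 1. Abundance mode held the other genes that passed limma's moderated tests in both RNA types in the same direction.

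The lysosome pathway list came from S1 Table. The list of 98 TOP genes was written from general knowledge of ribosomal protein genes and translation factors, since the paper's text gives none, and older symbols were matched to the table. The TOP genes as a set were tested with camera, whose p is not printed since only 3 experiments enter it. The text names every gene that the paper names for these experiments, the V-ATPase subunit genes at the ends of their range, and the 3 rising and 3 falling genes with the largest change that moved the same way in all 3 experiments, for polysome-associated mRNA and for translation mode. Translation mode had 2 rising genes. Overlapping genes and pseudogenes were taken from an annotation of GRCm38.

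The pairing of libraries comes from the experiment number in the labels and from the methods, which describe matched total and polysome-associated mRNA of each lysate. The methods do not name a replicate block, so it was an alternative. The other alternatives were DESeq2's Wald test and size factors, each experiment left out, an FDR of 0.05, filters on low counts, one model over all libraries, only the treatments compared in the model, adjustment over the lysosome list alone, the other of the translation tests, and torin1 medians against LPS libraries that did not enter the choice of the genes. Corrections for GC content and length, further combinations with the block and another form of the standard error were added later.

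The edgeR, DESeq2, camera and partial variance steps were tested on counts simulated from the means and library sizes of the real libraries. In these counts 200 of 11243 genes were changed by 2 on the log2 scale. Other steps, such as the corrections for GC content and length, were not tested this way. Most changes in translation efficiency given here are far smaller, so the shares recovered do not measure the power for them. At the FDR of 0.25, the edgeR test recovered 97.5% of the changed genes in total mRNA and 98.5% in polysome-associated mRNA. The interaction test recovered 89.5% and translation mode 91.5%, or 90.0% and 84.0% with the block, and buffering 89.0%. Abundance mode recovered 95.0% and DESeq2's interaction 91.0%. For buffering the direction was supplied from the simulation, so it was not tested. For the interaction test 29 of the 208 genes called had not been changed, and for translation mode 40 of 223. For the edgeR test it was 69 of 264 in total mRNA and 86 of 283 in polysome-associated mRNA. For DESeq2 in polysome-associated mRNA it was 156 of 351. Each of these last shares lies above the FDR of 0.25. The gene set test camera was run on a shift of 0.3 in the TOP genes and found its direction with and without the block.

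Between 27800983 and 47725557 reads per library were counted on genes. At this depth 929 genes (8.26%) had fewer than 10 counts in at least one library.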

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

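The tests in this part were all chosen after the results they weigh had been seen.

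The paper compares LPS with control and LPS with torin1 against LPS. The comparison of LPS with torin1 against control, which the paper does not report, gave 6546 genes past the FDR threshold of 0.25 in polysome-associated mRNA, 3202 higher and 3344 lower, and 7451 with the replicate block. In total mRNA 7501 genes passed, or 8266 with the block. Of the 6191 genes that LPS alone had changed in polysome-associated mRNA, 4293 (69.3%) also passed in the same direction with torin1 present and 245 in the opposite direction. Across genes, the log2 fold changes of the 2 comparisons, which share the control libraries, had a Pearson correlation of 0.815 and a slope of 0.820. The shared control libraries push the 2 changes the same way by noise alone. The values without any remaining response were not computed. Neither these figures nor the 69.3% can therefore measure how much of the response remains.

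The choice of the normalization was tested with DESeq2's size factors in place of TMM, which gave 6543 genes, and a difference in library size by thinning every library to the smallest total, which gave 6520. Both leave the scaled values nearly as they were, so these counts could hardly have changed and by themselves rule out neither cause. A scaling error, from normalization or library size, would move all genes of a library the same way. The genes that passed were split into 3202 higher and 3344 lower. Normalization centres the changes, so the near-even split by itself carries no information. A shift common to all genes could not, however, take unchanged genes both ways. This argues against a scaling error as the cause of the whole pattern, though it may add to the number. With one experiment left out, between 4156 and 7627 genes passed. The lysates can be split in 4 ways by exchanging the labels within experiments, and 1 of the 4 splits, the real one, gave as many genes, while the others gave 0. A share of 1 in 4 is the smallest that this design can give, so this test decides neither for nor against chance. A biological reading, that much of the response to LPS at 6 h may remain with mTOR inhibited, is a hypothesis.

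The translation efficiency of the TOP genes between LPS with torin1 and LPS, which the paper does not report, had a median log2 change of −0.52 ± 0.14 (SD, n = 3 experiments), with −0.56, −0.37 and −0.63 in the 3 experiments. Of 10000 random lists of genes of the same size matched on mean expression, 0 had a median as low, and the lowest was −0.06. For comparison, the median with LPS was 0.10 ± 0.16 (SD, n = 3).

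Each technical explanation was tested on this median. With DESeq2's size factors, which test the normalization, it was −0.47. After correction for GC content and length it was −0.40. In the 34 TOP genes without a named pseudogene, which test for reads shared with copies, it was −0.33, against −0.58 in the 62 genes with one. With all libraries thinned to the smallest total it was −0.52, though thinning hardly moves scaled values and is a weak test of library size. The shift was negative in all 3 experiments under each of these. Reads shared with pseudogenes may add to its size, since the median is closer to 0 without those genes. Of the 4 splits of the lysates within experiments, 1, the real one, gave a shift as strong, which is the smallest share possible here, so this test decides neither for nor against chance. With GC correction alone the median was −0.51. It was −0.40 ± 0.08 after both corrections and −0.33 ± 0.01 without the genes with a named pseudogene (SD, n = 3). These values argue against GC content, length or reads shared with named pseudogenes as the whole cause. A scaling error would move the matched random lists too, and the lowest of these was −0.06, which argues against normalization. A lower translation of TOP mRNAs with torin1 remains a biological hypothesis.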

How the results depend on the processing

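The replicate block, DESeq2, the experiments left out in turn, the FDR of 0.05, the filters on low counts, the other models, the exchange of the translation tests and the disjoint LPS libraries were set before the data were examined. The block for the torin1 medians, the corrections for GC content and length, the combinations of the block with other choices and the form of the standard error described last were added after the values had been seen. The causes of the changes below were not tested unless a value is given.

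The numbers of genes changed in total and in polysome-associated mRNA, of the whole table and of the lysosome list, stayed within 1.5 times their value and had similar shares of higher and lower genes with DESeq2's Wald test, the replicate block, a minimum of 10 counts, one model over all 18 libraries and only the treatments compared in the model. The filter of filterByExpr, run on the whole table only, also left its numbers within that range. At an FDR of 0.05, polysome-associated mRNA gave 3654 genes with LPS and 1557 with torin1, total mRNA gave 3279 with torin1, and the lysosome list gave 49 in total mRNA and 9 shifted back by torin1. Abundance mode held 3238 genes and translation mode 1 at that threshold, and buffering held 0, with 2345 genes at an unadjusted p under 0.05 before its other thresholds.

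Leaving out one experiment gave from 3901 to 7251 genes in polysome-associated mRNA with LPS, from 3959 to 5385 in total mRNA and from 1187 to 5182 in polysome-associated mRNA with torin1, from 9 to 27 lysosome genes shifted back by torin1, from 3645 to 5640 genes in abundance mode and from 0 to 1.4e+02 (85 higher and 51 lower) in buffering. For translation mode the range was from 0 to 263. The 263 genes, found without the second experiment, include all 10 found with 3 experiments. With 0 genes in translation mode, without the first experiment, 595 had an unadjusted p under 0.05, and with 0 in buffering, 1358 and 942 had. The polysome-associated library with LPS and torin1 of the second experiment differed from its replicates more than any other library did, but this was not tested as a cause.

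Translation mode was the result that moved most. With genes of at least 10 counts in every library it held 0 genes (587 at an unadjusted p under 0.05), and no torin1 median could then be given. The edgeR interaction test in its place gave 0 genes (44 at an unadjusted p under 0.05), so the medians had no genes there either. In the other direction, the analysis of partial variance in place of the interaction test gave 10 genes with changed translation efficiency. DESeq2's Wald test gave 1 such gene with LPS and 7 with torin1, and the replicate block 25 with torin1, where the main number is 0 (110 at an unadjusted p under 0.05).

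The torin1 median of the translation-up genes was −1.85 and that of the translation-down genes 0.88. With the replicate block, added later, they were −0.74 and 0.47, and with disjoint LPS libraries −0.94 and 0.46. Without the second experiment they were −0.20 and 0.10. Without the third, translation mode held 1 gene, a translation-down gene with a torin1 change of 1.89, and no translation-up genes. The range of the translation-down values, from 0.10 to 1.89, thus has a single gene at its upper end. Without the first there were no genes in either set. The change in translation efficiency of the TOP genes with LPS was no longer found by camera at an unadjusted 0.05 without the first experiment and was found with all other alternatives, with a median from 0.0040 to 0.18 across the fits that left one experiment out.

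Corrections for GC content and length, chosen after the values were seen, left 0 genes with changed translation efficiency with LPS (48 and 62 at an unadjusted p under 0.05, or 308 and 330 with the replicate block). With torin1 the correction for both gave 7 genes, the block with GC correction 45, and the block with both 28. Translation mode held 46 genes with GC correction, 27 with both corrections, and 34 and 39 with the block added. Buffering held 115 genes with the block and GC correction, and also 115 with the block and both. The block with only the treatments compared in the model gave 121 genes in translation mode.

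One form of the standard error was chosen after the values were seen, out of 23 forms set beside S1 Table, because its adjusted p-values came closest to that table. It uses the replicate block but takes the covariate term of the standard error without the block. It is therefore no independent alternative. It gave 146 genes in translation mode, 301 with GC correction and 304 with GC and length correction, torin1 medians of −0.43 and 0.60, and 10 lysosome genes with changed translation efficiency when adjusted over the list alone. In simulated data it called many genes where none had changed, as described under the other observations.

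Of the 65 results of the 32 genes named in the text, 4 reversed, in 5 comparisons with a fit that left out one experiment. This list of results was drawn up after the values of all named genes in all comparisons had been seen. Further results reversed among those left out of the list. The total mRNA change of Ppia with LPS ranged from −0.00010 to 0.0430 and the polysome-associated change of Mcoln1 from −0.0125 to 0.29. The change in translation efficiency ranged from −0.0912 to 0.16 for Cln3, which reversed in 2 fits, and from −0.0043 to 0.13 for M6pr. None of these passed the threshold in any of the fits. Of the other comparisons of the 65 results with an alternative, 291 stayed on their side of the threshold in the same direction, 18 lost it and 11 gained it.

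Depth limits the lowest genes. Of the genes in translation mode, 9 had fewer than 10 counts in a library, against 8.26% of all genes.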

Differences from the paper's values

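The paper's figure shows about 75 genes with increased translation and about 71 with decreased translation (about 75 and about 71 in Fig 8B, read by eye), and the values here were 2 and 8. Of the alternatives set before the data were examined, leaving out the second experiment gave 57 increased genes, within 1.5 times the paper's number, but 206 decreased genes, and none of the others closed either gap. Of the settings chosen after seeing the values, the replicate block with only the treatments compared in the model gave 49 and 72, the second of which is within 1.5 times the paper's number. The replicate block with the covariate term of the standard error taken without the block gave 76 and 70. This setting was chosen after seeing the values, out of 23 forms of the standard error set beside S1 Table, because it came closest to the adjusted p-values of that table, and it is not an independent result. With GC correction added to it the numbers were 121 and 180, and with GC and length correction 112 and 192.

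Of the genes that the available part of S1 Table, with 1998 genes, lists in translation mode, the paper's numbers are 17 for LPS and 28 for torin1. The analysis without the block found 3 of the 17 and 2 of the 28, and the replicate block 1 and 0. The form of the standard error chosen after seeing the values found 17 and 27.

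The median change in polysome-associated mRNA with torin1 was −1.85 for the translation-up genes here and about −0.47 in Fig 8D, read by eye, for the paper's. Leaving out the second experiment gave −0.20, whose distance from the paper's value is smaller than the SD of 0.40 over the 3 experiments but larger than the SD of 0.09 of that fit, while DESeq2's size factors gave −1.83 and disjoint LPS libraries −0.94. For the translation-down genes it was 0.88 against about 0.61 in Fig 8D, read by eye. Disjoint LPS libraries gave 0.46, whose distance from the paper's value is smaller than the SD of 0.17 over the 3 experiments but larger than its own SD of 0.11. DESeq2's size factors gave 0.90, leaving out the second experiment 0.10 and leaving out the third 1.89, the last from 1 gene. Settings chosen after seeing the values gave −0.74 and 0.47 (replicate block) and −0.43 and 0.60 (covariate term without the block).

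With LPS, the median change of the translation-up genes in polysome-associated mRNA was 3.95 against about 1.7 in Fig 8C, read by eye, and in total mRNA 2.83 against about 1 in Fig 8C, read by eye. The median of the translation-down genes in polysome-associated mRNA was −2.26 against about −1.4 in Fig 8C, read by eye. Leaving out the second experiment gave 1.34, 0.61 and −1.32, whose distances from the paper's values are all smaller than the SDs of 0.41, 0.68 and 0.32 over the 3 experiments, though not than the SDs of that fit. DESeq2's size factors gave 3.97, 2.86 and −2.24, and leaving out the third experiment gave −3.59 for the last, from 1 gene, none of which closed the gap. The setting with the covariate term without the block, chosen after seeing the values, gave 1.63, 0.98 and −1.37, and the replicate block, also chosen after seeing the values for these medians, gave 1.32, 0.14 and −2.27.

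In S1 Table the paper's number of lysosome pathway genes with changed translation efficiency at an FDR of 0.25 is 10. The number here was 0, with 0 at an unadjusted p under 0.05. The interaction test that gave it was conservative, so it is weak evidence against a change. None of the alternatives set before the data were examined closed the gap. The covariate term without the block, adjusted over the list alone and chosen after seeing the values, gave 10 genes.

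The paper states that M6pr, Lamp2 and Cln3 were among the mRNAs with changed translation efficiency. Here none of them passed the FDR threshold: the adjusted p in the analysis of partial variance was 0.936, 0.782 and 0.909. In S1 Table the paper's FDR is 0.356 for M6pr, 0.759 for Lamp2 and 0.243 for Cln3. The covariate term without the block, chosen after seeing the values, gave an adjusted p over the list alone of 0.245 for Cln3 and 0.731 for Lamp2, and that of M6pr was also above 0.25.

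The paper's text counts 59 lysosome mRNAs changed in heavy polysomes, and the number here was 56. The lysosome sheet of S1 Table has 71 such genes at an FDR of 0.25 and 38 at 0.05, and 79 and 59 for total mRNA, all of them the paper's values. The replicate block gave 71 in polysome-associated mRNA here.

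The paper describes the reversal of the LPS translatome by torin1 as near-complete. In its own figures, read by eye above, the torin1 medians were smaller in size than the LPS medians. The sets here were far smaller than the paper's, with 2 translation-up and 8 translation-down genes. Their torin1 medians were 46.8% of the LPS change in the translation-up genes and 39.1% in the translation-down genes. With disjoint LPS libraries they were 27.5% and 22.8%, and with the replicate block, chosen after seeing the values for these medians, 55.9% and 20.5%. The paper groups Npc2 with the total mRNAs that were sensitive to torin1, and its change here was −0.15 (adjusted p = 0.520 from edgeR's test). The replicate block gave an adjusted p of 0.233, which passes the FDR threshold of the paper.

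The paper states that Lamp1, V-ATPase subunits H and D, and cathepsin D were mostly not captured by the sequencing. Here Atp6v1h, Atp6v1d and Ctsd passed the FDR threshold in polysome-associated mRNA with LPS, with adjusted p-values of 0.0224, 0.0302 and 0.0431 from edgeR's test, and Lamp1 did not, with 0.329, but did with the replicate block, with 0.211. None was in translation mode. In the lysosome sheet of S1 Table the paper's own FDR in polysome-associated mRNA is 0.0269 for Atp6v1h, 0.0373 for Ctsd and 0.237 for Lamp1, so these values also lie under 0.25, and that sheet does not list Atp6v1d. Its FDR for translation is 0.942, 0.759 and 0.942, in the same order, so none passed there. The paper proposes that lower power for translational efficiency could have masked such changes.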

Other observations

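The tests in this part were chosen after the results they weigh had been seen.

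The number of genes in translation mode depended on the standard error. S1 Table gives adjusted p-values, and the estimates of the translational effect in it were matched by the fit with the replicate block to within 4.47e-05. Of 23 forms of the standard error compared with it, the one with the block and a covariate term computed without the block came closest, with a correlation of log10 adjusted p-values of 1.00 across 1998 genes, against 0.512 for the full standard error with the block and 0.417 without the block. The next highest was 0.992. This form was selected because it matched for LPS against control, so that match is no test of it. For LPS with torin1 against LPS, whose values are not in that ranking, the correlation was 0.9995. The full standard error with the block gave 0.699 there. The torin1 values share the LPS libraries, so they are no independent check. The effects in S1 Table match the fit with the block and not the one without it, which differs by up to 6.42, while the form of the standard error behind the table stays open. It put 146 genes in translation mode, of which 14 were also found with the full standard error and the block, 10 without the block, and 99 were in abundance mode with the full standard error. The estimated effect was larger than the polysome-associated change itself in 81 of them, and 73 had a slope below 0. Lif, which was singled out after its values were seen, had a slope of −0.60, an effect of 12.45 and log2 fold changes of 7.90 in polysome-associated and 7.63 in total mRNA.

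A standard error that is too small is a candidate explanation for the larger number, and it was tested on 20 simulated data sets of 11243 genes without any translational change. The term without the block gave a median of 824.5 genes at an adjusted p of at most 0.25 before the other thresholds, between 633 and 913, and 13.2% of genes had an unadjusted p under 0.05. The full standard error gave a median of 0 genes, at most 7, with 4.76% of genes at an unadjusted p under 0.05. In the real data the numbers were 969 and 22. Genes with low counts are another candidate explanation: 51.4% of the 146 genes had fewer than 10 counts in a library, against 8.26% of all genes. Both may contribute, and no biological explanation of the larger number was tested.

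The torin1 change opposite to the LPS change could come in part from the LPS libraries that enter both comparisons. For the genes found with the term without the block, the torin1 median with the LPS library left out of the choice was −0.23 in translation-up genes, or 15.8% of the LPS change, and 0.22 in translation-down genes, or 18.9%, against −0.43 and 0.60 with shared libraries. The sign was opposite in all 3 experiments, but the genes were also chosen differently in each, so how far the shared libraries explain the larger values cannot be told from this test. The remaining part may reflect a partial reversal by torin1 or an effect of torin1 itself, since no libraries with torin1 alone were used.

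The difference between polysome-associated and total mRNA depended on GC content to a degree that varied between lysates: the Spearman correlation across genes was between 0.295 and 0.727 in the 9 lysates. GC content and length were found for 10755 genes (95.7%). The treatment as a source of this variation had an exact permutation p of 0.211 over the 1680 assignments of the lysates to treatments, which ignore the pairing by experiment. Over the 216 assignments within experiments, which keep the pairing and can give a p as small as 0.0278, the exact permutation p was 0.306. Neither test found a difference between treatments, and a small one could have been missed with 9 lysates. Correction for GC content brought the median absolute deviation of the difference from between 0.436 and 0.905 to between 0.400 and 0.567. GC bias that differs between libraries could hide changes in translation efficiency, but with GC correction and the replicate block the interaction test still gave 0 genes with LPS, with 308 at an unadjusted p under 0.05, against 164 with the block alone. A count that is 0 before and after the correction cannot show that GC bias played no part. The number in translation mode rose from 10 to 46 genes with GC correction, and the interaction test with the block rose from 25 to 45 genes with torin1. GC bias may therefore hide some changes in translation, and it remains a candidate explanation for the low numbers.

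The lysates of 2 treatments can be split in 4 ways by exchanging labels within experiments, so the smallest possible share is 1 in 4 and the count of splits decides for or against none of these results. The real split alone, 1 of 4, gave as many genes for total and polysome-associated mRNA with LPS and with torin1, for translation, buffering and abundance mode with LPS, and for the lysosome genes changed in polysome-associated mRNA, changed in total mRNA and shifted back by torin1, and the other splits gave 0 genes for each of these. For changed translation efficiency, where a count of 0 is matched by any split, all 4 splits gave 0 genes with LPS, in the whole table and in the lysosome list, and all 4 gave 0 with torin1, where the real split had 44, 0 and 110 genes at an unadjusted p under 0.05. For the TOP genes with LPS, 2 of the 4 splits gave a p at least as small. The other one exchanges the labels of the second experiment, whose change had the opposite sign, so it only restates that disagreement.

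The paper reports by qRT-PCR that the polysome distribution of Actb, Ppia and B2m was little changed. In the sequencing, polysome-associated mRNA rose with LPS by 0.70 for Actb (adjusted p = 0.00831, edgeR, higher in 3 of 3 experiments) and by 1.11 for B2m (adjusted p = 0.00104, edgeR, 3 of 3), and by 0.26 for Ppia (adjusted p = 0.254, edgeR, 2 of 3). In total mRNA the changes were 0.92, 0.91 and 0.02, and in translation efficiency −0.22, 0.20 and 0.24, each with an adjusted p of 1.00 (edgeR), in the order Actb, B2m, Ppia. Polysome-associated mRNA of Ctsc rose by 2.58 (adjusted p = 2.26e-05, edgeR, 3 of 3) and that of Mcoln1 by 0.13 (adjusted p = 0.551, edgeR, 2 of 3).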
